# Billion‐Scale Expansion of Functional hiPSC‐Derived Cardiomyocytes in Bioreactors Through Oxygen Control and Continuous Wnt Activation

**DOI:** 10.1002/advs.202410510

**Published:** 2025-01-23

**Authors:** Pedro Vicente, Lara R. Inocêncio, Asier Ullate‐Agote, Ana F. Louro, João Jacinto, Beatriz Gamelas, Olalla Iglesias‐García, Patxi San Martin‐Uriz, Paula Aguirre‐Ruiz, Gonzalo R. Ríos‐Muñoz, María Eugenia Fernández‐Santos, Alain van Mil, Joost P. G. Sluijter, Felipe Prósper, Manuel M Mazo Vega, Paula M. Alves, Margarida Serra

**Keywords:** 3D cell culture, bioprocess scale‐up, hiPSC‐CM expansion, mild hypoxia, stirred‐tank bioreactor, suspension culture

## Abstract

Generation of upscaled quantities of human‐induced pluripotent stem cell‐derived cardiomyocytes (hiPSC‐CM), for therapeutic or testing applications, is both expensive and time‐consuming. Herein, a scalable bioprocess for hiPSC‐CM expansion in stirred‐tank bioreactors (STB) is developed. By combining the continuous activation of the Wnt pathway, through perfusion of CHIR99021, within a mild hypoxia environment, the expansion of hiPSC‐CM as aggregates is maximized, reaching 4 billion of pure hiPSC‐CM in 2L STB. In particular, the importance of i) controlling the dissolved oxygen at 10% O_2_ to reduce reactive oxygen species production and upregulate genes involved in cell proliferation, resulting in higher expansion rates (tenfold) compared to normoxic conditions, and ii) maintaining constant power input per volume as a scale‐up criteria is demonstrated. After expansion, hiPSC‐CM further mature in culture, revealing more mature transcriptional signatures, higher sarcomere alignment and improved calcium handling. This new bioprocess opens the door to time‐ and cost‐effective generation of hiPSC‐CM.

## 1 Introduction

Myocardial infarction (MI) is a leading cause of death worldwide, resulting in the loss of up to one billion cardiomyocytes (CM) due to inadequate oxygenation, nutrient supply, and/or ischemia‐reperfusion injury.^[^ ^1^ ^]^ This leads to persistent complications such as arrhythmias or lower functional performance, leading to a final state of heart failure, with a 5‐year survival rate ≈50%. The limited regenerative capacity of the adult human heart intensifies the burden of MI, emphasizing the need for innovative therapeutic approaches to restore lost cell numbers.^[^ ^2^ ^]^

Human induced pluripotent stem cells (hiPSC) can offer a promising opportunity for generating an unlimited supply of cardiomyocytes (hiPSC‐CM) to restore myocardial tissue post‐MI.^[^ ^2^, ^3^ ^]^ Despite the progress made in the last two decades on the establishment of protocols for efficient expansion and differentiation of hiPSC into hiPSC‐CM,^[^ ^4^, ^5^ ^]^ challenges persist in achieving therapeutic cell numbers.^[^ ^6^, ^7^ ^]^ Most studies have been focused on scaling‐up the initial stages of the hiPSC‐CM process workflow,^[^ ^8^, ^9^ ^]^ since the proliferative capacity of hiPSC‐CM gradually decreases along differentiation.^[^ ^5^, ^10^ ^]^ This restricted ability of hiPSC‐CM has encouraged considerable interest in developing new methodologies to induce proliferation by stimulating cell cycle activity.^[^ ^11^, ^12^, ^13^ ^]^ Buikema and colleagues showed through the synergistic activation of Wnt signalling and low cell density that, GSK‐3β inhibition induced proliferation and hampered maturation of hiPSC‐CM.^[^ ^11^ ^]^ In other studies, researchers have found that exposing CMs to low (10–15%) oxygen concentrations can effectively prolong their immature phenotype and enhance their proliferative capacity in vivo.^[^ ^14^, ^15^ ^]^ Specifically, this mild hypoxic environment protects CMs from premature cell cycle exit, while higher oxygen levels lead to reactive oxygen species (ROS) production and oxidative DNA damage, resulting in cell cycle arrest.^[^ ^15^ ^]^ It remains essential, however, to ensure an efficient control of oxygen concentration in culture as extremely low levels (<10%) can also increase oxidative DNA damage of cardiomyocytes.^[^ ^14^, ^15^ ^]^ All these investigations to stimulate cell cycle activity and proliferation were performed in conventional 2D monolayer static culture systems, which lack the capacity to precisely control key environmental factors, including the dissolved oxygen (DO), and present limited scalability. The scale‐out of 2D static cultures to achieve the numbers of hiPSC‐CM necessary for therapeutic purposes proves inefficient due to the need for large facilities and the high labour costs associated to culturing numerous plates/T‐flasks/cell factories in parallel.^[^ ^16^, ^17^ ^]^ Stirred‐tank bioreactor (STB) systems have the potential to meet these demands.^[^ ^9^, ^18^, ^19^ ^]^ These systems are easy to scale‐up, more cost effective, require less space, less labour‐intensive and are equipped with the appropriate process‐monitoring tools for precise control of critical process parameters that impact on cell production and quality attributes.

In this work, we developed a scalable bioprocess for expansion of hiPSC‐CM as 3D aggregates in STB. By combining the activation of the Wnt pathway, through continuous perfusion of CHIR99021 (CHIR), with precise control of DO at 10%, we maximized the expansion of hiPSC‐CM reaching up to 4 billion functional hiPSC‐CM in a 2L single‐use STB.

## 2 Results

### 2.1 Wnt Pathway Activation Promotes hiPSC‐CM Proliferation in STB

To determine if Wnt pathway activation can stimulate hiPSC‐CM expansion as 3D cell aggregates, we performed a preliminary experiment comparing hiPSC‐CM growth with (CHIR) and without CHIR (w/o CHIR) supplementation in the culture medium (Figure S1, Supporting Information). The data show that CHIR supplementation induced greater hiPSC‐CM expansion (Figure S1A, Supporting Information) that resulted in aggregates with higher diameter (Figure S1B,C, Supporting Information) than no‐CHIR condition, confirming the role of CHIR in supporting cell proliferation in 3D cell culture

We then evaluated two inoculation strategies of hiPSC‐CM in STB, i.e., single cells (STB) versus aggregates (STB_Agg), and compared cell growth profile and phenotype, with cell expansion in the 2D monolayer static systems (2D_Static) previously reported^[^ ^11^ ^]^ (**Figure** **1**A). For all conditions we used hiPSC‐CM that were differentiated from hiPSC using a small molecule‐based Wnt‐modulation protocol described in the literature.^[^ ^20^ ^]^ After confirming that the used hiPSC lines were positive for pluripotency markers SSEA‐4 and TRA‐1‐60, and negative for the early differentiation marker SSEA‐1 (Figure S2A, Supporting Information) by flow cytometry analysis, we induced CM differentiation (Figure S2B, Supporting Information). The differentiating cells displayed expression of pluripotency genes in the early stages (*NANOG*, *POU5F1*, Figure S2C, Supporting Information), followed by the expression of cardiac progenitor marker from day 5 (*NKX2.5*, *GATA4*, Figure S2D, Supporting Information) before committing to the cardiomyogenic lineage (Figure S2E,F, Supporting Information). By day 11, when more than 80% of cells were beating (Movie S1, Supporting Information), hiPSC‐CM were dissociated and inoculated as single cells at a density of 0.27 × 10^6^ mL^−1^ either on STB (Figure 1A) or T‐flasks (2D_Static, Figure 1A). In addition, hiPSC‐CM were also plated in AggreWell plates to induce the formation of aggregates, which were subsequently transferred to STB after two days of formation (STB_Agg, Figure 1A).

**Figure 1:**
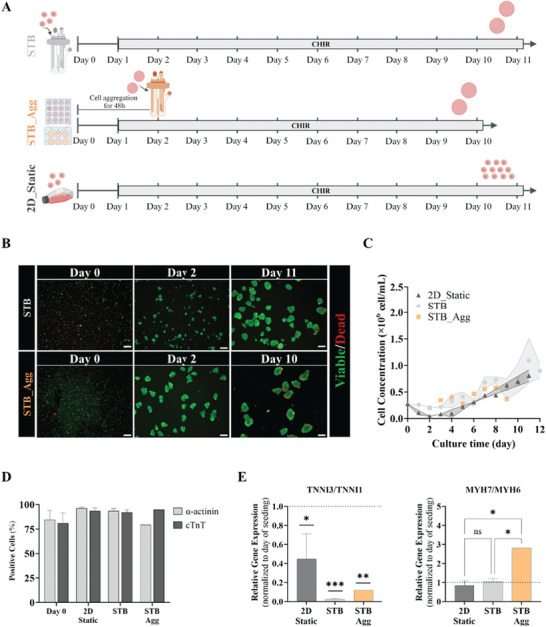
Wnt pathway activation promotes hiPSC‐CM proliferation in STB. A) Schematic illustration of the expansion protocol for human induced pluripotent stem cell‐derived cardiomyocytes (hiPSC‐CM). The protocol involves Wnt‐signalling activation through the addition of CHIR99021 (CHIR). Three distinct strategies are depicted: monolayer culture (2D_Static) and suspension culture in stirred‐tank bioreactors (STB) under different inoculation strategies (single cells – STB, and aggregates – STB_Agg). B) Fluorescence images of cell aggregates in the suspension culture conditions for STB at days 0, 2, 11, and for STB_Agg at days 0, 2, 10, stained with fluorescein diacetate (FDA, live cells, green) and Propidium iodide (PI, dead cells, red). Scale bar = 200 µm. C) Viable cell growth profile throughout hiPSC‐CM expansion. D) Flow cytometry analysis of cardiomyocyte‐specific markers *α*‐actinin and cardiac troponin T (cTnT), performed at inoculum (day 0) and at the last day of hiPSC‐CM expansion. E) Ratios of the relative gene expression of cardiomyocyte maturation genes. TNNI3 to TNNI1 and MYH7 to MYH6. Data are mean ± SEM. *p* ≤ 0.05(*), *p* ≤ 0.01 (**), *p* ≤ 0.001 (***) and n.s. (p > 0.05) by one‐way ANOVA with Tukey's post hoc multiple‐comparisons test. n_2D_Static_ = 3, n_STB_ = 3, n_STB_Agg_ = 1.

Expansion of hiPSC‐CM was stimulated by the addition of CHIR to the culture media. In both STB cultures, hiPSC‐CM were able to proliferate as 3D aggregates, displaying high cell viability (Figure 1B), increased aggregate size over time (Figure S3A, Supporting Information) and demonstrating spontaneous beating activity (Movies S2–S4, Supporting Information). The hiPSC‐CM growth profile and expansion factor in STB was similar to that observed in 2D_Static, reaching a maximum concentration of 1.0 × 10^6^ cell mL^−1^ and viability on day 11 (Figure 1C; Figure S3B and Table S1, Supporting Information), contrasting with STB_Agg condition, where the peak of cell concentration was lower (0.6 × 10^6^ cell mL^−1^) and attained earlier (day 10, Figure 1C). These observations confirm that the inoculation strategy impacts hiPSC‐CM expansion, which was further confirmed by flow cytometry analysis, which revealed that CHIR treatment slightly enriched CM purity (Figure 1D), with a higher percentage of cells positive for cardiac markers after hiPSC‐CM expansion in 2D_Static and STB conditions (90% at day 11 vs 80% at day 0). Real‐time quantitative PCR analysis showed a decreased *TNNI3* to *TNNI1* ratio and *MYH7* to *MYH6* ratio in the STB condition compared to STB_Agg, thereby suggesting a higher maturation arrest phenotype at the transcriptional level in the STB strategy on day 11 day (Figure 1E).

### 2.2 Dissolved Oxygen Controlled at 10% O_2_ Reduces ROS and Improves hiPSC‐CM Proliferation in STB

We subsequently asked whether a mild hypoxic environment would impact on hiPSC‐CM culture in STB (**Figure** **2**A). Online monitoring of DO confirm that in the STB condition, DO ranged from 80% to 100% of oxygen concentration in air, saturated (Figure S4A, Supporting Information), whereas in STB_10%O_2_, DO maintained a constant DO level at 47.6% of oxygen concentration in air, saturated (corresponding to 10% oxygen), after day 2 (Figure S4B, Supporting Information). We observed a decrease in reactive oxygen species (ROS) production (≈0.7‐fold, Figure 2B) together with a significant increase in cell cycle activity, measured by the cell cycle marker Ki‐67, when hiPSC‐CM were cultured in STB_10%O_2_ condition compared to atmospheric normoxic condition STB (Figure 2C,D). Indeed, our results showed that the mild hypoxic condition improved the expansion of hiPSC‐CM in 3D aggregates in STB by twofold, yielding 2.1 × 10^6^ viable cell mL^−1^ at day 11 (Figure 2E), hereby corresponding to an expansion factor of 9.2 ± 1.4 (Figure 2F; Table S1, Supporting Information), and demonstrated spontaneous beating activity (Movie S5, Supporting Information). Importantly, expansion capacity in STB_10%O_2_ was reproducible for CMs derived from three independent hiPSC lines isolated from different donors and tissues (hiPSC.1, hiPSC.2, hiPSC.3). Although some differences in hiPSC‐CM expansion factors were attained among the three hiPSC lines (Figure 2G), CHIR treatment combined with low oxygen levels in STB consistently displayed an improvement in CM purity, measured by flow cytometry analysis of cTnT positive cells (Figure 2H), and being higher when compared to cell expansion in 2D static culture under normoxic conditions (Figure 2H).

**Figure 2:**
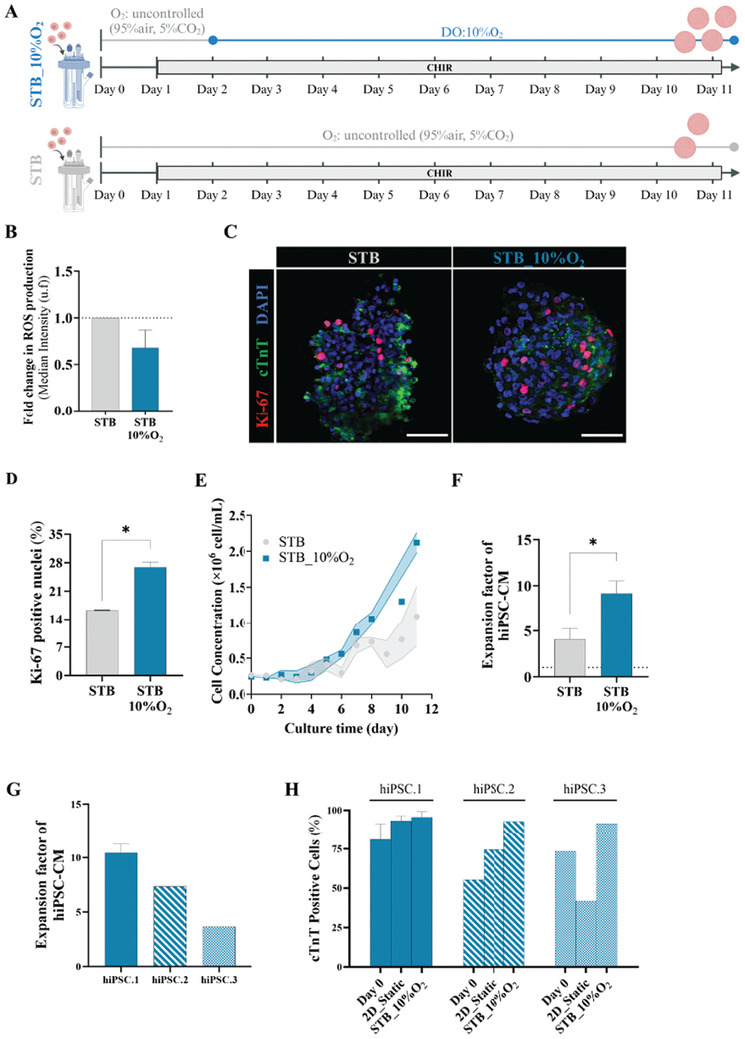
Mild hypoxia (10% O_2_) promotes hiPSC‐CM proliferation in stirred‐tank bioreactors. A) Schematic illustration of the expansion protocol for human induced pluripotent stem cell‐derived cardiomyocytes (hiPSC‐CM) in STB. Two distinct strategies under different oxygen conditions are depicted (STB and STB_10%O_2_). B) Flow cytometry analysis of reactive oxygen species (ROS) production fold change, performed at day 8 of hiPSC‐CM expansion and normalized to STB condition. C) Immunofluorescence images of cell proliferation marker Ki‐67 (Ki‐67, red) and of cardiac troponin T (cTnT, green). Nuclei were counterstained with DAPI (blue), for the STB and for the STB_10%O_2_ conditions. Scale bar = 200 µm. D) Quantification of the percentages of Ki‐67 positive cells from the immunofluorescence images shown in (C) and equivalents (*n* = 3). E) Viable cell growth profile throughout hiPSC‐CM expansion. Data for STB corresponds to the data in Figure 1C. F) Fold increase in viable hiPSC‐CM concentration at end of expansion (day 11), compared to the initial inoculum. G) Fold increase in hiPSC_CM concentration positive for cTnT cardiac marker at end of expansion (day 11), compared to the initial inoculum for three distinct cell lines, hiPSC.1, hiPSC.2 and hiPSC.3. H) Flow cytometry analysis of CM‐specific cTnT, performed at inoculum (day 0) and at the last day of hiPSC‐CM expansion (day 11) for three distinct cell lines. Error bars represent SEM, *, *p* ≤ 0.05. n_hiPSC.1_ = 3, n_hiPSC.2_ = 1, n_hiPSC.3_ = 1) by paired t test.

Finally, our data also demonstrated the importance of controlling the DO at 10% O_2_ to maximize cell expansion factors; expanding hiPSC‐CM under DO of 5% or 15% O_2_ resulted in higher cell death and aggregate size heterogeneity as well as lower cell expansion capacity and reduced percentage of cells expressing cardiac markers (Figure S5A–D, Supporting Information).

### 2.3 STB Operated at DO of 10% O_2_ Upregulates the Expression of Genes Associated with Hypoxia and Cell Proliferation Pathways

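Bulk RNA sequencing covered 3 STB_10%O2 and 3 STB libraries of hiPSC-CM collected after 11 days of expansion, with 1 library of each condition from each of 3 runs, and a run stands for one CM differentiation. The authors depleted ribosomal RNA, aligned the reads to GRCh38 with STAR (v2.7.0d) and counted uniquely mapped reads on the genes of the Ensembl v103 annotation with featureCounts (Rsubread v2.4.3). The deposited table holds these counts without normalization for 60666 Ensembl genes in 15 libraries, and 17924 of the genes had 0 counts in every library. Between 20975946 and 25515177 reads per STB_10%O2 library were counted on genes, with a median of 22578596. The STB libraries held between 21165703 and 23570550 counted reads, with a median of 22889301. The sequencing depth given in the paper's methods refers to reads before alignment and counting, and the values here use the counted reads. Gene symbols and positions were taken from the GENCODE v44 annotation of the same genome build, in which 60437 of the identifiers were found. Genes were filtered with filterByExpr, which kept 21645 genes over all 15 libraries, and counts were scaled by edgeR's TMM method. Differential expression was tested with edgeR's quasi-likelihood F test over the 15 libraries, with the run as a block, and adjusted by the Benjamini-Hochberg method. The paper's own test was DESeq2's Wald test, which was run as an alternative. Within runs, deviations of the genes from their condition's mean correlated between the STB_10%O2 and STB libraries. Pearson's r across genes was 0.67, 0.79 and 0.61 in runs 1, 2 and 3. For 2D_Static it was -0.02, -0.20 and -0.09 with STB, and -0.06, -0.345 and -0.19 with STB_10%O2. Among libraries from before expansion, from STB_10%O2 and from after maturation it lay between 0.03 and 0.25. A shared run effect was therefore seen between the bioreactor conditions, but not between them and 2D_Static. Genes are not independent replicates.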

To understand the molecular mechanisms underlying enhanced cell proliferation and cell cycle activity we subsequently analyzed gene expression profiles of hiPSC‐CM cultured in STB_10%O_2_ versus STB. Our findings revealed an upregulation of the hypoxia‐inducible factor (HIF) pathway in STB_10%O_2_, as compared to STB (**Figure** **3**A) and confirms the induction of hypoxic conditions when DO was controlled at 10% O_2_. 

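The activity of the HIF-1 signaling pathway was scored in each library by ssGSEA on log2-transformed TPM, with gene lengths from the annotation. The paper used the KEGG gene set, which was not available here, so 107 genes of the pathway were listed from general knowledge before the data were examined, and 95 of them passed the filter on low counts. The score, which has no unit, was 4836 ± 137 (SD, n = 3) in STB_10%O2 and 4517 ± 210 (SD, n = 3) in STB. On average it was higher still in hiPSC-CM_d0, at 4982 ± 91.55, and in hiPSC-CM_Mat, at 4890 ± 196.5, and lowest in 2D_Static, at 4383 ± 30.91 (SD, n = 3 each). hiPSC-CM_Mat were cultured in air, so a high score does not by itself mark low oxygen. Within runs, the score in STB_10%O2 exceeded that in STB by 420.5 in run 1, 269.6 in run 2 and 268.7 in run 3. The mean paired difference was 319.6 ± 87.4 (SD, n = 3 runs; exact two-sided paired permutation test, p = 0.25, the smallest p that 3 pairs allow).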

Analysis of differential gene expression revealed higher expression of genes involved in hypoxia (e.g., *BNIP3*, *DDIT4*, *EGLN3*, *MIF*), glycolysis (e.g., *LDHA*, *HK2*, *ALDOC*, *SLC2A1*, *PGK1*), and cell proliferation (e.g., *H4C13*, *TMEM176A*, *H1‐5*) in hiPSC‐CM cultured in STB_10%O_2_ compared to those in STB (Figure 3B). 

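None of the 21645 genes tested passed an adjusted p-value of 0.05 between STB_10%O2 and STB in edgeR's quasi-likelihood test over 15 libraries, and 1118 had an unadjusted p-value under 0.05, of which 430 were higher and 688 lower in STB_10%O2. The run block of this fit is the same for all conditions, while run deviations were shared mainly by the bioreactor conditions. It therefore takes the pairing of STB_10%O2 and STB into account only in part. Without the block, 1083 genes had an unadjusted p-value under 0.05 in edgeR's test. The lack of calls does not show that no gene differed. The result depended on the test and on the libraries in the fit. DESeq2's Wald test over the 15 libraries called 19 genes higher and 5 lower, and edgeR's test on the 6 libraries compared called 40 higher and 7 lower. The alternative that moved it most, chosen after seeing the data, was DESeq2's Wald test on those 6 libraries, with 127 genes higher and 52 lower. All 12 genes of Figure 3B were higher in STB_10%O2 in each of the 3 runs, with log2 fold changes between 0.82 and 2.24. Their adjusted p-values from edgeR's test over all genes ranged from 0.447 to 0.919, and adjusted over the list alone 11 of the 12 passed 0.05. The paper chose these genes on the same libraries, so the count over the list alone is not independent evidence. LDHA (ENSG00000134333, chromosome 11, 18394560 to 18408425) had the largest change of the 12, from 299 ± 129 (SD, n = 3) to 1439 ± 610 (SD, n = 3) TMM-normalized CPM. Its log2 fold change was 2.24 (standard error 0.38, adjusted p = 0.447 from edgeR), and it stayed between 2.11 and 2.45 with each run left out in turn. BNIP3 (ENSG00000176171, chromosome 10, 131967684 to 131981967) rose from 73.7 ± 26.9 to 252 ± 92.5 CPM (SD, n = 3). H4C13 (ENSG00000275126, chromosome 6, 27873148 to 27873534), a histone gene, rose from 4.88 ± 1.97 to 17.7 ± 5.87 CPM (SD, n = 3). Of the other hypoxia genes, the log2 fold change was 1.48 for DDIT4, 1.56 for EGLN3 and 1.17 for MIF. Among the glycolysis genes it was 1.26 for HK2, 1.51 for ALDOC, 1.03 for SLC2A1 and 0.82 for PGK1. The other proliferation genes changed by 1.75 for TMEM176A and 0.94 for H1-5 on the log2 scale, and H1-5 was the gene that failed the adjustment over the list alone (adjusted p = 0.0556 from edgeR). With edgeR's test on the 6 libraries compared, 11 of the 12 genes passed an adjusted p-value of 0.05, and 7 did with DESeq2's Wald test over 15 libraries.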

Our results also demonstrated that the biological processes and pathways upregulated in STB_10%O_2_, were related to hypoxia, cell metabolism, protein synthesis and cell growth and proliferation in hiPSC‐CM (Figure 3C).

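The databases of the paper's overrepresentation analysis were not available here, so 14 gene sets listed before the data were examined were tested with limma's camera (preset inter-gene correlation 0.01) on log2 CPM over all libraries. Past an adjusted p-value of 0.05, 9 of the 14 sets were higher in STB_10%O2. Glycolysis genes had a median log2 fold change of 0.76 over 21 genes, all of them higher (adjusted p = 2.47e-21 from limma's camera). Hypoxia targets had a median log2 fold change of 0.55, with 46 of 49 genes higher (adjusted p = 4.03e-18 from limma's camera). Both sets were higher in each of the 3 runs, with medians of 0.41, 0.53 and 0.59 for hypoxia targets and of 0.86, 0.63 and 0.73 for glycolysis in runs 1, 2 and 3. The HIF-1 pathway set had a median of 0.11 (adjusted p = 5.08e-05 from limma's camera) and Wnt targets one of 0.28 (adjusted p = 0.0206 from limma's camera). In runs 1, 2 and 3 the medians were 0.209, 0.036 and 0.061 for the HIF-1 pathway set and 0.315, 0.184 and 0.288 for Wnt targets. That of the HIF-1 pathway set was 0.042 without run 1 and 0.172 without run 2. The other sets past the threshold were cytosolic ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation, replication-dependent histones and G2/M cell cycle genes. In run 2 the medians of cytosolic ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation and G2/M genes were -0.08, -0.07, -0.19 and -0.03, against 0.64, 0.40, 0.44 and 0.20 in run 1 and 0.80, 0.49, 0.53 and 0.54 in run 3. Histone genes had medians of 0.87, 0.11 and 1.09 in the 3 runs. G1/S cell cycle genes did not pass (median 0.12, adjusted p = 0.0506 from limma's camera), nor did the extracellular matrix, sarcomere, heart development and ATF4 target sets. Some calls of limma's camera turned with 1 run left out. Without run 2, G1/S genes and ATF4 targets passed (adjusted p = 0.000842 and 0.0404). G2/M genes did not pass without run 3 (adjusted p = 0.106), nor Wnt targets without run 1 (adjusted p = 0.127). With the inter-gene correlation estimated from the data, the call for glycolysis held (adjusted p = 0.00915 from limma's camera) and the other 8 did not, and the same was seen with limma's fry (adjusted p = 0.00192 for glycolysis). From the upregulated processes and pathways, the paper relates the STB_10%O2 condition to hypoxia, cell metabolism, protein synthesis and cell growth and proliferation.

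**Figure D1:**
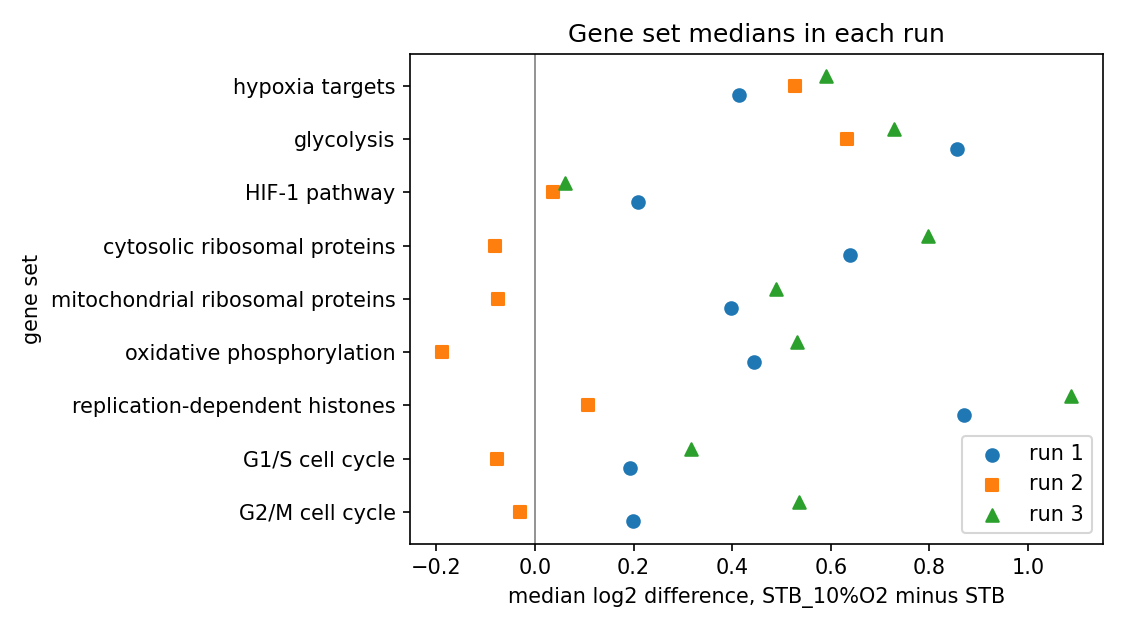
Median log2 difference between the STB_10%O2 and STB libraries of the same run (horizontal axis) for 9 gene sets (vertical axis), with 1 point per run. Hypoxia targets and glycolysis genes lie above 0 in all 3 runs, and cytosolic ribosomal proteins lie at 0.64, -0.08 and 0.80.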

**Figure 3:**
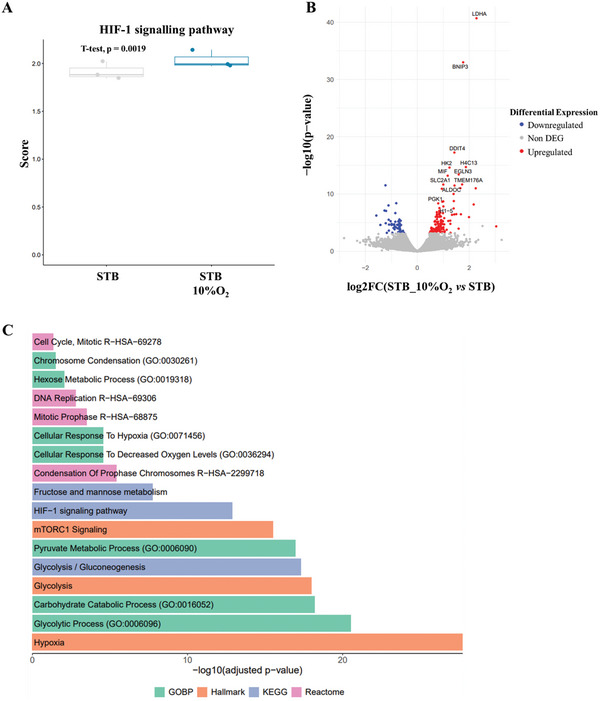
hiPSC‐CM expansion in a mild hypoxic (10% O_2_) environment activates hypoxia, cell metabolism and cell proliferation pathways. A) Boxplot representation of the ssGSEA scores for the hypoxia‐inducible factor 1 (HIF‐1) signaling pathway gene set (hsa04066). The p value was obtained by a paired t test. B) Differentially expressed genes (DEGs) in the comparison of STB and STB_10%O_2_ conditions. In the volcano plot, the x axis indicates log2 fold change (FC), and the y axis indicates statistical significance with the ‐log10(p‐value). Genes with an adjusted p value < 0.05 are considered upregulated (red) if the logFC > 0 and downregulated (blue) if the logFC < 0. Non‐DEGs are shown in grey. C) Barplot of upregulated gene sets when comparing STB_10%O_2_ versus STB in an overrepresentation analysis for the GO biological processes (green), MSigDB Hallmark (orange), KEGG (blue) and Reactome (pink) databases. n_STB_ = 3, n_STB_10%O2_ = 3.

Next, we evaluated the phenotype of hiPSC‐CM following expansion in STB exposed to different DO concentrations. Our results confirmed that hiPSC‐CM maintained their immature phenotype in both STB_10%O_2_ and STB. We did not find significant differences in gene expression of cardiac markers (*TNNI1*, *MYH6*, *MYH7*) and in the *MYH7* to *MYH6* ratio after 11 days of expansion, compared to inoculum (day 0, **Figure** **4**A). We observed a statistically significant downregulation of the mature cardiac marker *TNNI3*, with a significant decrease in the *TNNI3* to *TNNI1* ratio at the end of expansion (Figure 4A) in both STB_10%O_2_ and STB. Transmission electron microscopy analysis of hiPSC‐CM aggregates also showed complete sarcomere disassembly, mostly unaligned myofibrils (MF), and mitochondria (M) with few cristae and low contrast in both STB_10%O_2_ and STB (Figure 4B). Immunostaining analysis confirmed the expression of cardiac markers in hiPSC‐CM aggregates, with heterogeneous and underdeveloped distribution of cTnT, connexin‐43 (Cx43), *α*‐actinin, and vimentin (VIM) positive cells in both STB conditions (Figure 4C).

**Figure 4:**
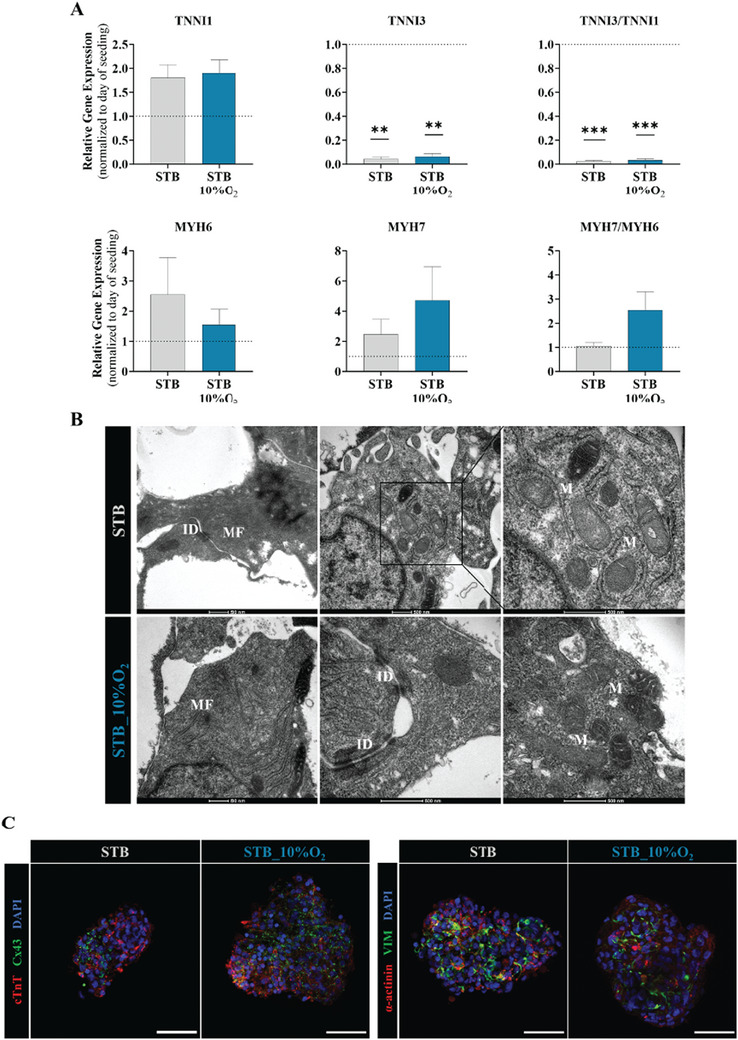
Phenotypic characterization of hiPSC‐CM after 11 days of expansion. A) Relative gene expression of CM maturation genes and ratios, TNNI3 to TNNI1, and MYH7 to MYH6 compared to STB inoculum. B) Transmission electron microscopy images of hiPSC‐CM aggregates at day 8 of expansion for the STB and STB_10%O_2_. Myofibrils (MF), intercalated disks (ID) connecting adjacent CMs, and mitochondria (M). Scale bars = 500 nm. C) Representative immunofluorescence staining of cardiac troponin T (cTnT, red), connexin‐43 (Cx43, green), and of *α*‐actinin (red), vimentin (VIM, green) of hiPSC‐CM aggregates after expansion. Nuclei were counterstained with DAPI (blue). Scale bar = 200 µm. Error bars represent SEM; **, p < 0.01; ***, p < 0.001. n_2D_Cntrl_ = 3, n_STB_ = 3, n_STB_10%O2_ = 3 by paired t test.

### 2.4 Scale‐up hiPSC‐CM Expansion Process from 0.2L to 2L STB

We then explored the feasibility to scale‐up hiPSC‐CM expansion (STB_10%O_2_ strategy) to a 2L single‐use STB (2L Univessel SU), aiming to produce hiPSC‐CM in a clinical‐relevant billion scale (**Figure** **5**A). The scale‐up criteria used was to maintain the power input per volume (P/V) constant across the 0.2L and 2L STB.

**Figure 5:**
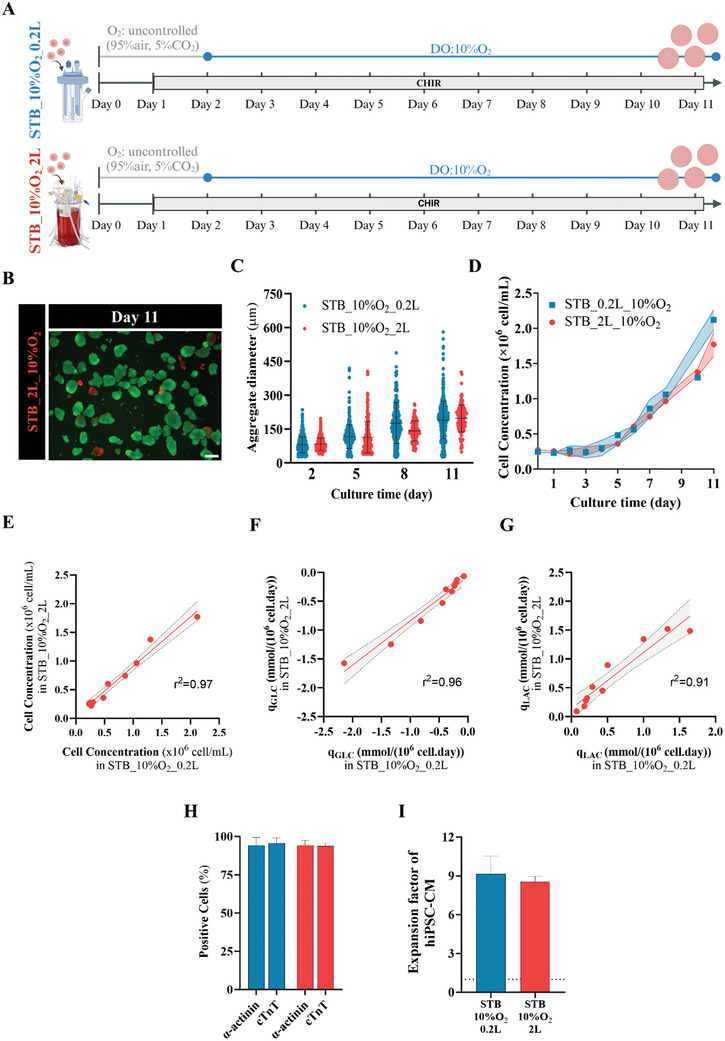
Scale‐up to 2L bioreactors validates the hiPSC‐CM expansion protocol for high‐volume production of hiPSC‐CM aggregates. A) Schematic illustration of the scale‐up of the optimized hiPSC‐CM expansion protocol (STB_10%O_2_) to 2‐liter STB. The two distinct strategies are depicted: STB_10%O_2_ condition in 0.2L STB (STB_10%O_2__0.2L) and in 2‐liter STB (STB_10%O_2__2L). B) Fluorescence images of cell aggregates at days 11, in the STB_10%O_2__2L strategy, stained with fluorescein diacetate (FDA, live cells, green) and propidium iodide (PI, dead cells, red). Scale bar = 200 µm. C) Average hiPSC‐CM aggregate diameter estimated at days 2, 5, 8, 11 in in STB_10%O_2__0.2L and in STB_10%O_2__2L (more than 200 aggregates per condition were analyzed). D) Viable cell growth profile throughout hiPSC‐CM expansion. E–G) Comparison of cell concentration (E), and rates of glucose (GLC) consumption (F) and lactate (LAC) production (G) throughout hiPSC‐CM expansion, between STB_10%O_2__0.2L and STB_10%O_2__2L, with straight line representing the best linear fit to the data (r^2^—Pearson's correlation) and the grey band representing a 95% confidence interval. H) Flow cytometry analysis of CM‐specific markers *α*‐actinin and cTnT, performed at the last day of hiPSC‐CM expansion (day 11). I) Fold increase in hiPSC‐CM concentration, positive for cTnT marker, at end of expansion (day 11), compared to the initial inoculum. Error bars represent SEM. n_STB_10%O2_0.2L_ = 3, n_STB_10%O2_2L_ = 3.

Our results demonstrated that hiPSC‐CM successfully aggregated in 2L STB, demonstrating high cell viability (Figure 5B), increased aggregate size over time and demonstrated spontaneous beating activity (Figure 5C; Movie S6, Supporting Information). Importantly, hiPSC‐CM growth profile, cell expansion factor, aggregate size distribution, cell metabolism (the profiles of specific rates of glucose consumption and lactate production), and CM yield (estimated by the percentage of cells expressing cTnT and *α*‐actinin) were very similar across 0.2L and 2L STB cultures (Figure 5C–H). All together, these results confirmed the successful scale‐up of hiPSC‐CM expansion to 2L bioreactors capable of generating ≈4 billion cells per run (Table S1, Supporting Information).

### 2.5 hiPSC‐CM Expanded in STB have the Capacity to Further Mature In Vitro

To confirm whether the hiPSC‐CM expanded cells presented the capacity to further mature in culture, we harvested hiPSC‐CM aggregates and enzymatically dissociated them into single cell suspension. We subsequently plated the cells in static culture systems and cultured hiPSC‐CM in standard medium in the absence of CHIR inside incubators with a humidified atmosphere of 5% (v/v) CO_2_ and 95% (v/v) air for two weeks. 

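The maturation comparison used 9 libraries, with 3 for each of hiPSC-CM_d0, hiPSC-CM_d11 and hiPSC-CM_Mat and 1 library of each group from each run. hiPSC-CM_d0 were collected before expansion and hiPSC-CM_Mat after 2 weeks of maturation. For maturation the paper dissociated the aggregates and plated the cells in static culture without CHIR. hiPSC-CM_Mat and hiPSC-CM_d11 therefore differ in culture system and CHIR too, which their comparison cannot separate from maturation. The paper does not state outright which day 11 libraries are hiPSC-CM_d11. The STB_10%O2 libraries were taken from its description of the expansion that preceded maturation. With the STB libraries in their place, the genes called between hiPSC-CM_Mat and hiPSC-CM_d11 numbered 6176 in place of 9362, and those changed across the 3 groups 1382 in place of 3176. Counted reads ranged from 16103996 to 17911793 per hiPSC-CM_d0 library (median 17543429) and from 9489375 to 19129826 per hiPSC-CM_Mat library (median 11582072), so that hiPSC-CM_Mat was covered less deeply than hiPSC-CM_d11. The raw counts came from the same deposited table as the day 11 comparison. With filterByExpr, 20479 genes were kept over the 9 libraries. The paper's likelihood ratio test was replaced by edgeR's quasi-likelihood F test of the 3 groups together, with the run as a block and an adjusted p-value under 0.001, and DESeq2's likelihood ratio test was run as an alternative. Pairs of groups were compared within the same edgeR fit at an adjusted p-value of 0.05. The principal component analysis and the correlations used DESeq2's variance stabilizing transformation, blind to the groups.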

We performed bulk RNA sequencing to analyze the transcriptomic signatures of hiPSC‐CM at day 0 (hiPSC‐CM_d0), at day 11 (hiPSC‐CM_d11), and after maturation (hiPSC‐CM_Mat, **Figure** **6**A). Strong correlations were found between biological replicates within conditions, suggesting consistency in hiPSC‐CM differentiation, expansion, and maturation. 

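Across the 20479 genes kept, Pearson's r between libraries of one condition lay between 0.970 and 0.981 over 9 pairs, and between libraries of different conditions it lay between 0.889 and 0.920 over 27 pairs. Within hiPSC-CM_d0 r ranged from 0.970 to 0.977, within hiPSC-CM_d11 from 0.973 to 0.981 and within hiPSC-CM_Mat from 0.974 to 0.980. These correlations run across genes, which are not independent replicates. The lowest r between replicates was 0.960 on log2 CPM, the setting that moved it most.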

Principal component analysis (PCA) was used to explore broad differences between the three hiPSC‐CM groups (Figure 6B). The results revealed a clear clustering pattern, with each independent replicate grouping together within their respective group. 

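On the first pair of components, computed from the 500 most variable genes, the largest distance between libraries of one condition was 13.7, and the smallest distance between libraries of different conditions was 51.2. The 3 libraries of each group therefore lay closer to each other than to any library of another group.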

Principal Component 1 (PC1), accounting for 49% of the total variance, effectively separates hiPSC‐CM_d0 from hiPSC‐CM_d11, as well as from hiPSC‐CM_Mat. 

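PC1 accounted for 49.2% of the variance in the 500 most variable genes. Scores on PC1 were -38.3 ± 4.01 (SD, n = 3) in hiPSC-CM_d0, 10.1 ± 5.26 (SD, n = 3) in hiPSC-CM_d11 and 28.2 ± 2.60 (SD, n = 3) in hiPSC-CM_Mat. The highest hiPSC-CM_d0 library lay at -33.7 and the lowest library of the other groups at 4.27. Over all genes kept, the share of PC1 was 45.3%. The genes with the largest positive weights on PC1 were MYL2, TRDN-AS1, ALB, MYH7 and LINC00881, chosen by their weights in these data.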

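On PC2 of the principal component analysis, which accounted for 38.1% of the variance in the 500 most variable genes, hiPSC-CM_d11 scored -33.8 ± 5.77 (SD, n = 3) and hiPSC-CM_Mat 24.4 ± 2.61 (SD, n = 3), with hiPSC-CM_d0 in between at 9.42 ± 1.78 (SD, n = 3). The hiPSC-CM_d11 libraries ranged from -37.9 to -27.2, and the others from 7.77 to 26.7. The largest weights at the hiPSC-CM_d11 end of PC2 belonged to AFP, APOA2, APOB, AHSG and SERPINA1, and at the other end to COL12A1, CCDC80, NIBAN1, EDIL3 and COL8A1, all named by their weights in these data. On log2 CPM the share of PC2 was 35.2%.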

Meanwhile, Principal Component 2 (PC2), explaining 38% of the variance, primarily distinguishes hiPSC‐CM_d11 from hiPSC‐CM_Mat (Figure 6B).

**Figure 6:**
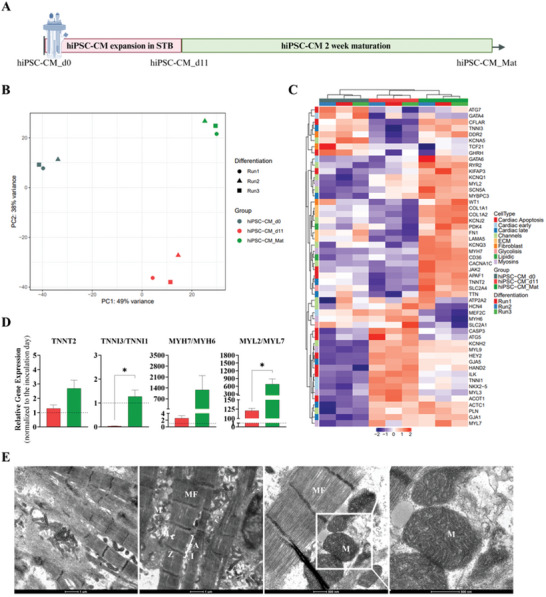
hiPSC‐CM mature in culture after two weeks maturation. A) Schematic illustration of the hiPSC‐CM maturation. B) Principal components analysis of hiPSC‐CM after cardiac differentiation (hiPSC‐CM_d0), expansion (hiPSC‐CM_d11) and after two weeks of maturation (hiPSC‐CM_Mat). The percentage of variance explained by PC1 and PC2 is depicted in the axes. The color code corresponds to the grouping and the shape to the differentiation of origin C) Heatmap representing the scaled expression of cardiac‐specific genes after variance stabilizing transformation (vst). Heatmap rows are color coded by overall cardiac function D) Relative gene expression of cardiomyocyte TNNT2 gene and ratios of TNNI3 to TNNI1, of MYH7 to MYH6, and of MYL2 to MYL7 compared to STB inoculum. E) Transmission electron microscopy images of hiPSC‐CM expanded in STB_10%O_2_ and cultured without CHIR for 21 days in monolayers. Myofibrils (MF), Z‐disks (Z), isotropic‐band of I‐band (I), anisotropic‐band or A‐band (A), H Zone (H), and mitochondria (M). Scale bars = 1 µm and 500 nm. n_hiPSC‐CM_d0_ = 3, n_hiPSC‐CM_d11_ = 3, n_hiPSC‐CM_Mat_ = 3. Error bars represent SEM; *, p < 0.05; by paired t test.

Furthermore, global RNA expression for genes strongly expressed in the heart, differed across the different groups. 

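Of the 52 genes in Figure 6C, 22 changed across the 3 groups at an adjusted p-value under 0.001 and 43 at an adjusted p-value under 0.05 in edgeR's quasi-likelihood F test. Between pairs of groups, edgeR called 5027 genes higher and 5305 lower in hiPSC-CM_d11 than in hiPSC-CM_d0, and 2572 higher and 2349 lower in hiPSC-CM_Mat than in hiPSC-CM_d0. Leaving out 1 run gave from 6766 (without run 2) to 8196 genes called for the former, against 10332 with all runs. For the latter it gave 2534 (without run 1), 3409 (without run 2) and 2893 (without run 3), against 4921.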

In general, a higher expression of genes associated with cardiac function, ion channels, extracellular matrix and mature‐related myosin's can be observed in hiPSC‐CM upon maturation (Figure 6C). 

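Among all genes tested, edgeR called 4700 higher and 4662 lower in hiPSC-CM_Mat than in hiPSC-CM_d11 (adjusted p-value under 0.05). Of the 52 genes of Figure 6C, 23 were called higher and 11 lower, and adjusted over the list alone 24 were higher and 11 lower. The paper may have chosen the list on these libraries, so the latter is not independent evidence. Leaving out 1 run at a time gave between 18 and 20 genes higher. All 4 extracellular matrix genes were higher, and COL1A1 (ENSG00000108821, chromosome 17, 50184101 to 50201632) rose from 241 ± 189 to 6102 ± 1605 CPM (SD, n = 3). Among the ion channel genes, KCNJ2 and CACNA1C were higher, with log2 fold changes of 3.18 and 1.46, and RYR2, ATP2A2 and PLN were not called. In the late cardiac genes, TNNI3, TNNT2 and TTN were higher, GJA5 was lower and MYBPC3, ACTC1 and GJA1 were not called. With each run left out in turn, the adjusted p-value from edgeR ranged from 0.0376 to 0.295 for TTN and from 0.000952 to 0.0753 for MYH6. Among the early cardiac genes, MEF2C, TNNI1 and NKX2-5 were lower, and GATA4 and GATA6 were not called. Of the 6 myosin genes, MYH7 and MYL2 were higher, MYH6 and MYL3 were lower, and MYL9 and MYL7 were not called. MYH6 fell by 2.47 on the log2 scale (standard error 0.56, adjusted p = 0.00673 from edgeR), from 10520 ± 2557 to 2246 ± 1958 CPM (SD, n = 3). In the fibroblast genes DDR2 and WT1 were higher, with log2 fold changes of 3.36 and 3.58, and TCF21 was not called. PDK4 and CD36, the lipid metabolism genes, were both higher, SLC2A4 was higher and SLC2A1 lower. The apoptosis genes went both ways, with 3 higher and 4 lower. Outside the figure, the largest rises with a change in the same direction in all runs were in NRAP, TMEM130, CPA4, SMOC2 and PGR. Every hiPSC-CM_d11 library was at or under 3 counts for them, and NRAP was at least 256-fold higher in hiPSC-CM_Mat. The largest falls were in FABP1, MIR122HG, APOA2, MUC4 and AFP. AFP dropped from 1908 ± 1347 to 33.8 ± 26.8 CPM (SD, n = 3). CPA4 and SMOC2 were also among the largest rises in 2D_Static over STB_10%O2. Against STB_10%O2, set medians were -1.26 in 2D_Static and -1.84 in hiPSC-CM_Mat for cytosolic ribosomal proteins, and -1.87 and -2.65 for histones. They were 0.38 and 1.84 for extracellular matrix genes, and 0.07 and 0.76 for sarcomere genes. Changes shared with 2D_Static cannot be credited to maturation alone.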

Analysis by Real‐time quantitative PCR confirmed a higher expression of the adult related genes (*TNNI3*, *MYH7*, *MYL2*), together with similar expression of *TNNI1*, *TNNT2*, *MYH6* (Figure 6D; Figure S6A, Supporting Information). This corresponded to increased ratios of *TNNI3* to *TNNI1*, *MYH7* to MYH6, and *MYL2* to *MYL7*, indicative of enhanced maturation (Figure 6D). Upon analysing differentially expressed genes patterns, we identified four distinct groups (Figure S6B, Supporting Information). hiPSC‐CM_Mat exhibited the lowest expression for genes in group 1 and the highest expression for genes in group 4 (Figure S6B, Supporting Information). In contrast, hiPSC‐CM_d11 showed the lowest expression for genes in group 2 and the highest expression for genes in group 3 (Figure S6B, Supporting Information).

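The expression of 3176 genes changed across the 3 groups at an adjusted p-value under 0.001 in edgeR's quasi-likelihood F test. They were sorted by the order of the 3 group means, in place of the paper's clustering. Group 1, with the highest mean in hiPSC-CM_d0 and the lowest in hiPSC-CM_Mat, held 254 genes. Group 4, with the lowest mean in hiPSC-CM_d0 and the highest in hiPSC-CM_Mat, held 425 genes. From hiPSC-CM_d0 to hiPSC-CM_d11 the median log2 change was -2.42 in group 1 and 1.16 in group 4, and from hiPSC-CM_d11 to hiPSC-CM_Mat it was -0.88 and 1.22. Both steps passed an adjusted p-value of 0.05 in edgeR for 90 genes of group 1 and 187 genes of group 4. With DESeq2's likelihood ratio test in place of edgeR's, 7434 genes changed, among them 3174 of the 3176. The counts fell to between 134 and 799 genes when 1 run was left out, with 134 without run 1. When the genes were clustered instead of ordered, none fell in group 1 and 463 in group 4, and 2884 of the 3176 genes kept their group.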

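Group 2, with the lowest mean in hiPSC-CM_d11, held 969 genes, and group 3, with the highest mean in hiPSC-CM_d11, held 1528 genes. Together they made up 30.5% and 48.1% of the changed genes. In group 2 the median log2 change was -1.94 from hiPSC-CM_d0 to hiPSC-CM_d11 and 1.93 from hiPSC-CM_d11 to hiPSC-CM_Mat. In group 3 the corresponding medians were 1.56 and -1.42. Both steps were called by edgeR at an adjusted p-value of 0.05 for 675 genes of group 2 and 1414 genes of group 3. Clustering gave 1218 and 1495 genes for these groups.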

Specifically, examining the top 10 GO biological processes for each group, we observed processes involved in heart development in group 1, which aligns with differentiation toward a cardiac lineage and further confirms the higher expression in hiPSC‐CM_d0 (Figure S6C, Supporting Information). 

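In place of the GO terms, 14 gene sets were tested against each of the 4 groups by Fisher's exact test, one-sided for more members than in the 20479 genes tested, and the p-values were adjusted over the 56 tests. Heart development genes made up the only set past the threshold in group 1, with 5 of 59 genes, or 8.47% against 1.24% of all genes tested (odds ratio 7.50, adjusted p = 0.00382 from the exact test). This call did not hold when the groups were formed by clustering, which left group 1 empty and placed 11 of the 59 genes in group 2 (odds ratio 3.65, adjusted p = 0.00321 from the exact test), when genes were called at an adjusted p-value of 0.05 (adjusted p = 0.484 from the exact test) or without run 1.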

In group 2, we retrieved processes related to extracellular matrix organization, which is consistent with the lower expression in hiPSC‐CM_d11 due to their immature phenotype (Figure S6C, Supporting Information). 

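Extracellular matrix genes were enriched in group 2, with 21 of 66 genes, or 31.8% against 4.73% of the genes tested (odds ratio 9.58, adjusted p = 1.32e-11 from Fisher's exact test). The set passed in group 2 under each alternative that was run for it, the fits that left out 1 run included. ATF4 targets were also enriched in group 2, with 11 of 41 genes (odds ratio 7.45, adjusted p = 1.2e-05 from Fisher's exact test), but not without run 1.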

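For genes highest in hiPSC-CM_d11, the group 3 of the paper, 8 of the 14 gene sets passed an adjusted p-value of 0.05. Cytosolic ribosomal protein genes had the largest share, with 75 of 79 genes in group 3 (94.9%, odds ratio 244, adjusted p = 3.29e-78 from Fisher's exact test). Of the mitochondrial ribosomal protein genes, 45 of 77 lay in the group, and of the oxidative phosphorylation genes 59 of 79. Replication-dependent histones had 47 of 51 genes there, G2/M cell cycle genes 43 of 54 and G1/S genes 20 of 43. Glycolysis genes, 11 of 21, and Wnt targets, 6 of 22, completed the list. The Wnt call depended on the fit (adjusted p = 0.0782 from Fisher's exact test when genes were called at an adjusted p-value of 0.05, and from 0.0922 to 0.601 with 1 run left out). Without run 1, when 134 genes were called in all and 64 lay in group 3, the set of cytosolic ribosomal proteins had 0 genes there.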

Group 3 showed processes involving gene expression, translation, biogenesis and cellular respiration potentially supporting the higher proliferative capacity of hiPSC‐CM_d11 (Figure S6C, Supporting Information). 

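Genes highest in hiPSC-CM_Mat and lowest in hiPSC-CM_d0, the group 4 of the paper, held 10 of the 54 sarcomere and contraction genes, or 18.5% against 2.08% of the genes tested (odds ratio 11.0, adjusted p = 8.79e-07 from Fisher's exact test). Extracellular matrix genes were enriched in the group too, with 7 of 66 genes (odds ratio 5.67, adjusted p = 0.00218 from Fisher's exact test), a call that did not hold without run 1. From hiPSC-CM_d11 to hiPSC-CM_Mat, the sarcomere and contraction set had a median log2 fold change of 0.76 and was higher in each of the 3 runs (adjusted p = 0.000797 from limma's camera). With limma's fry this call held (adjusted p = 0.000592), and with an estimated inter-gene correlation it did not (adjusted p = 0.25 from limma's camera).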

Group 4 included processes linked to cardiac muscle development, contraction, and myofibril assembly, further supporting the more mature phenotype of hiPSC‐CM_Mat (Figure S6C,D, Supporting Information). Additionally, we identified several genes associated with cardiac function that were differentially expressed between the four groups (e.g., *ACTC1*, *MYBPC3*, *PLN*), with maturation genes such as *MYL2* and *MYH7* being more expressed in group 4 (Figure S6E, Supporting Information).

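Figure S6E labels 34 genes by group, and the order of the group means placed all 34 in the paper's group. At an adjusted p-value under 0.001, edgeR's F test called 20 of them and DESeq2's likelihood ratio test all 34. MYH7 (ENSG00000092054, chromosome 14, 23412740 to 23435660) had 53.0 ± 32.1, 193 ± 142 and 8430 ± 1110 CPM in hiPSC-CM_d0, hiPSC-CM_d11 and hiPSC-CM_Mat (SD, n = 3 each). Its log2 fold change from hiPSC-CM_d11 to hiPSC-CM_Mat was 5.72 (standard error 0.40, adjusted p = 5.99e-05 from edgeR). MYL2 (ENSG00000111245, chromosome 12, 110910819 to 110921443) had 0.558 ± 0.669, 116 ± 75.6 and 834 ± 235 CPM in the same groups. From hiPSC-CM_d11 to hiPSC-CM_Mat it rose by 3.10 on the log2 scale (standard error 0.45, adjusted p = 0.000822 from edgeR). ACTC1, MYBPC3 and PLN rose from hiPSC-CM_d0 to hiPSC-CM_d11, by 1.01, 0.98 and 1.33 on the log2 scale, and their further changes to hiPSC-CM_Mat of 0.10, 0.45 and 0.21 were not called by edgeR. Across the 3 groups their adjusted p-values from edgeR's F test were 0.0107, 0.00195 and 0.00251. The direction of ACTC1 from hiPSC-CM_d11 to hiPSC-CM_Mat turned without run 2, at -0.04, and that of PLN without run 1, at -0.002. The paper states the processes of group 4 as further support for a more mature phenotype of hiPSC-CM_Mat.

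**Figure D2:**
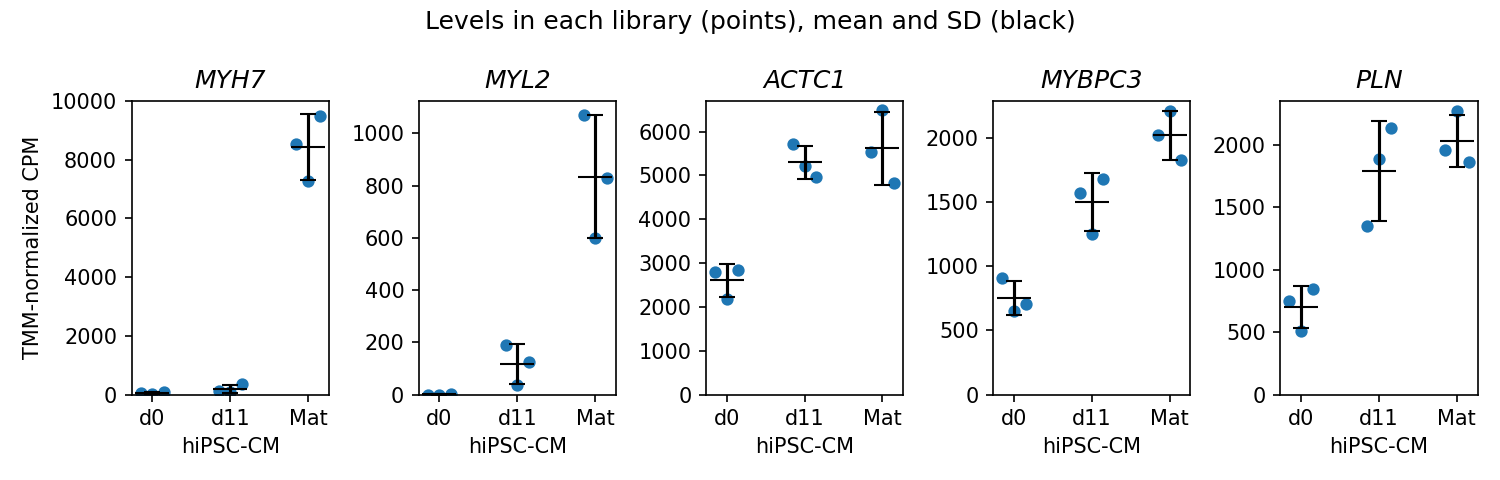
TMM-normalized CPM (vertical axis, linear) of MYH7, MYL2, ACTC1, MYBPC3 and PLN in hiPSC-CM_d0, hiPSC-CM_d11 and hiPSC-CM_Mat (horizontal axis). Points are single libraries and the black bars the mean and SD, and MYH7 lies at 8430 CPM on average in hiPSC-CM_Mat.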

TEM analysis revealed a highly organized microstructure of hiPSC‐CM upon maturation, characterized by well‐aligned sarcomeres exhibiting discernible Z‐line, H‐zone, and I‐ and A‐bands and with evident H zones (H) (Figure 6E). Furthermore, an abundance of mitochondria, featuring well‐defined cristae, was observed particularly in proximity to myofibers (Figure 6E). The high mitochondrial density is consistent with an increased energetic workload required for muscle contraction, likely due to a shift from glycolytic to oxidative metabolism.

Calcium handling in 2D mature cultures (2D_Mat), hiPSC‐CM_d11, and hiPSC‐CM_Mat aggregates was assessed using a fluorescent calcium indicator to detect spontaneous calcium transients during each cardiac contraction cycle (**Figure** **7**A–F). Analysis of these transients allowed for the estimation of calcium kinetics parameters and a more comprehensive comparison between 2D and 3D culture conditions. A global map analysis of 2D_Mat and hiPSC‐CM_Mat was used to calculate the dominant frequency (DF, Figure 7A,D), inter‐beat interval (IBI), and calcium transient repolarization values (CaTD20, CaTD50, CaTD70, and CaTD90; Figure 7A,D for 3D and 2D conditions respectively).

**Figure 7:**
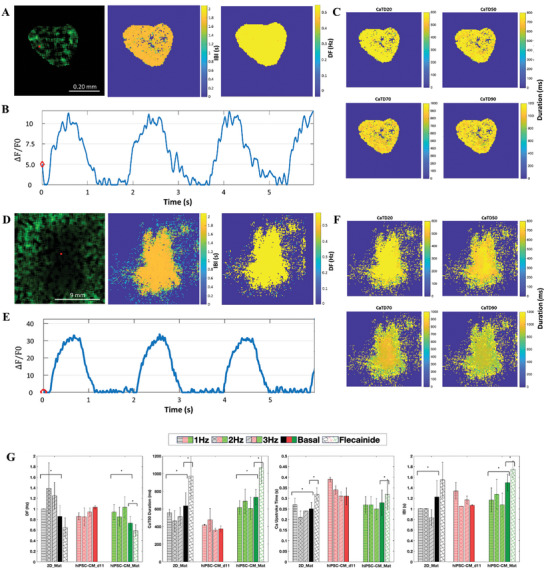
Functional characterization of hiPSC‐CM after two weeks of maturation with comparisons to 2D mature culture conditions. A) Calcium transient optical mapping signal for 3D culture. Left: raw fluorescence frame. Middle: inter‐beat interval (IBI) map. Right: Dominant frequency (DF) map. B) Activation profile of three complete calcium transients’ activations for the red pixel in (A). C) Temporal analysis maps for calcium transient duration (CaTD) at various repolarization values (20%, 50%, 70%, and 90%) for the 2D culture. D) Calcium transient optical mapping signal for a 2D culture. Left: raw fluorescence frame. Middle: inter‐beat interval (IBI) map. Right: dominant frequency (DF) map. E) Activation profile of three complete calcium transient activations from the red pixel shown in (D). F) Temporal analysis maps for calcium transient duration (CaTD) at various repolarization values (20%, 50%, 70%, and 90%). G) Quantitative analysis of dominant frequency, CaTD50, IBI, and calcium depolarization upstroke duration across experimental groups, including 2D culture (2D_Mat), 3D immature (hiPSC‐CM_d11), and 3D mature (hiPSC‐CM_Mat) conditions, under basal conditions, different stimulation frequencies (1–3 Hz), and post‐flecainide antiarrhythmic drug administration. * Indicates statistical significance (p < 0.05). Data are presented as mean ± standard deviation. Abbreviations: DF, dominant frequency; CaTD, calcium transient duration; IBI, inter‐beat interval.

At baseline, 2D_Mat exhibited stable calcium dynamics with a DF of 0.86 ± 0.20 Hz, a CaTD50 duration of 634.53 ± 147.63 ms, and a calcium upstroke time of 0.25 ± 0.03 ms (Figure 7D–G). Additionally, no arrhythmic propagation patterns, such as reentries or fast locally self‐triggered scattered activity, were observed in the 2D culture (Figure S7, Movie S7, and Tables S2–S4, Supporting Information). A quantitative comparison of the electrophysiological and calcium handling parameters across all experimental conditions is detailed in Tables S3 and S4, Supporting Information. Compared to 2D_Mat, hiPSC‐CM_d11 aggregates displayed higher DF (1.03 ± 0.03 Hz vs 0.86 ± 0.20 Hz; p = 0.2375), faster IBI (1.07 ± 0.01 s vs 1.22 ± 0.31 s; p = 0.0224), shorter CaTD50 duration (373.12 ± 33.46 ms vs 634.52 ± 147.63 ms; p = 0.0302), and longer calcium upstroke time (0.31 ± 0.04 ms vs 0.25 ± 0.03 ms; p = 0.0714), reflecting their immature state (Figure 7G; Tables S3 and S4, Supporting Information). Meanwhile, hiPSC‐CM_Mat aggregates (Movie S8, Supporting Information) exhibited metrics closer to 2D_Mat cultures, with a slower DF of 0.73 ± 0.13 Hz (p = 0.1171), longer IBI of 1.50 ± 0.16 s; p = 0.0003), a CaTD50 duration of 733.73 ± 84.32 ms (p = 0.0819), and a similar calcium upstroke time of 0.28 ± 0.06 ms (p = 0.8285, Figure 7G; Tables S3 and S4, Supporting Information). hiPSC‐CM_Mat aggregates show a more efficient excitation‐contraction coupling (ECC) apparatus compared to hiPSC‐CM_d11, allowing for quicker sarcolemma depolarization, faster sarcoplasmic reticulum (SR) calcium sequestration, and rapid sarcolemma repolarization. Additionally, hiPSC‐CM_Mat aggregates exhibited improved antiarrhythmic properties, including lower dominant frequency (DF) and longer inter‐ IBIs and CaTD durations, indicating reduced susceptibility to arrhythmogenic behavior when compared to hiPSC‐CM_d11 (Figure 7G, Tables S3 and S4, Supporting Information). Furthermore, analysis by real‐time quantitative PCR confirmed a higher expression, although not statistically significant, of the adult related genes (*TNNI3* and *MYH7*), and increased ratios of *TNNI3* to *TNNI1* and *MYH7* to MYH6 in hiPSC‐CM_Mat when compared to the 2D_Mat condition (Figure S8, Supporting Information). These results indicate that the hiPSC‐CM expanded in STB present improved functionality and gene expression after maturation compared to the hiPSC‐CM expanded in 2D static conditions.

When treated with the antiarrhythmic agent flecainide, a sodium channel blocker, no significant differences in DF, CaTD50, or calcium upstroke time were observed between 2D_Mat and hiPSC‐CM_Mat (Figure 7G). Additionally, in 2D mature cultures, conduction velocity (CV) was also assessed (Figure S9, Supporting Information). Results showed a significant reduction in CV after flecainide treatment for all tested rhythms (p<0.05 for all of them), consistent with its known electrophysiological effects (Figure S9, Supporting Information). Under rapid stimulation at 3 Hz, hiPSC‐CM_Mat aggregates tolerated this rapid electrical stimulation without failing, while hiPSC‐CM_d11 aggregates entered a refractory state, further highlighting the functional maturity and improved electrophysiological stability of the hiPSC‐CM_Mat aggregates (Figure 7G, Tables S3 and S4, Supporting Information). These results demonstrate that hiPSC‐CM_Mat aggregates have better‐developed ion channel function, more efficient calcium handling, and greater overall cell maturity (Figure 7G).

## 3 Discussion

In recent years, significant progress has been made in the development of cell‐based therapies targeting the remuscularization of the injured myocardium post‐MI, with particular attention to the therapeutic potential of transplanting hiPSC‐CM.^[^ ^21^, ^22^ ^]^ However, achieving production of over 1 billion clinically relevant hiPSC‐CM in a single run remains challenging. In this study, we developed a bioreactor‐based bioprocess for the expansion of hiPSC‐CM, obtained after cardiac differentiation of hiPSC that ensures the production of high numbers of pure and functional cells in a scalable, cost‐effective, and reproducible manner.

While cardiac differentiation protocols have been continuously improved over the past decade, these protocols still present some limitations. including the low scalability, high costs, and high variability across hiPSC lines.^[^ ^9^, ^19^, ^23^, ^24^, ^25^, ^26^ ^]^ The recent establishment of bioreactor‐based protocols as scalable culture systems for hiPSC‐CM production still rely on directed differentiation of hiPSC into CM in suspension, as 3D aggregates^[^ ^9^, ^19^ ^]^ or on microcarriers.^[^ ^27^ ^]^ Although they represent a significant improvement compared to conventional static 2D monolayer culture systems regarding scalability and cell yields,^[^ ^25^ ^]^ they are still inefficient for application in cell therapy at a larger scale, with low differentiation yields reported (3 CM are generated per hiPSC).^[^ ^9^, ^19^, ^25^ ^]^ To address these challenges, we developed a scalable bioprocess in STB that promotes the expansion of hiPSC‐CM and maximizes the global differentiation yield by over tenfold, i.e., 30 hiPSC‐CM can be generated per hiPSC. This was achieved by culturing 3D hiPSC‐CM aggregates for an additional 11 days in STB with continuous addition of CHIR, through perfusion, in a controlled mild hypoxic environment. Given that reagents costs for hiPSC expansion and cardiomyocyte differentiation are the major expense in our process, extending the culture period for hiPSC‐CM aggregate expansion by 11 days allows us to reduce costs by up to 80% compared to the conventional protocol only including hiPSC expansion and differentiation process to achieve an equivalent hiPSC‐CM yield

The effectiveness of CHIR as a potent CM mitogen and the influence of oxygen levels on CM cell cycle activity have been previously evaluated in hiPSC‐CM cultured in 2D monolayer systems.^[^ ^11^, ^12^, ^13^, ^14^, ^15^ ^]^ However, the combined stimulation of these biological factors and their fine control in STB has never been reported. We demonstrated the importance of controlling the DO at 10% O_2_ to reduce ROS production and enhance cell cycle activity, ultimately resulting in higher cell expansion factors when compared to hiPSC‐CM expanded in atmospheric normoxic conditions without DO control. In particular, expanding hiPSC‐CM under 5% or 15% DO resulted in higher aggregate death and lower cell expansion, compared to hiPSC‐CM cultured at 10% DO. This is likely due to the high DNA damage and increased cell cycle arrest, as reported in both low‐oxygen and oxygen‐rich environments.^[^ ^14^, ^15^ ^]^ These findings highlight the importance of using culture systems like STB, which have the appropriate process‐monitoring tools for precise control of critical process parameters, such as DO, to ensure optimal cell production and cell quality attributes.

After hiPSC‐CM expansion in mild hypoxia, a higher CM enrichment was achieved, which resulted from a more focused expansion toward myocytes, as previously reported.^[^ ^11^ ^]^ This effect was observed in all 3 hiPSC lines evaluated (>90% of cTnT‐positive cells), and particularly pronounced in hiPSC.2 and hiPSC.3, which exhibited lower CM differentiation efficiencies compared to the hiPSC.1. The scalable bioprocess herein designed for hiPSC‐CM expansion consistently enriches CM content, reducing the need for additional purification strategies that traditionally rely on lactate‐based purification^[^ ^28^, ^29^ ^]^ fluorescence‐ (FACS), or magnetic‐ activated cell sorting (MACS) techniques.^[^ ^17^, ^30^, ^31^ ^]^

Previous studies showed the importance of disrupting the cell‐cell contact to enhance CM proliferation.^[^ ^11^, ^32^, ^33^ ^]^ It is plausible that hiPSC‐CM cultured in STB and inoculated as 3D aggregates, with extensive cell‐cell contact, may undergo cell cycle arrest thus hindering cell proliferation and promoting maturation, when compared to single cell inoculation. Another important factor impacting hiPSC‐CM is the aggregate diameter. It is well accepted that, if the aggregate diameter exceeds 300 µm, their centres can become necrotic due to insufficient oxygen and nutrient supply.^[^ ^34^, ^35^, ^36^ ^]^ In our study, we observed high cell death when aggregate size reached 300 µm, a value only achieved in the STB_Agg strategy, thus potentially justifying the lower expansion capacity of this approach compared to the STB one.

One of the most critical parameters for bioprocess scale‐up is to maintain P/V constant across different STB scales, thus ensuring consistent cell culture homogenization, liquid‐gas transfer, and shear stress.^[^ ^37^ ^]^ In our study, using such criteria, we were able to scale‐up the hiPSC‐CM expansion process from 0.2L to 2L without impacting expansion factor, growth and metabolic profiles, and CM purity. Importantly, this strategy allowed the generation of ≈4 billion hiPSC‐CM in a single 2L STB, thus fulfilling the clinical need of a patient undergoing a potential regenerative therapy,^[^ ^3^ ^]^ underscoring its potential for large‐scale production.

One major concern in the transplantation of immature cells is their potential to cause arrhythmias.^[^ ^38^ ^]^ The hiPSC‐CM obtained after expansion in STB still present an immature phenotype, which can be reverted to a more matured state by withdrawing CHIR and oxygen control. This led to improved sarcomere organization, expression of heart‐specific genes, electrophysiological response, and force generation. Additional approaches can be easily integrated in our bioprocess to further improve the structural and functional maturation of hiPSC‐CM, including 3D tissue engineering,^[^ ^39^, ^40^ ^]^ electrical and mechanical stimulation,^[^ ^39^, ^40^ ^]^ hormonal treatments,^[^ ^41^, ^42^, ^43^ ^]^ co‐culture with non‐myocyte cells^[^ ^44^, ^45^ ^]^ and metabolic‐based approaches.^[^ ^46^, ^47^ ^]^

Previous research has shown that in 2D monolayer static cultures, hiPSC‐CM can undergo up to five passages before their proliferative potential is lost;^[^ ^11^ ^]^ at STB scale this was not evaluated. Therefore, further investigations should focus on assessing the impact of serial cell passages on the continuous expansion of hiPSC‐CM in STB. In the future, other cardiac differentiation protocols could be used to generate hiPSC‐CM before the expansion in STB. Here, we used the B27‐based differentiation,^[^ ^5^ ^]^ but Heparin^[^ ^48^ ^]^ and CDM3^[^ ^10^ ^]^ protocols have also successfully generated hiPSC‐CM for expansion in monolayer static systems.^[^ ^20^ ^]^ Additionally, we can integrate the hiPSC expansion and CM differentiation as 3D cell aggregates into our hiPSC‐CM expansion process to streamline hiPSC‐CM production in STB. However, as we reported, if the aggregate diameter exceeds 300 µm, their centres can become necrotic. Therefore, efficient methods for dissociating hiPSC‐CM aggregates or to reduce aggregate size before inducing their expansion would be required.

## 4 Experimental Section

### hiPSC Expansion

Three hiPSC lines were used for this study (Table S5, Supporting Information). Cells were routinely expanded using hiPSC culture media (Table S6, Supporting Information) on Matrigel‐coated static culture systems (e.g., T‐flasks) in a humidified atmosphere at 37 °C and 5% (v/v) CO_2_ and 95% (v/v) air. In brief, hiPSC were passaged every 3–4 days, and at 80–90% confluency cells were dissociated using Versene (Gibco, Thermo Fisher Scientific) for 20 min at 37 °C and seeded at a density of 3–6 × 10^4^cell cm^−2^. For the first 24 h after replating, culture media was supplemented with 10 µM of Y‐27632 (ROCK inhibitor, TOCRIS). The culture media was changed every day according to manufacturer instructions.

### hiPSC Differentiation into hiPSC‐CM

hiPSC were differentiated toward CM in 6‐well plates when cells reached 80–90% confluency, by temporal modulation of the Wnt/ß‐catenin pathway following a protocol previously described by Maas and colleagues.^[^ ^20^ ^]^ Briefly, hiPSC culture medium was replaced by differentiation medium (RPMI 1640 (RPMI, Gibco, Thermo Fisher Scientific) supplemented with 2% (v/v) B‐27 minus insulin (RPMI/B27‐ins, Gibco, Thermo Fisher Scientific) and CHIR99021 (CHIR, TOCRIS) (Table S6, Supporting Information). After 24 and 48 h, RPMI/B27‐ins was added on top of the medium, and at day 3 the medium was replaced by RPMI/B27‐ins supplemented with 2 µM Wnt‐C59 (TOCRIS). By day 5 and 7 the medium was replaced by RPMI/B27‐ins and RPMI supplemented with 2% (v/v) B‐27 (RPMI/B27, Gibco, Thermo Fisher Scientific), respectively. At day 9, the medium was exchanged by RPMI 1640 Medium with no glucose (Gibco, Thermo Fisher Scientific) supplemented with 2% (v/v) B‐27. At day 11 (when over 80% of the cells were beating), cells were dissociated with TrypLE Select Enzyme (10X), without phenol red (Gibco, Thermo Fisher Scientific) for 15 min at 37 °C. After dissociation, a single cell suspension was prepared in RPMI/B27 supplemented with 10% (v/v) KnockOut Serum Replacement (KOSR, Gibco, Thermo Fisher Scientific) and 10 µM of ROCK inhibitor (hereafter designated as replating medium) and filtered through a 40 µm nylon cell strainer (VWR Cell Strainer, Avantor).

### hiPSC‐CM Expansion in 2D Static Culture System

hiPSC‐CM in replating medium were inoculated in Matrigel‐coated systems (e.g., T‐flasks) (Table S6, Supporting Information), at a density of 2.52 × 10^4^ cell cm^−2^, corresponding to a volumetric concentration of 0.27 × 10^6^ cell mL^−1^ (e.g., 7 mL per 75 cm^2^ T‐flask). After 24 h, the replating medium was replaced by RPMI/B27 supplemented with 2 µM of CHIR, and thereafter changed three times per week. The cells were maintained for up to 11 days at 37 °C in a humidified atmosphere of 5% (v/v) CO_2_ and 95% (v/v) air.

### hiPSC‐CM Expansion as 3D Cell Aggregates in Stirred‐Tank Bioreactors

Process development and optimization of hiPSC‐CM expansion as 3D aggregates was done in small‐scale parallel DasGip cellferm‐pro bioreactor system (Eppendorf AG; working volume: 0.2L), in glass vessel STB equipped with magnetic‐driven trapezoid shaped paddle impellers with long arms as previously described by our group.^[^ ^49^ ^]^ The optimized bioprocess was scaled‐up in 2L SU Univessel (Sartorius AG, working volume: 2L).

### hiPSC‐CM Expansion in 0.2L STB

Before cell inoculation, the DO probe was calibrated with air, saturated. The hiPSC‐CM in replating medium, were inoculated as single cells at a density of 0.27 × 10^6^ cell mL^−1^. Briefly, cells were cultured under defined conditions (Temperature: 37 °C; stirring rate: 80 revolutions per minute (rpm); surface aeration rate: 0.1 volumes per volume of medium (vvm); CO_2_: 5% (v/v) and 95% (v/v) air. Twenty‐four hours after inoculum the culture was supplemented with 2 µM of CHIR and at day 2 (when aggregates were already formed), perfusion of RPMI/B27 supplemented with 2 µM of CHIR was initiated (dilution rate: 0.5 per day) and operated by automated gravimetric control, as described previously by the group,^[^ ^49^ ^]^ until day 11. A sintered glass sparger (of 16–40 µm pore size, Eppendorf) was connected in the outlet perfusion line as cell retention device to prevent aggregate loss. On day 2 onwards, cells were cultured under different conditions, namely aeration via overlay with: i) 95% (v/v) air and 5% (v/v) CO_2_ (i.e., uncontrolled DO; referred to as STB), ii) DO controlled at 47.6% of oxygen concentration in air, saturated (corresponding to 10% oxygen, referred to as STB_10%O_2_), iii) DO controlled at 23.8% of oxygen concentration in air, saturated (corresponding to 5% of oxygen, referred to as STB_5%O_2_), and iv) DO controlled at 71.4% of oxygen concentration in air, saturated (corresponding to 15% of oxygen, referred to as STB_15%O_2_. The DO concentrations were monitored by an optical DO probe and automatically regulated by a cascading DO setpoint at three stepwise levels with Air, N₂, and O₂ using the bioreactor's four‐gas mixing system

For the CHIR, w/o CHIR and STB_Agg condition, hiPSC‐CM suspended in replating medium were aggregated using AggreWell400 6‐well plates (AggreWells, STEMCELL Technologies) at a seeding density of 5 × 10^6^ cell/well. Twenty‐four hours after seeding, the medium was supplemented with 2 µM of CHIR. On day 2, the hiPSC‐CM aggregates were harvested from the AggreWells and transferred into the STB (STB_Agg condition) and in orbitally shaken Erlenmeyer flasks (CHIR and w/o CHIR conditions) agitated at 80 rpm. In STB_Agg, perfusion was initiated immediately after inoculation at a dilution rate of 0.5 per day and cells were cultured for 10 days, and with culture conditions set as previously described for the STB strategy. For CHIR and w/o CHIR conditions, Complete medium exchanges were performed every two days. For the complete medium exchanges, agitation was paused, allowing the cell aggregates to settle by gravity for 10–15 min. After settling, the medium was carefully removed, and fresh medium was then added to the Erlenmeyer to continue hiPSC‐CM expansion.

### hiPSC‐CM Expansion in 2L STB

hiPSC‐CM in replating medium, were inoculated as single cells at a density of 0.27 × 10^6^ cell mL^−1^ in 2 L Univessel SU (Sartorius) STB equipped with two 3‐blade segment impeller (30° angle). Power input per unit volume (P/V) was maintained constant and equal to the 0.2L STB hiPSC‐CM by maintaining the transferred energy from the impeller to the liquid, the stirring rates used in the bioreactor (2L STB) were estimated according to Equation (1) (*Np*: impeller power number; *ρ*: liquid density; *D_i_*: impeller diameter; *N*: agitation speed; and *V*: STB working volume).

(1) $$\begin{array}{ccc} & & P_{0.2L}=P_{2L}\Leftrightarrow {\left(\frac{N^{3}\rho D_{i}^{5}N_{p}}{V}\right)}_{0.2L}={\left(\frac{N^{3}\rho D_{i}^{5}N_{p}}{V}\right)}_{2L}\Leftrightarrow N_{2L}\\ & & ={\sqrt[{3}]{{\left(\frac{N^{3}\rho D_{i}^{5}N_{p}}{V}\right)}_{0.2L}\left(\frac{V}{\rho D_{i}^{5}N_{p}}\right)}}_{2L} \end{array}$$

Briefly, cells were cultured under defined conditions at 37 °C, stirring rate was set to 149 rpm, surface aeration rate at 0.1 volumes per volume of medium (vvm), with 95% (v/v) air and 5% (v/v) CO_2_. Twenty‐four hours after inoculum the culture was supplemented with 2 µM of CHIR and at day 2 (when aggregates were already formed), perfusion of RPMI/B27 supplemented with 2 µM of CHIR was initiated (dilution rate: 0.5 per day) and operated by automated gravimetric control, until day 11. A metal sintered sparger (D12*ID9.1*H90.5 mm, of 30–40 µm pore size, Hengko) was connected in the outlet perfusion line as cell retention device to prevent aggregate loss. From day 2 onwards, cells were cultured under controlled DO at 10% O_2_.

### Cell Concentration and Viability

Viable cell concentration was determined using a NucleoCounter NC‐200 (ChemoMetec), according to the manufacturer's instructions. The “Viability and Cell Count Assay” and the “Viability and Cell Count – A100 and B Assay” protocols, were used for counting of cells cultured in 2D monolayer, and in 3D aggregates, respectively. Expansion factor was calculated based on the ratio of the maximum cell concentration and the hiPSC‐CM concentration at day 0.

For cell viability, cells were stained with 20 µg mL^−1^ of fluorescein diacetate (FDA, Sigma‐Aldrich) and 10 µg mL^−1^ with the DNA‐binding dye propidium iodide (PI, Sigma–Aldrich), followed by observation at the inverted fluorescence microscope (DMI6000, Leica). Cells capable of accumulating the product of FDA metabolization were stained fluorescent green and were alive, while cells‐stained fluorescent red with PI were considered dead.

### Aggregate Size

Cell aggregates sampled from the bioreactor were distributed in 96‐well plates (200 µL/well). Images of cell aggregates were collected (DMI6000 B, Leica) and analyzed in ImageJ open‐source software (Rasband, WS, ImageJ, U. S. National Institutes of Health, Bethesda, MD, USA, http://imagej.nih.gov/ij/, 1997–2012). For estimation of aggregate size, the average Feret diameter of cell aggregates was estimated by analysing several frames collected during live imaging (at least 200 cell aggregates were analyzed per condition).

### Flow Cytometry

Analysis of hiPSC and hiPSC‐CM phenotype was performed by flow cytometry (FC). Briefly, single cell suspensions were prepared after dissociation of cell monolayers/aggregates with Versene (Gibco, Thermo Fisher Scientific) (20 min) or TrypLE Select 10X (15‐45 min) respectively for hiPSC and hiPSC‐CM. A minimum of 0.5 × 10^6^ cells were used per sample. For detection of cell‐surface epitopes (TRA‐1‐60, SSEA‐4 and SSEA‐1), cells were resuspended in the respective primary antibody or isotype control (Table S7, Supporting Information) and incubated at 4 °C for 1 h. For detection of intracellular epitopes (*α*‐actinin and cTnT), cells were fixed and permeabilized using a commercial kit (Inside Stain, Miltenyi Biotec), according to the supplier's instructions, after which they were resuspended in the respective primary antibody or isotype control (Table S7, Supporting Information) and incubated at room temperature (RT, approx. 18–20 °C) for 30 min. When primary unconjugated antibodies were used, an additional incubation with the secondary antibody was performed at RT for 30 min in the dark (Table S7, Supporting Information). For assessment of ROS in the cells, the 2′,7′‐dichlorofluorescin diacetate – Cellular ROS Assay Kit ab113851 (Abcam) was used accordingly to supplier's instructions. Analysis was conducted regarding the relative fold change of the median intensity of ROS present in the sample in terms of its units of fluorescence (u.f). Data was acquired on a BD FACSCelesta Cell Analyzer (BD biosciences) and analyzed in the FlowJo software (FlowJo LLC, http://www.flowjo.com/). A minimum of ten thousand events were registered for each sample on the population of interest.

### Immunofluorescence Microscopy

Cells cultured as 2D monolayer, or 3D aggregates harvested from the bioreactor were fixed in 4% (w/v) paraformaldehyde (PFA) and 4% sucrose in phosphate‐buffered saline (PBS) for 30 min at RT and washed three times with DPBS (+/+). For intracellular marker detection, fixed cells were permeabilized/blocked in DPBS containing 0.1% (v/v) Triton X‐100 and 0.2% (v/v) gelatine from cold water fish skin for 20 min for cells in 2D monolayer or 30 min for 3D aggregates, at RT. Cells were washed three times with DPBS, and incubated with primary antibodies (Table S8, Supporting Information) for 1 h at RT in the dark. For cell aggregates, this was followed by an overnight incubation at 4 °C. Cells were then washed three times with DPBS and incubated in the dark with secondary antibodies (Table S8, Supporting Information) for 1 h at RT, followed by an additional hour in the case of cell aggregates. Two final washing steps with DPBS were performed, after which cell nuclei were counterstained with 4′,6‐diamidino‐2‐phenylindole (DAPI). Finally, samples were mounted with ProLong Glass Antifade Mountant (ProLong, Invitrogen). Immunofluorescence images were obtained with an Inverted Laser Scanning Confocal Microscope (Zeiss LSM 880 with Fast Airyscan, ZEISS), and processed using ImageJ open‐source software (Rasband, WS, ImageJ, U. S. National Institutes of Health, Bethesda, MD, USA, http://imagej.nih.gov/ij/, 1997–2012).

Immunofluorescent images of cell aggregates stained with Ki‐67 were further analyzed, using ImageJ software for quantification of proliferative cells (% of Ki‐67+ cells). Nuclei co‐stained with DAPI and Ki‐67 were counted and then divided by the total number of nuclei within the cell aggregate to calculate the percentage of Ki‐67 positive cells.

### Gene Expression Analysis

Cells were centrifuged at 300 g for 5 min, washed with DPBS, snap‐frozen with liquid nitrogen and kept at −80 °C. mRNA was extracted using the High Pure RNA Isolation kit (Roche) according to manufacturer's instructions. mRNA was quantified using a NanoDrop 2000c spectrophotometer (Thermo Scientific) and cDNA synthesized with 100 ng RNA per sample, using the Transcriptor High Fidelity cDNA Synthesis Kit (Roche). Real time quantitative polymerase chain reaction (RTq‐PCR) was performed using the LightCycler 480 Instrument II 384‐well block (Roche) in the following cycles: incubation at 95 °C for 10 min; 45 cycles of amplification with denaturation at 95 °C for 15 sec, and annealing at 60 °C for 1 min; extension at 72 °C for 5 min. Each sample was run in triplicate and data analyzed in LightCycler 480 Software v1.5.0 (Roche). Gene expression data was normalized to housekeeping genes RPLP0 and GADPH and relative changes were analyzed using the 2^−ΔΔCt^ method.^[^ ^50^ ^]^ Primers used for gene expression analysis are summarized in Table S9 (Supporting Information).

### RNA‐Seq Analysis

Cells were harvested, then stored in TRIzol at −80 °C until further processed. Following RNA extraction, 100 ng of total RNA were used for transcriptomic interrogation using Illumina's Stranded Total RNA Prep Ligation with Ribo‐Zero Plus according to the manufacturer's instructions. Briefly, cytoplasmic and mitochondrial rRNAs as well as beta globin transcripts were depleted from the samples. The remaining RNA was fragmented and reverse‐transcribed. A second strand cDNA synthesis step removed the RNA template while incorporating dUTP in place of dTTP in order to preserve strand specificity. Next, double‐stranded cDNA was A‐tailed, then ligated to Illumina anchors bearing T‐overhangs. PCR‐amplification of the library allowed the barcoding of the samples with 10 bp dual indexes and the completion of Illumina sequences for cluster generation. Libraries were quantified with Qubit dsDNA HS Assay Kit and their profile was examined using Agilent's HS D1000 ScreenTape Assay. Sequencing was carried out in an Illumina NextSeq2000 using paired‐end, dual‐index sequencing (Rd1: 59 cycles; i7: 10 cycles; i5: 10 cycles; Rd2: 59 cycles) at a depth of 50 million reads per sample. Samples were demultiplexed using Illumina bcl2fastq software (v.2.2.0) and aligned to the human genome (GRCh38) with STAR (v2.7.0d) using default parameters. Gene expression quantification was performed using the featureCounts function implemented in the R package Rsubread (v2.4.3) counting uniquely mapped reads with reverse strandness. The Ensembl v103 gene annotation was considered as the reference. The filterbyExpr function implemented in the edgeR package (v3.40.2) was used to filter out genes with low number of counts for downstream analyses. Data normalization, transformation (considering variance stabilizing transformation), principal component analysis and differential expression analyses were performed with the DESeq2 package (v1.38.3) taking the CM differentiation into consideration in the design. To compare STB_10%O2 and STB samples, it considered the Wald test, keeping genes with an FDR of 0.05. Overrepresentation analyses of the differentially expressed genes were performed with enrichR (v3.2) against the “MSigDB_Hallmark_2020”, “KEGG_2021_Human”, “Reactome_2022” and “GO_Biological_Process_2023” databases. To evaluate significant expression changes across maturation (including hiPSC‐CM_d0, hiPSC‐CM_d11 and hiPSC‐CM_Mat), it considered the Likelihood Ratio Test (LRT) in DESeq2 with ≈Differentiation as reduced model. Then, the function degPatterns from the library DEGreport (v1.26.0) was used in regularized log transformed data, obtained with the rlog function, to look for different expression patterns in those genes with an FDR < 0.001. In addition, single sample GSEA (ssGSEA) scores were calculated for the HIF‐1 signaling pathway with the GSVA package (v1.46.0) using the log2‐transformed transcripts per million (logTPMs) as input and “ssgsea” for the method parameter. To compare the scores, it performed a paired t test.

### Transmission Electron Microscopy

Cells cultured as 2D monolayers or 3D aggregates were fixed in 0.1 M phosphate buffer (PB) (pH 7.4) with 2% (v/v) formaldehyde and 2.5% (v/v) glutaraldehyde overnight and washed three times with PB. In the case of cell aggregates, these were embedded in 2% (w/v) low melting point agarose that was solidified and sectioned in smaller pieces. The cells were post‐fixed in PB with 1% (v/v) osmium tetroxide for 30 min on ice under agitation, washed two times with PB, and two times with distilled water (dH_2_O), followed by incubation in water (H_2_O) with 1% (w/v) tannic acid for 20 min on ice. After five washes with dH_2_O, cells were contrasted with H_2_O with 0.5% (w/v) uranyl acetate, at RT for 1 h in the dark and dehydrated in a graded series of ethanol (30%, 50%, 75%, 90%, 100% three times (v/v)). In the case of cell aggregates, infiltrations with 25%, 50%, 75% and 100% Embed‐812 resin in ethanol were made for 1 h 30 min each before leaving them in 100% Embed‐812 resin overnight, at RT. Finally, cells were embedded in Embed‐812 resin, for monolayers, and in Embed‐812 resin in ethanol, for cell aggregates, and sectioned on an ultramicrotome (UC7 Ultramicrotome, Leica) using a diamond knife. Sections were collected on formvar‐coated slot grids, stained with 1% (w/v) uranyl acetate and Reynolds lead citrate for 5 min each, and analyzed on a transmission electron microscope FEI Tecnai G2 Spirit BioTWIN at 120 kV. Images were taken with an Olympus‐SIS Veleta CCD Camera. and were later processed using the ImageJ software.

### Electrophysiological Studies

Intracellular Ca^2+^ propagation transient imaging was employed to measure electrical activity. For hiPSC‐CM_d11 and hiPSC‐CM_Mat, 3D aggregates were loaded with Fura‐2 acetoxymethyl ester (Fura‐2 AM, TEFLabs, Austin, TX, USA) dye for ≈30–40 min prior to mapping, followed by washout. 2D_Mat cultures were loaded with rhod‐2 (TEFLabs, Austin, TX, USA) and Probenecid (TEFLabs, Inc, Austin, TX, USA) at 420 µM for 30 min under incubation conditions. The 3D aggregate cultures were illuminated using two UV LED lights (Nichia, Tokushima, Japan) with a peak output of 400 mW and a peak wavelength of 380 nm. The 2D cultures were illuminated with a filtered green LED light source CBT‐90‐G (peak power output 58 W; peak wavelength 524 nm; Luminus Devices, Billerica, USA). The setup included a plano‐convex lens (LA1951, focal length 25.4 mm; Thorlabs, Newton, NJ, United States), a UV excitation filter (FF01‐380/14; Semrock), and a green excitation filter (D540/25X; Chroma Technology, Bellows Falls, USA). Epifluorescence was captured using an EMCCD camera (Evolve‐128: 128 × 128 imaging pixels, 24 × 24‐µm pixels, 16 bits; Photometrics, Tucson, AZ, USA) equipped with a custom multiband‐emission filter (ET585/50‐800/200 M; Chroma Technology) suitable for Fura‐2AM and rhod‐2 emission in conjunction with a high‐speed camera lens (DO‐2595; Navitar Inc., Rochester, USA) mounted on an acquisition setup with a variable squared field of view from 0.5 mm to 5 mm. Custom MATLAB software, developed based on Micro‐Manager Open‐Source Software, facilitated optical mapping epifluorescence image recording and processing.^[^ ^51^ ^]^ Following a standardized protocol at HGUGM,^[^ ^52^ ^]^ each cardiac spheroid underwent a 5‐second acquisition at increasing frequencies: basal stage and stimulation at 1 Hz, 2 Hz, 3 Hz, and 5 Hz. Subsequently, a final basal acquisition was recorded at a higher macro zoom level. After analysis, flecainide antiarrhythmic drug was administered for 5 min. The complete optical mapping signal post‐processing and electrophysiology related metrics are detailed in the Supporting Information.

### Metabolic Profiling

Cell aggregates were centrifuged at 300 g for 5 min and supernatants were collected and analyzed in Cedex Bio Analyzer (Roche) to calculate the concentration of glucose and lactate. Specific rates of glucose consumption and lactate production were calculated according to the general mass balance equation, Equation (2),

(2) $$q=\frac{\frac{\Delta C}{\Delta t}-D\times \left(C_{in}-C_{out}\right)}{\bar{X_{V}}}$$

(*q*: specific synthesis rate; *ΔC/Δt*: change rate in the supernatant; *D*: dilution rate; *C_in_*: inlet concentration; *C_out_*: outlet concentration; $\bar{X_{V}}$: average of viable cell concentrations during the time period *Δt*).

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism software 9.0.1. Data were shown as mean ± standard deviation (SD) of technical replicates, and as mean ± standard error of mean (SEM) of independent biological replicates. The differences between experimental groups were analyzed by using multiple paired t tests or ordinary one‐way ANOVA followed by post hoc analysis using Tukey's test for multiple comparisons. Moreover, Pearson's correlation coefficient (r) was used to analyze the similarity between the expansion profile in 0.2 L DasGip STB and the 2 L Univessel STB, with the maximum correlation of r = 1 representing the best linear fit between the data. P‐values of *p* ≤ 0.05(*), *p* ≤ 0.01 (**), *p* ≤ 0.001 (***), and *p* ≤ 0.0001 (****), were considered statistically significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Data and Code Availability

Bulk RNA sequencing datasets that were generated for this manuscript are publicly available in NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE272037.

## Supporting information

Supporting Information

Supplemental Movie 1

Supplemental Movie 2

Supplemental Movie 3

Supplemental Movie 4

Supplemental Movie 5

Supplemental Movie 6

Supplemental Movie 7

Supplemental Movie 8

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Billion‐Scale Expansion of Functional hiPSC‐Derived Cardiomyocytes in Bioreactors Through Oxygen Control and Continuous Wnt Activation
**Source:** Adv Sci (Weinh). 2025 Jan 23;12(11):2410510. doi: 10.1002/advs.202410510
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

**Billion‐Scale Expansion of Functional hiPSC‐Derived Cardiomyocytes in Bioreactors Through Oxygen Control and Continuous Wnt Activation**

Pedro Vicente, Lara R. Inocêncio, Asier Ullate-Agote, Ana F. Louro, João Jacinto, Beatriz Gamelas, Olalla Iglesias-García, Patxi San Martin-Uriz, Paula Aguirre-Ruiz, Gonzalo R. Ríos-Muñoz, María Eugenia Fernández-Santos, Alain van Mil, Joost P. G. Sluijter, Felipe Prósper, Manuel M Mazo Vega, Paula M. Alves, Margarida Serra*

**Supplementary Methods**

**Electrophysiological Analysis**

*Mask Contouring:* Before initiating image processing, the segmentation of the image into foreground and background is performed to isolate the region of interest and eliminate background noise. This was achieved manually or using an active contours-based region-growing technique. The "active contour" algorithm efficiently identifies the edges of the sample aggregates (Figure S10E-F), effectively reducing background noise and optimizing the computational time for subsequent processing. Alternatively, the mask can also be manually delineated by the user if necessary.

*Post-processing Filtering:* The acquired fluorescence optical signals often contain noise and artifacts that degrade data quality, complicating analysis and interpretation. Post-processing techniques are employed to enhance the signal-to-noise ratio, eliminate artifacts, and improve the overall signal quality.

*Spatial filtering:* A Gaussian filter with a kernel size of 5×5 is applied to mitigate spatial noise and pixel-to-pixel variations, providing a cleaner and more accurate representation of calcium (Ca²⁺) activity*^[1]^*. This step ensures that the resulting data is more reliable for downstream analyses (see Figure S10B).

*Temporal smoothing:* To reduce high-frequency noise and temporal fluctuations, a Locally Weighted Scatterplot Smoothing (LOWESS) filter is applied. This adaptive smoothing method is robust to outliers and accommodates local variations in the signal. Kernel sizes between 5 and 7 were used in this study (Figure S10C).

*Baseline Correction*: Baseline wandering artifacts were removed using three different methods inspired by O’Shea et al. (2019)*^[2]^*. While 4^th^ and 11^th^-degree polynomial fittings were effective, the “tophat” method showed superior performance. In this approach, a sliding window is used to estimate the baseline signal, which is then subtracted from the observed data. This correction preserves the amplitude and shape of calcium transients while normalizing the baseline (Figure S10D).

*Signal Normalization and Temporal/Frequency Analysis:*

*Normalization (ΔF/F₀):* Signals were normalized using the equation:

$$\frac{\Delta F}{F_{0}}=\frac{F_{t}-F_{0}}{F_{0}} ,$$

where $F_{t}$​ represents the fluorescence intensity at time $t$, and $F_{0}$​ is the average fluorescence calculated over a baseline period. The baseline period was defined as the 0.2-second window preceding activations, during which the baseline activity was averaged^[3]^. Normalized signals ($\Delta F$/$F_{0}$​) are expressed as a percentage, enhancing the comparability of calcium transients across regions and experiments.

*Inter-Beat Interval:* The inter-beat interval (IBI) was calculated as the average time interval between consecutive calcium transient (CaT) activations. To determine the timing of each activation, the local activation time (LAT) was identified for each transient using the method described by Ríos-Muñoz et al. (2018)^[4]^. Specifically, the LAT was defined as the time point corresponding to the maximum first derivative of the fluorescence signal (dF/dt), representing the steepest rise in fluorescence intensity during activation.

The calculated IBIs were then analyzed to assess rhythm regularity and temporal characteristics across experimental conditions.

*Dominant frequency:* To analyze the dominant frequency (DF), the "pwelch" function was used to estimate the power spectral density (PSD) of the fluorescence signals. A Hamming window with a length of 2⋅fs was applied, computing the PSD over a frequency range of $f_{s}$ to $2\cdot f_{s}$ ​ with a resolution of $f_{s}$​. The detectable DF range was set to [0.4, 15 Hz], with the DF defined as the frequency peak with the highest power within this range. A minimum power threshold of 0.01 was applied; pixels with PSD values below this threshold were excluded from the analysis as they lacked significant signal power (Figure S11). To create the global DF map, the analysis was performed for each valid pixel in the signal. The resulting DF values were visualized using a color-coded map, where colors corresponded to the dominant frequency values across different regions of the aggregate. Additionally, a histogram of the DF values was generated to illustrate their distribution, including the total DF average and standard deviation. This combination of the DF map and histogram facilitates visualization and comparison of DF distribution across the aggregate, offering valuable insights into spatial heterogeneity (Figure S12).

*Calcium Transient (CaT) Analysis*: The analysis of calcium transients (CaTs) involves defining key parameters to characterize their dynamics. One of the primary parameters is the Rise Time (RT), which was measured as the time required for the calcium upstroke to rise from 10% to 90% of its maximum value from ΔF/F_0_. Additionally, the durations of the calcium transient from t_0 (initiation of the transient) to 20%, 50%, 70%, and 90% of repolarization (indicative of calcium extrusion) are calculated and denoted as CaTD20, CaTD50, CaTD70, and CaTD90, respectively.

*Calcium transient alignment:* For analysis, calcium transients were aligned to a common reference point. This alignment process uses Local Activation Times (LATs) derived from the robust method described by Ríos-Muñoz et al. (2018)^[4]^. The MATLAB function ‘alignsignals’ is then employed to iteratively minimize the temporal discrepancies between transients, ensuring accurate alignment. Median values of the aligned signals are computed instead of averages, as medians are more robust against outliers. A complete aligned and processed calcium transient analysis is illustrated in Figure S13, showing the calculated median, standard deviation, and key reference points.

*Calcium transient reference points:* Key reference points of the calcium transient were identified using the LAT and peak positions:

- - Upstroke start point: As mentioned above, determined as the maximum and minimum of the first derivative.
  - Using the LAT and the peak as fiducial positions, the points at 10% and 90% of the calcium upstroke and 20%, 50%, 70%, and 90% of calcium extrusion were computed. From these reference points, the Rise Time (RT) and all CaTD parameters are derived accordingly (Figure S13B).

*Global CaTD maps:* To analyze the spatial distribution of CaTD values, the process described above is applied to every valid pixel within the acquisition mask. The mask is created at the start of the analysis to optimize computational efficiency and exclude non-relevant pixels. For each pixel, the parameters CaTD20, CaTD50, CaTD70, and CaTD90 are computed and visualized as global maps, providing a clear representation of spatial variations in calcium dynamics.

These graphical representations allow for a comparative understanding of calcium transient durations across different regions of the cell population or experimental conditions. Additionally, mean values of all calculated parameters are determined and subsequently used in statistical analyses to draw conclusions and compare experimental groups (Figure S14). Other parameters like the DF, F₀, rise time, max ΔF/F₀, and IBI maps are also displayed.

**Supplementary Figures**

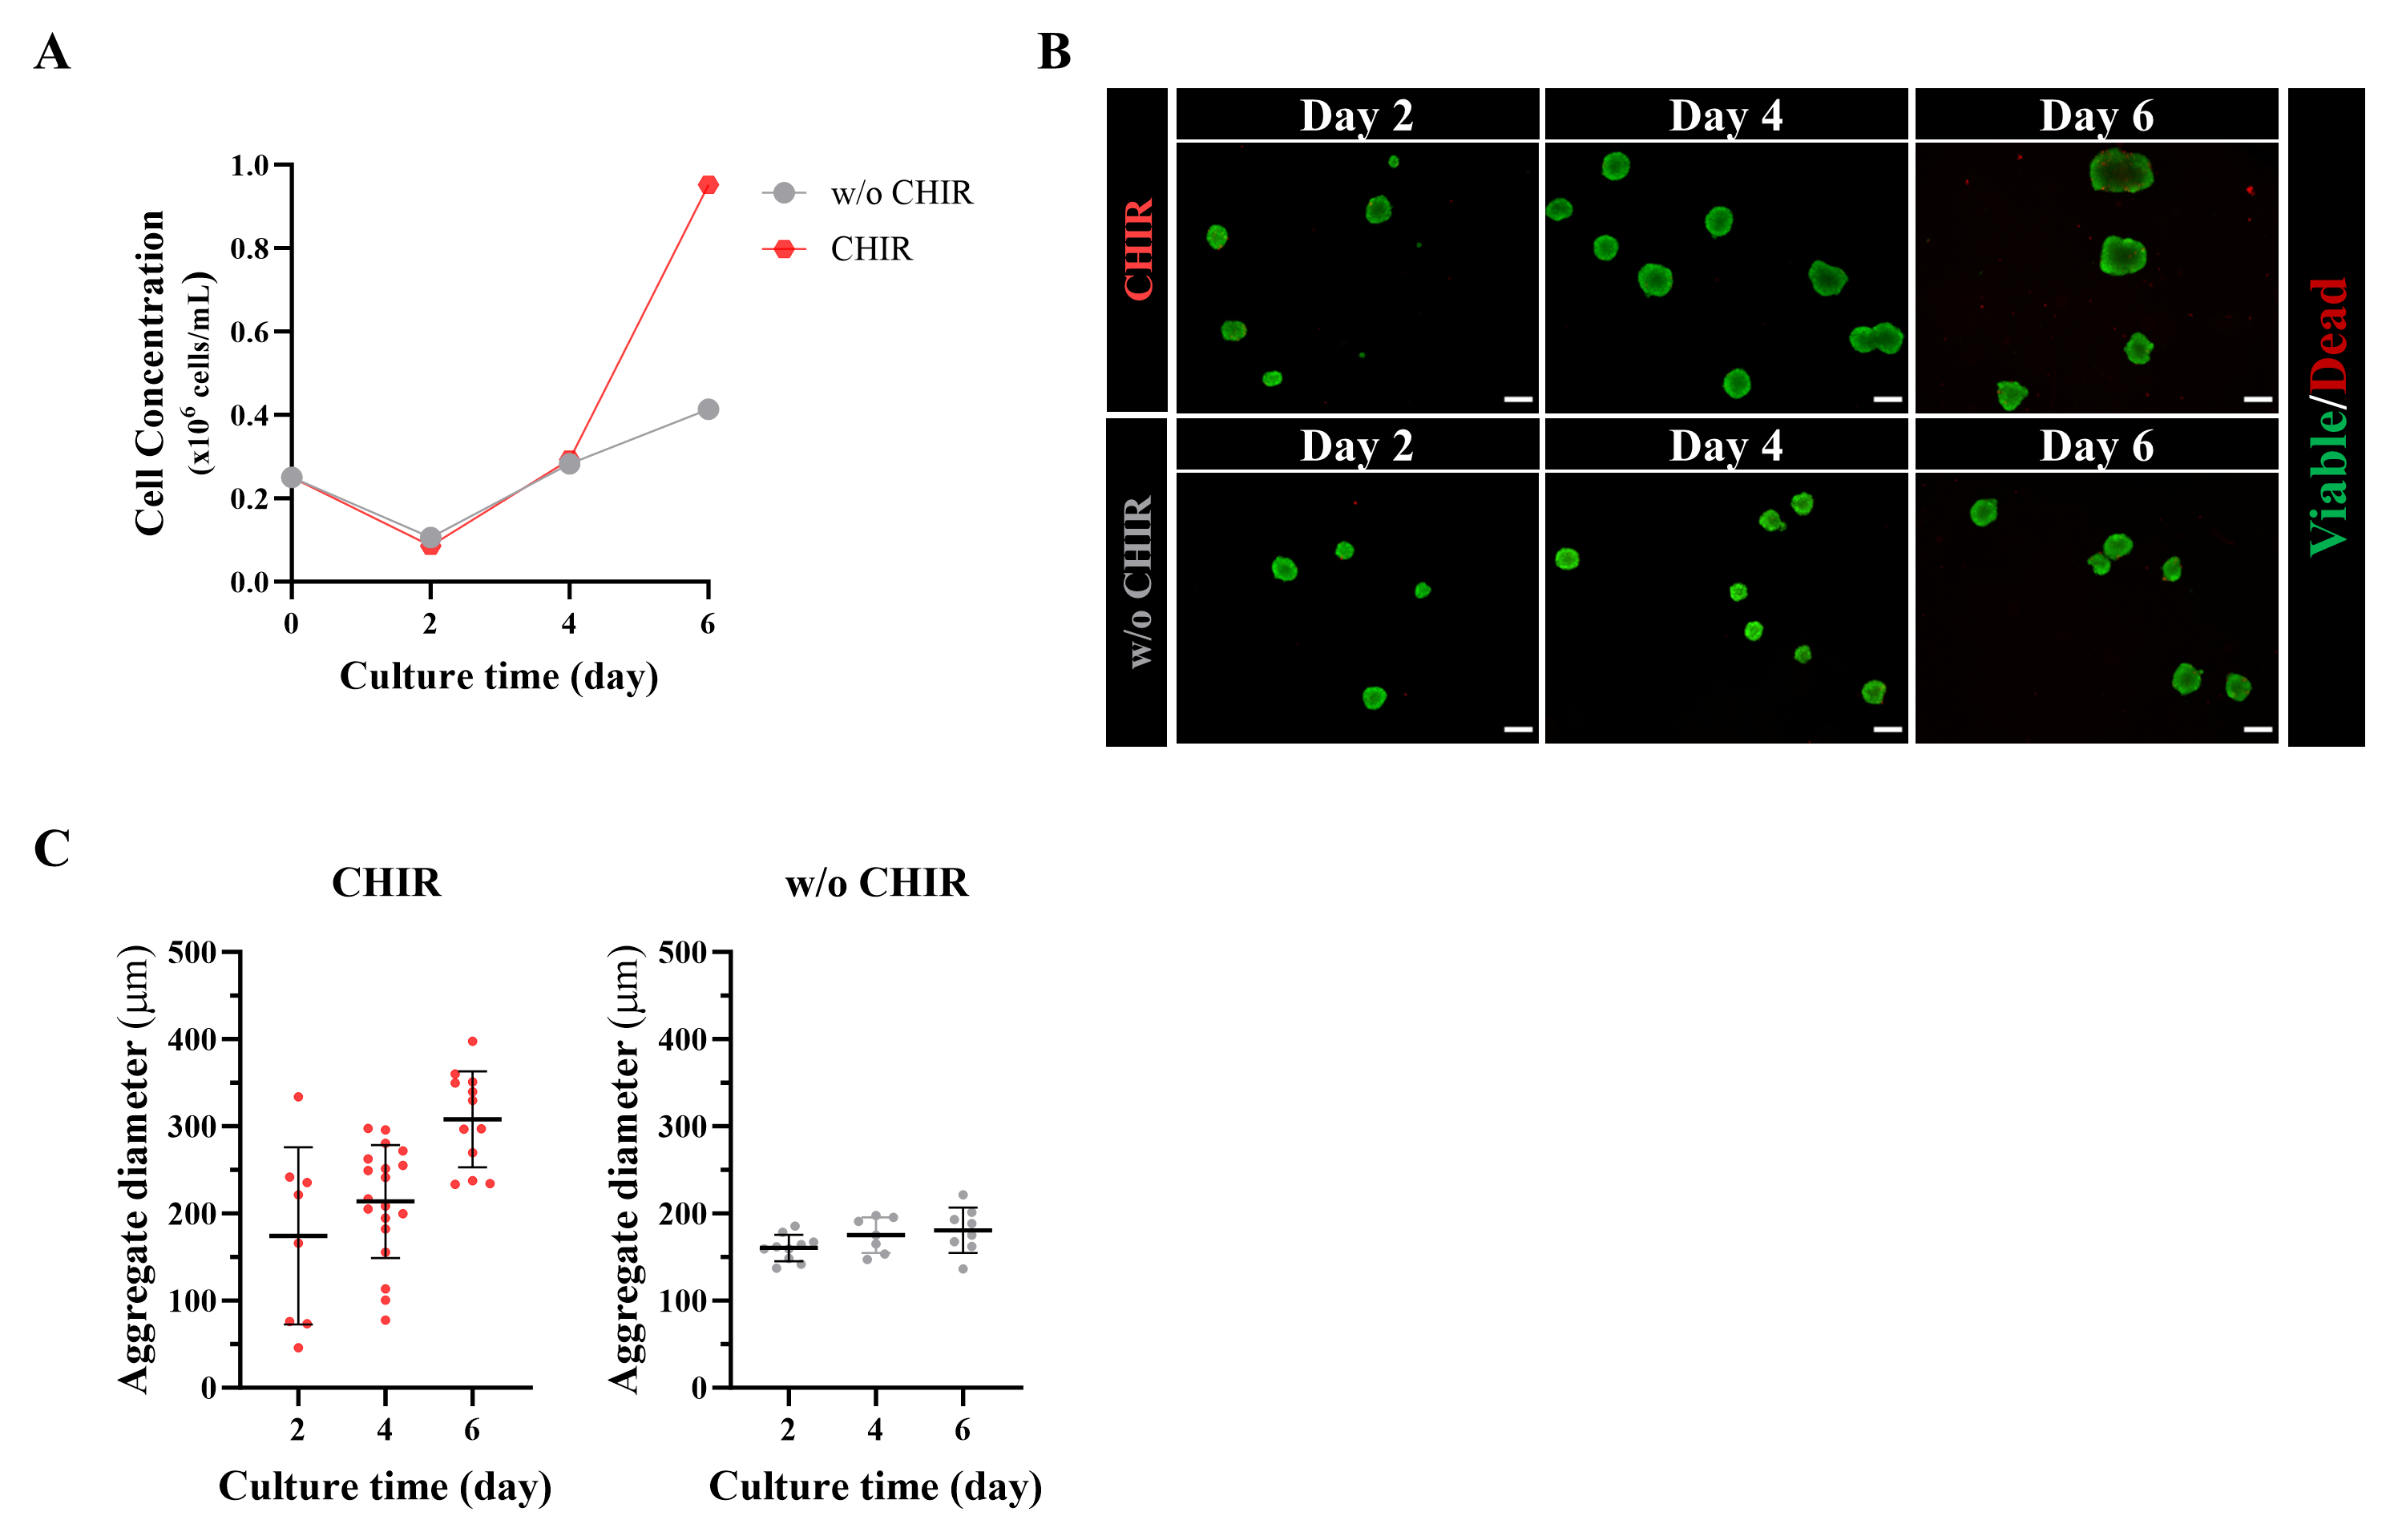

**Figure S1.** Wnt pathway activation promotes hiPSC-CM aggregates expansion. (A) Viable cell growth profile throughout hiPSC-CM expansion, for CHIR (red) and w/o CHIR (grey) conditions. (B) Fluorescence images of hiPSC-CM aggregates in the suspension culture conditions with CHIR and w/o CHIR at days, 2, 4 and 6, stained with FDA (live cells, green) and PI (dead cells, red). Scale bar = 200 µm. (C) Average hiPSC-CM aggregate diameter estimated at days 2, 4, 6 in CHIR and w/o CHIR conditions.

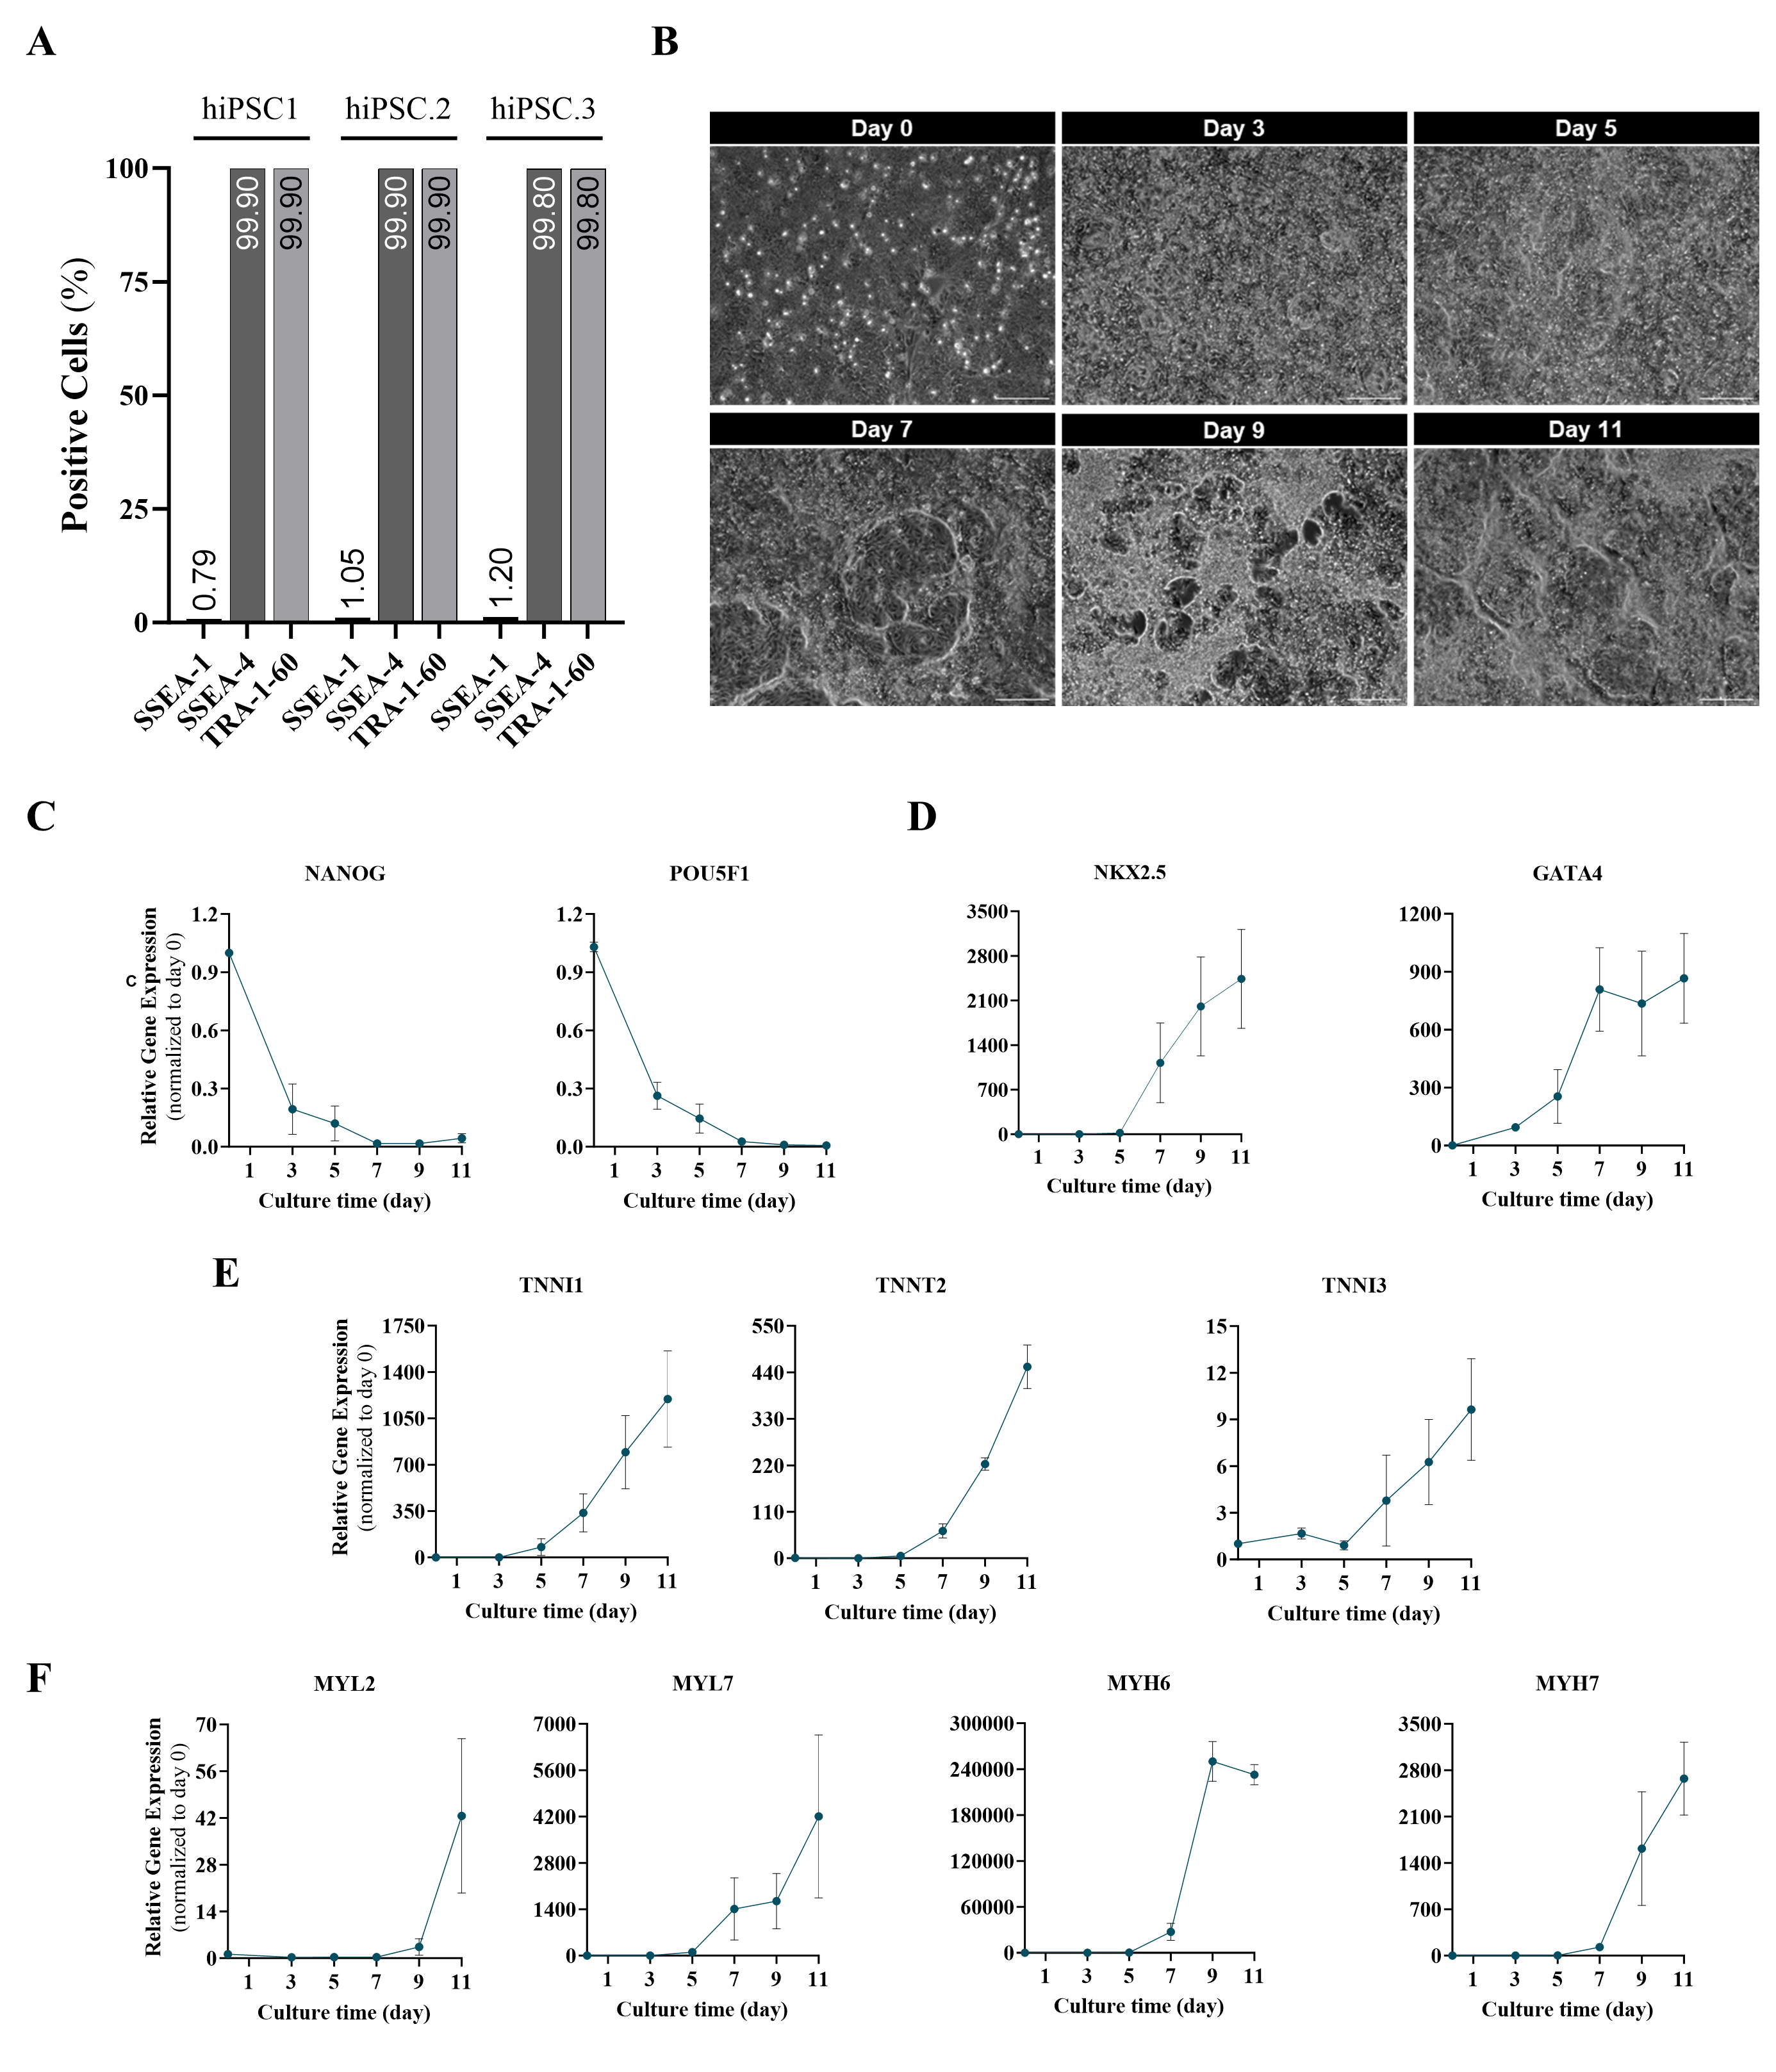

**Figure S2.** Differentiation of hiPSC into CM. (A) Flow cytometry analysis of pluripotency markers SSEA-4 and TRA-1-60, and of mesoderm marker SSEA-1, performed at day 0 of the differentiation protocol for hiPSC.1, hiPSC.2 and hiPSC.3 (B) Representative phase contrast images of hiPSC.1 (day 0) morphology and of the subsequential stages of the cardiac differentiation process at days 3, 5, 7, 9, and 11. Scale bars = 200 µm. (C-F). Relative gene expression of (C) pluripotency genes, NANOG and POU5F1, (D) cardiac progenitor genes GATA4 and NKX2-5, and cardiomyocyte related genes (E) TNNI1, TNNT2, TNNI3, (F) MYL2, MYL7, MYH6, and MYH7 throughout the differentiation process (n=3). Relative gene expression was determined using the 2^-ΔΔCT^ method relatively to day 0 of the differentiation, normalized to the housekeeping genes RPLP0 and GAPDH.

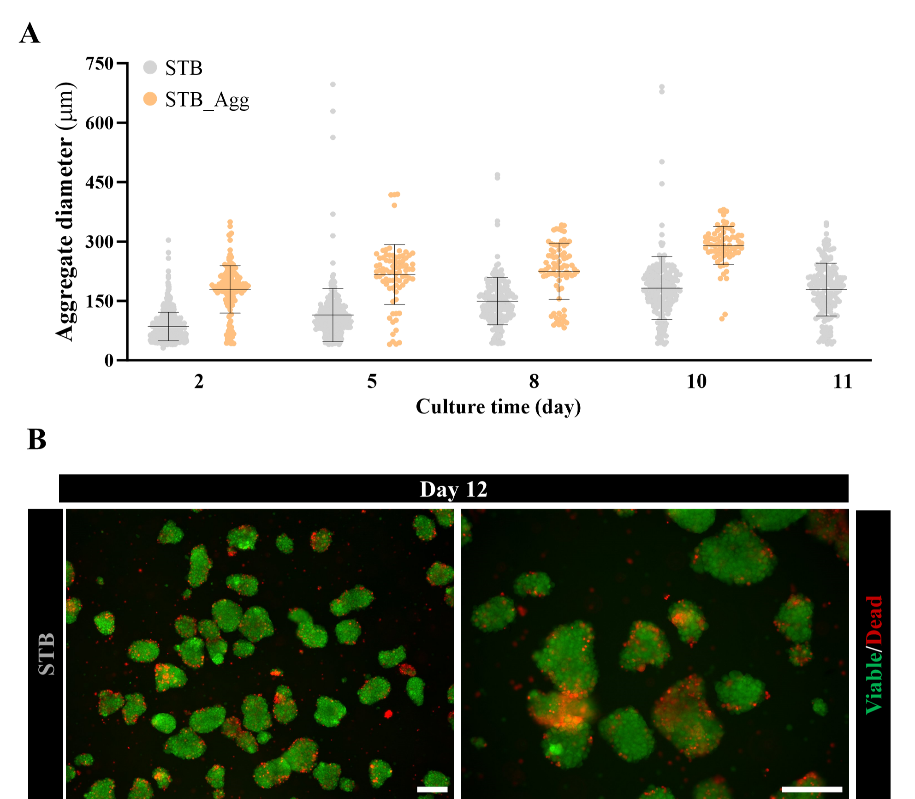

**Figure S3.** hiPSC-CM aggregate size and viability in STB. (A) Average hiPSC-CM aggregate diameter estimated at days 2, 5, 8, 10, 11 in STB and at days 2, 5, 8, 10 in STB_Agg (more than 200 aggregates per condition were analysed). (B) Fluorescence images of cell aggregates in STB at day 12, stained with fluorescein diacetate (FDA, live cells, green) and Propidium iodide (PI, dead cells, red). Scale bar = 200 µm. n_STB_=3, n_STB_Agg_=1.

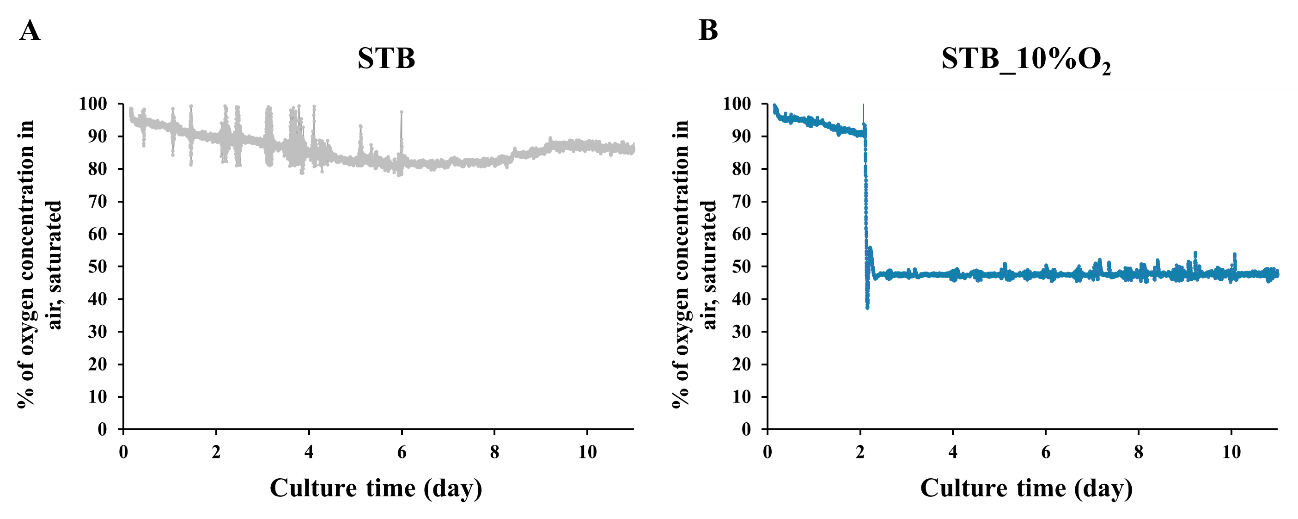

**Figure S4.** Online monitoring trend lines of DO (% air saturation) for STB (A) and STB_10%O_2_ (B) conditions.

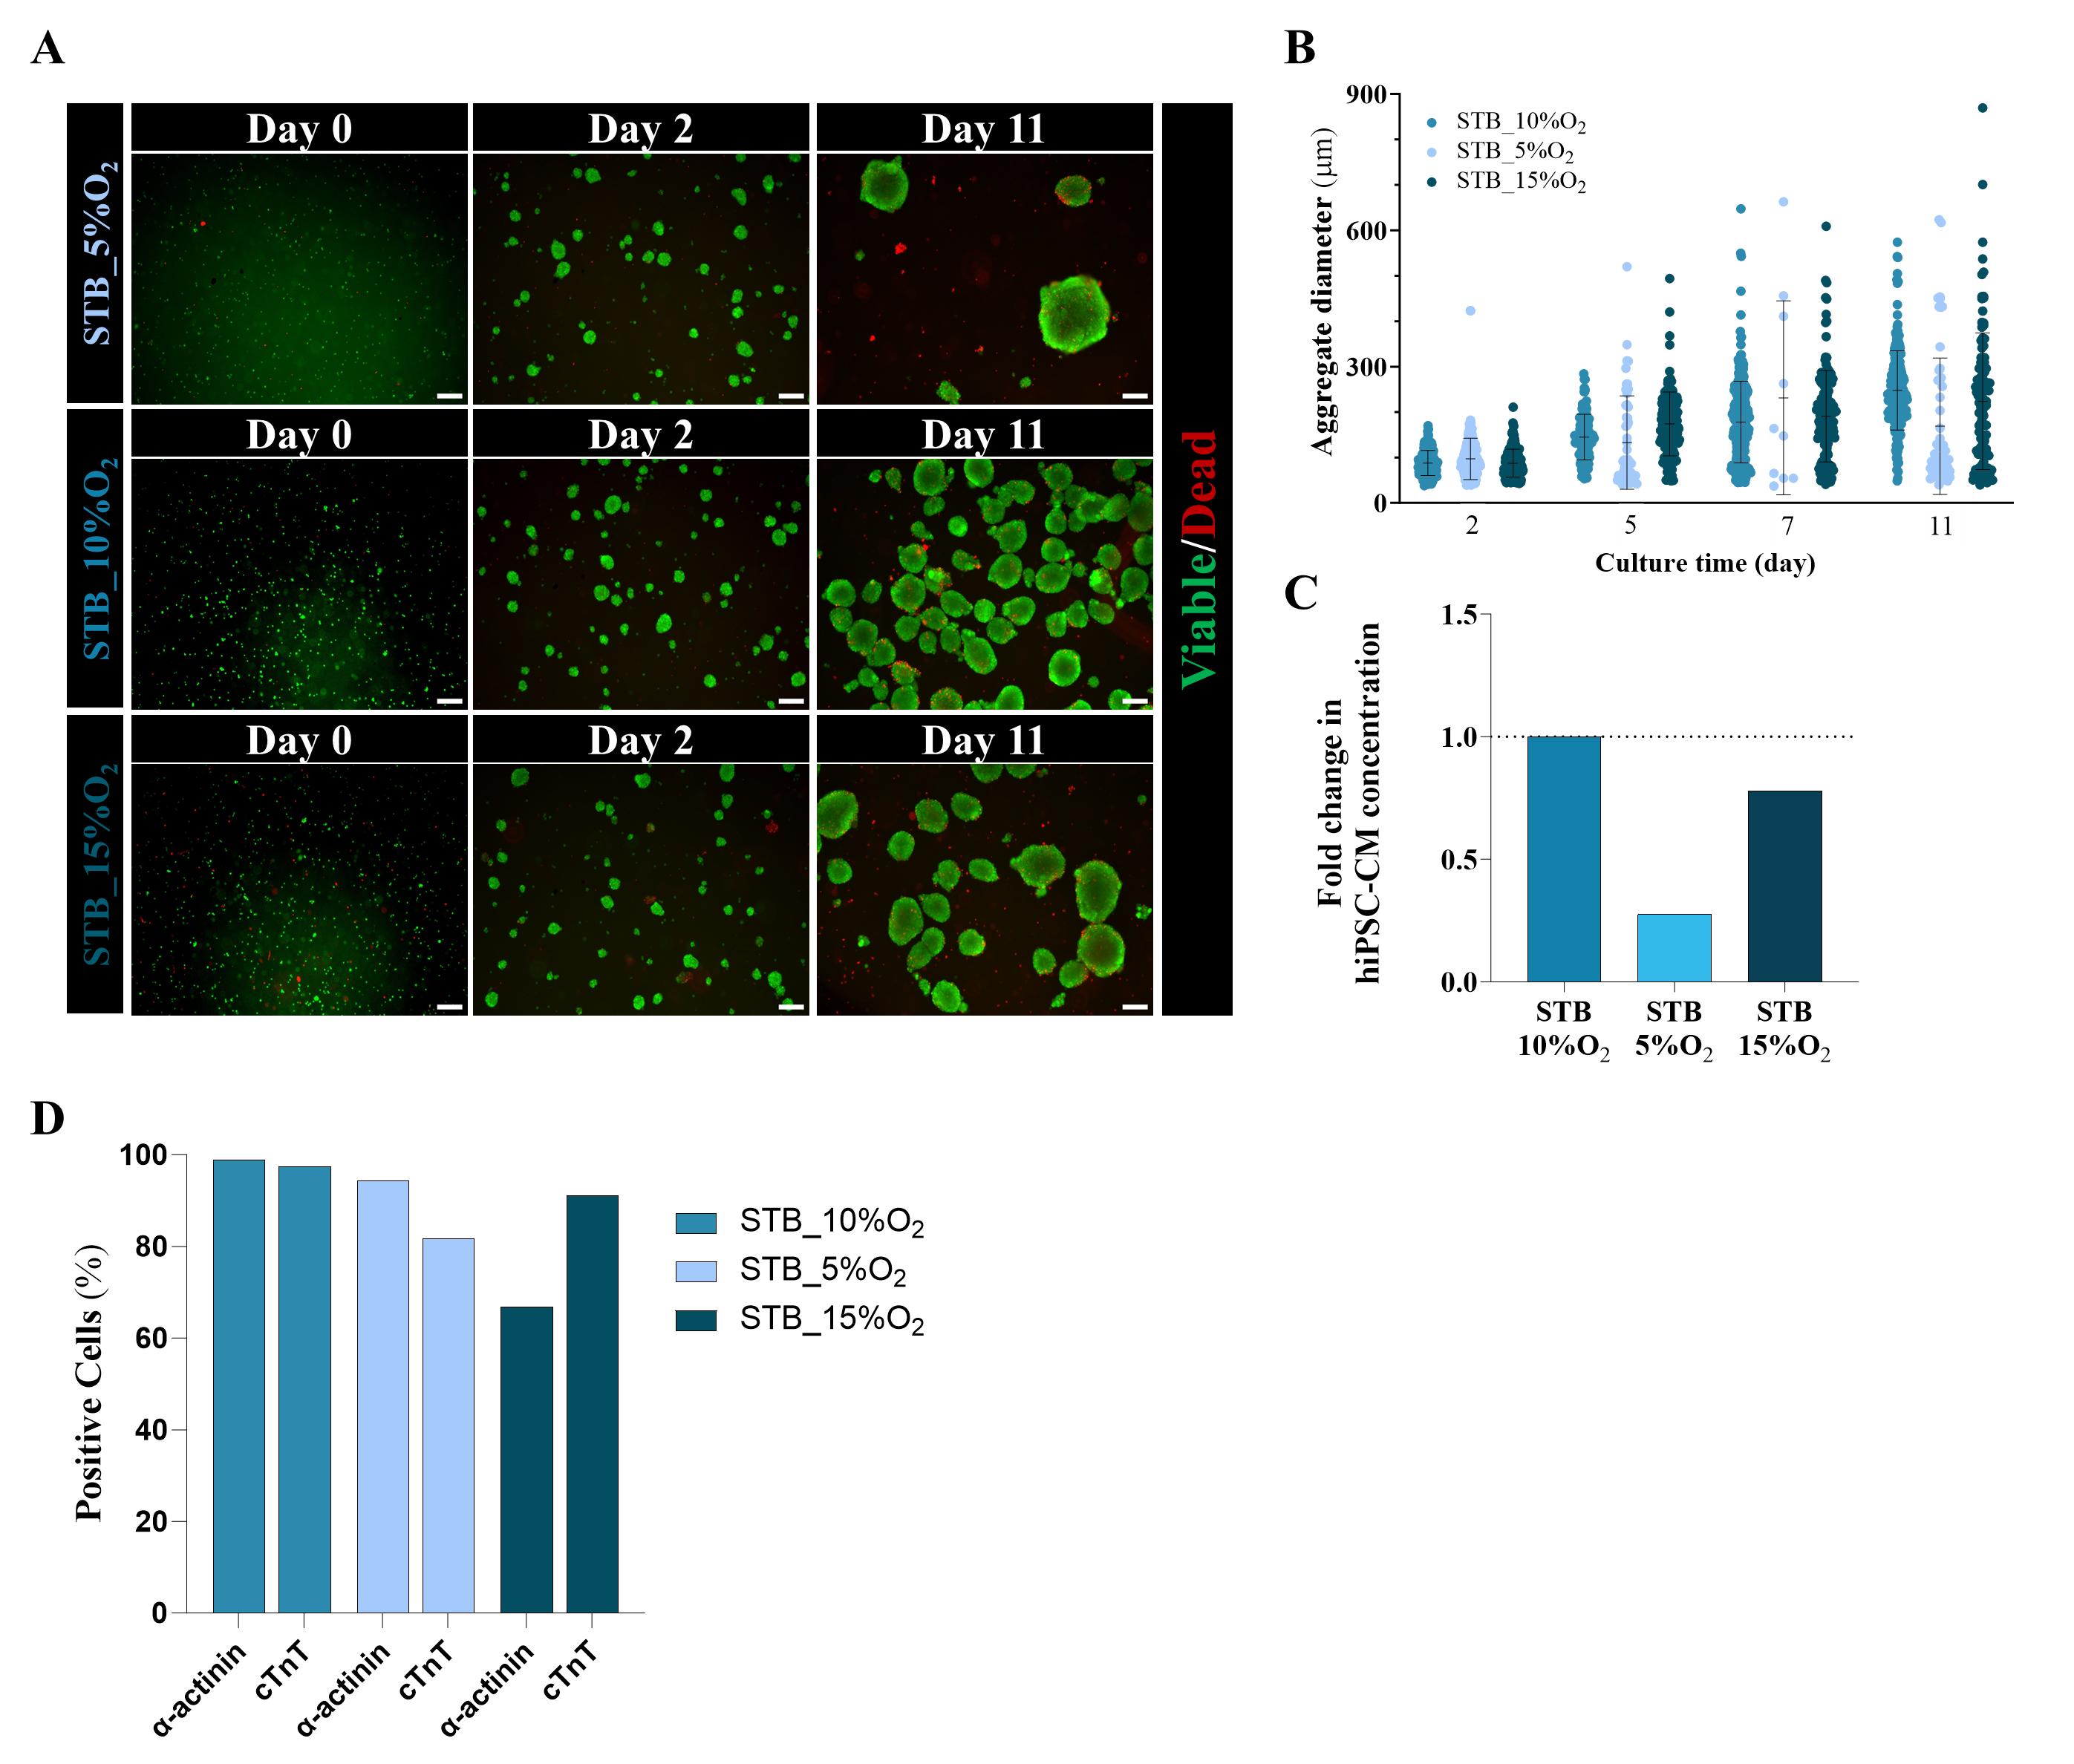

**Figure S5.** Mild hypoxia (10% O_2_) supports higher hiPSC-CM aggregate viability and proliferation in stirred-tank bioreactors. (A) Fluorescence images of cell aggregates in the suspension culture conditions for STB_5%O_2_, STB_10%O_2_ and STB_15%O_2_ at days 0, 2, 11 stained with fluorescein diacetate (FDA, live cells, green) and Propidium iodide (PI, dead cells, red). Scale bar = 200 µm. (B) Average hiPSC-CM aggregate diameter estimated at days 2, 5, 7 and 11 in STB_5%O_2_, STB_10%O_2_ and STB_15%O_2_. (C) Fold change in hiPSC-CM concentration, at end of expansion (day 11), compared to the STB_10%O_2_ condition. (D) Flow cytometry analysis of cardiomyocyte-specific markers α-actinin and cTnT, performed at the last day of hiPSC-CM expansion (day 11).

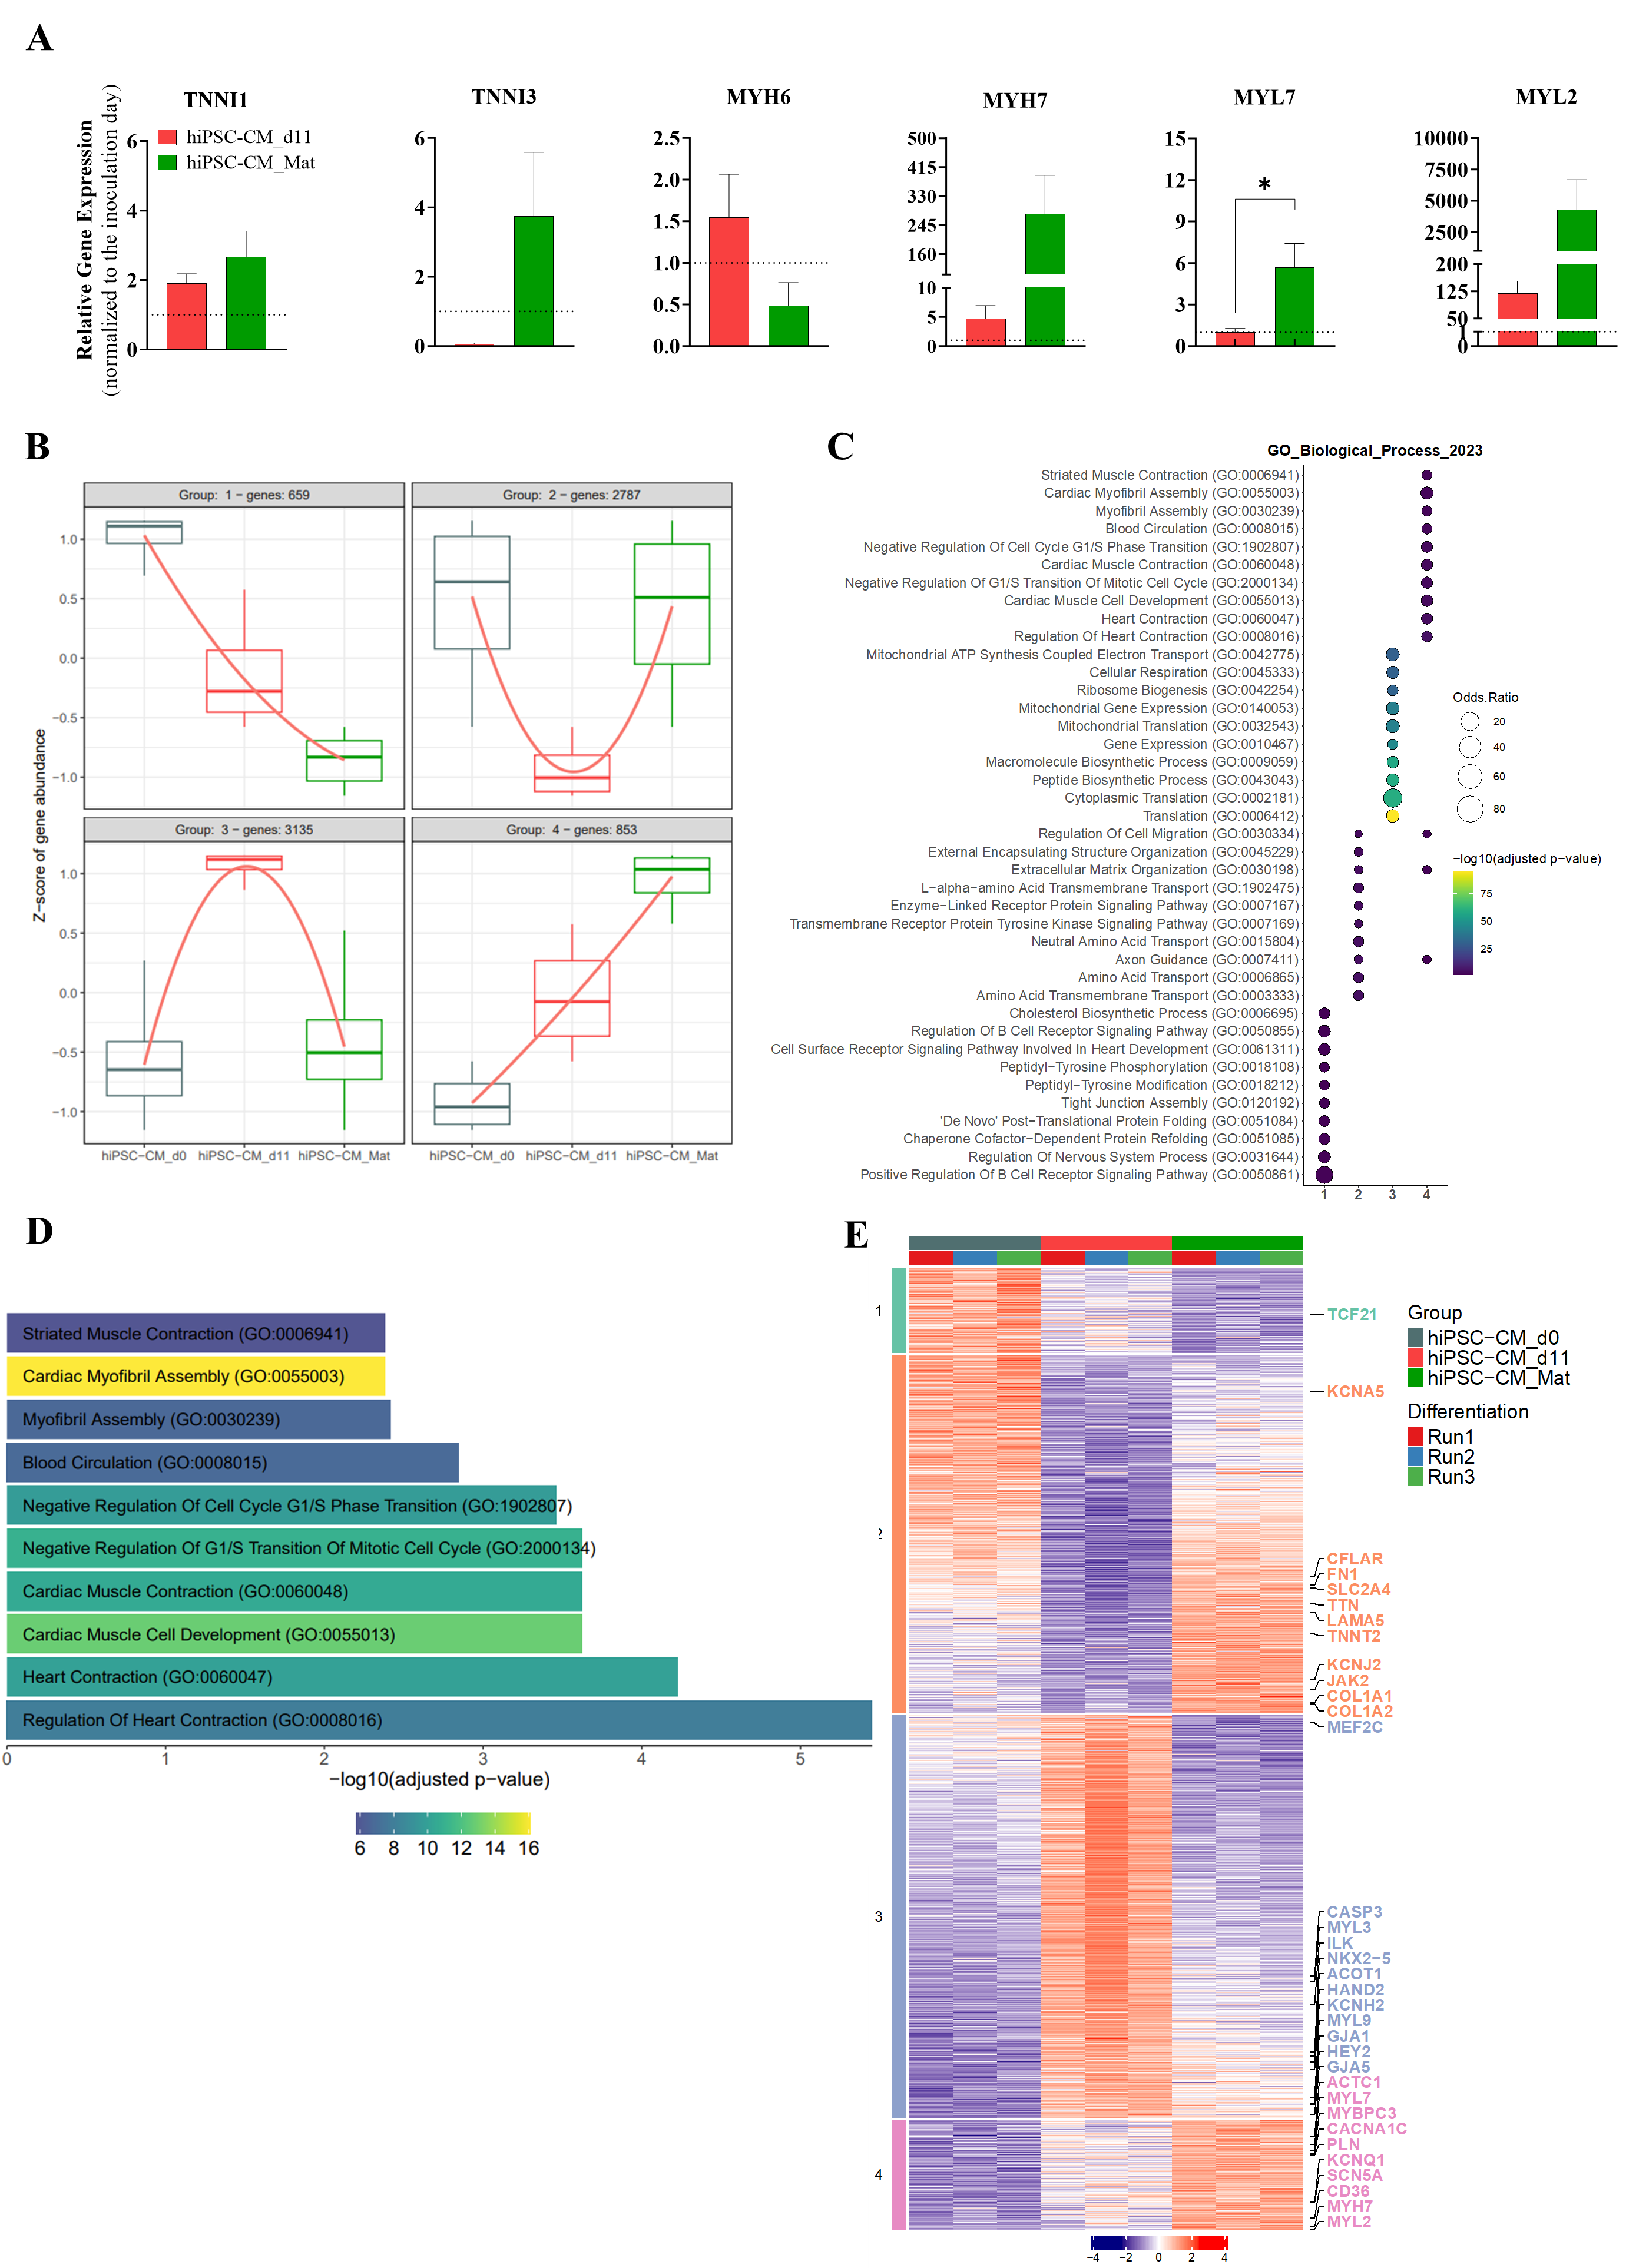

**Figure S6.** Transcriptome analysis reflects the cellular changes that occur during hiPSC-CM differentiation, expansion and maturation. (A) Relative gene expression of CM-related genes compared to STB inoculum. (B) Representation of expression patterns for differentially expressed genes (adjusted p-value < 0.001) from a Likelihood ratio test (LRT). (C) Dotplot representing the top 10 significant GO Biological Processes in an overrepresentation analysis for each gene expression pattern. Size represents the Odds Ratio and color codes the -log10(adjusted p-value). (D) Bar plot representing the top 10 significant GO Biological processes in Group 4 upregulated in a overrepresentation analysis in hiPSC-CM_Mat compared to hiPSC-CM_d11. (E) Heatmap representing z-score scaled gene expression values for differentially expressed genes from the LRT. The heatmap rows are color coded according to the gene expression pattern, labelling certain cardiac related markers of interest colored by pattern. Error bars represent SEM; *, p < 0.05; by paired t test.

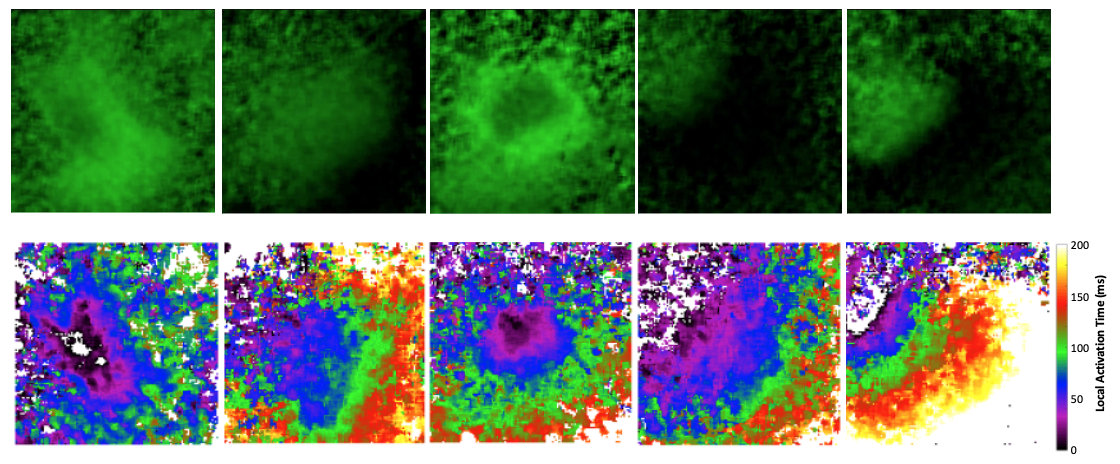

**Figure S7.** Processed fluorescence optical mapping recordings and corresponding isochronal maps for 2D mature cardiomyocyte experiments. **Top Row:** Single frame from the processed fluorescence recordings, showing calcium transient propagation in all experiments across the field of view (FOV: 17.5 mm × 17.5 mm). **Bottom Row:** Isochronal maps depicting the propagation of the activation pattern, with time represented in milliseconds (ms). These maps highlight spatial and temporal patterns of calcium wave propagation.

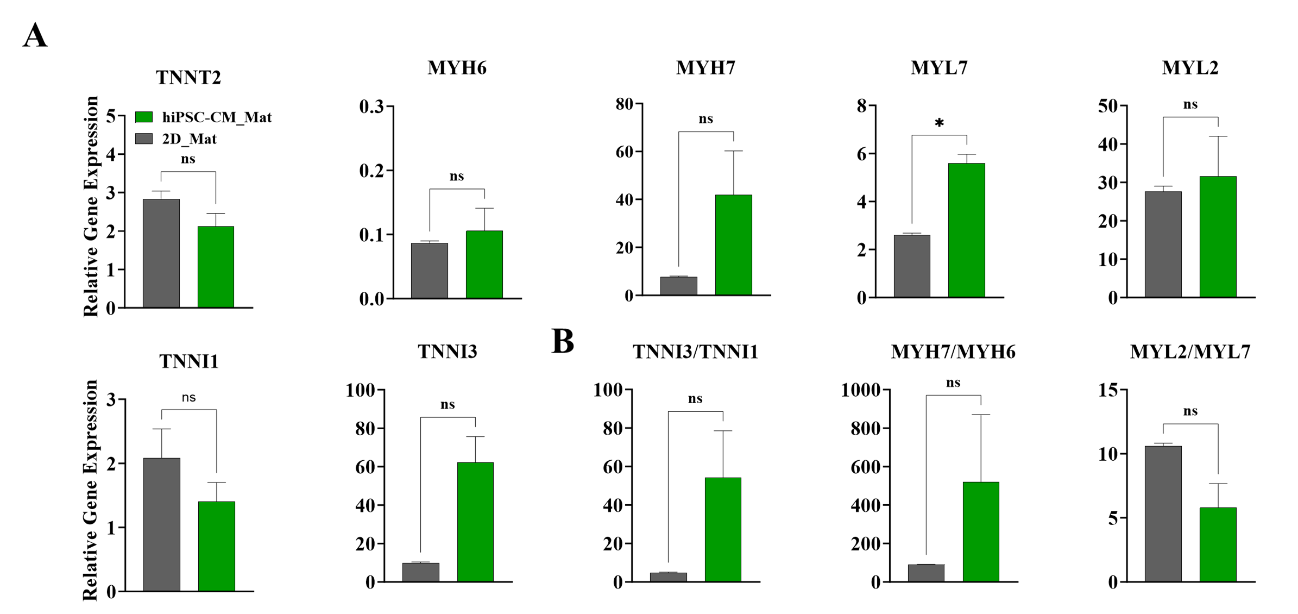

**Figure S8.** hiPSC-CM expanded in both 2D static and STB systems mature in culture after two weeks maturation (A) Relative gene expression of CM-related genes normalized to hiPSC-CM after 11 days of expansion. (B) Ratios of TNNI3 to TNNI1, of MYH7 to MYH6, and of MYL2 to MYL7 gene expression compared to hiPSC-CM after 11 days of expansion.

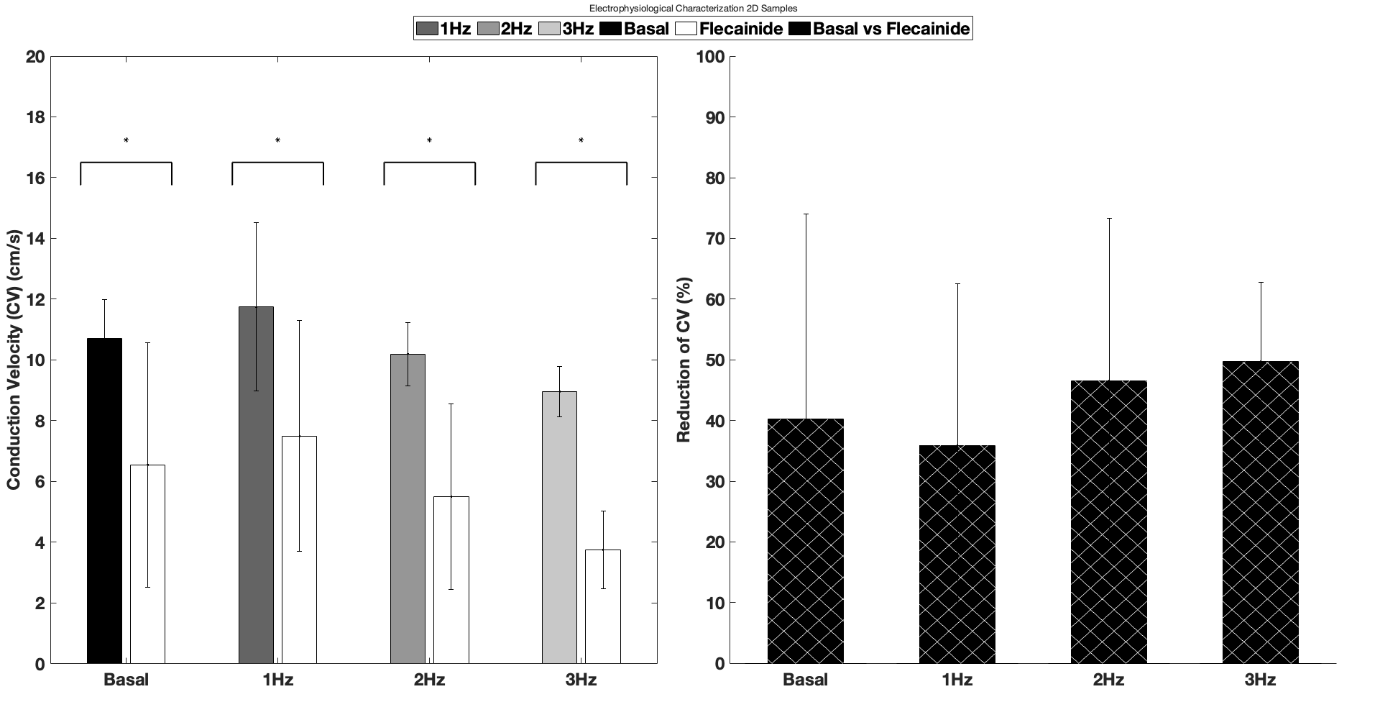

**Figure S9.** Conduction velocity (CV) measurements before and after flecainide treatment under basal conditions and during external pacing at 1Hz, 2Hz, and 3Hz. **(Left Panel):** CV values under different conditions, with significant differences between basal and paced conditions indicated by asterisks (*). **(Right Panel):** Percentage reduction in CV after flecainide treatment across all conditions, showing consistent drug-induced reduction. Data are presented as mean ± standard deviation. Statistical significance was determined using paired t-tests, with p-values < 0.05 marked in the left panel.

| 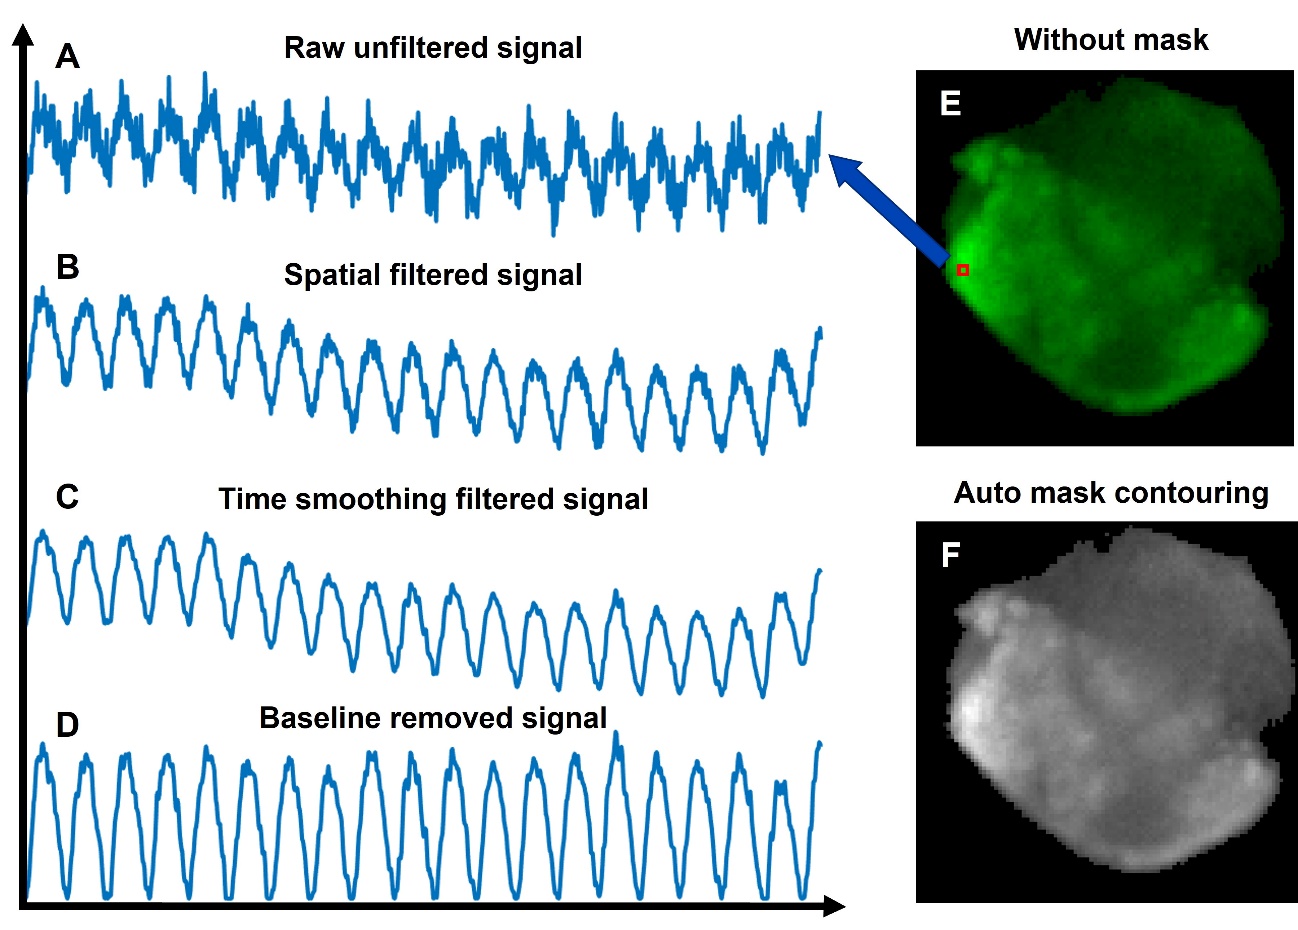 |
| --- |
| **Figure S10.** Signal Post-Processing Summary. (A) Unfiltered signal from the highlighted red pixel shown in (E). (B) Signal after spatial filtering. (C) Signal after temporal smoothing. (D) Baseline-corrected signal using the ‘tophat’ method. (E) Visualization of the unfiltered acquisition without an applied mask, with the red pixel indicating the location of signals in (A-D). (F) Unfiltered acquisition visualization with an auto-computed mask using the "active contour" algorithm. Fluorescence signals are in arbitrary units, and the temporal axis represents 10 seconds of acquisition. |

| **A** |
| --- |
| **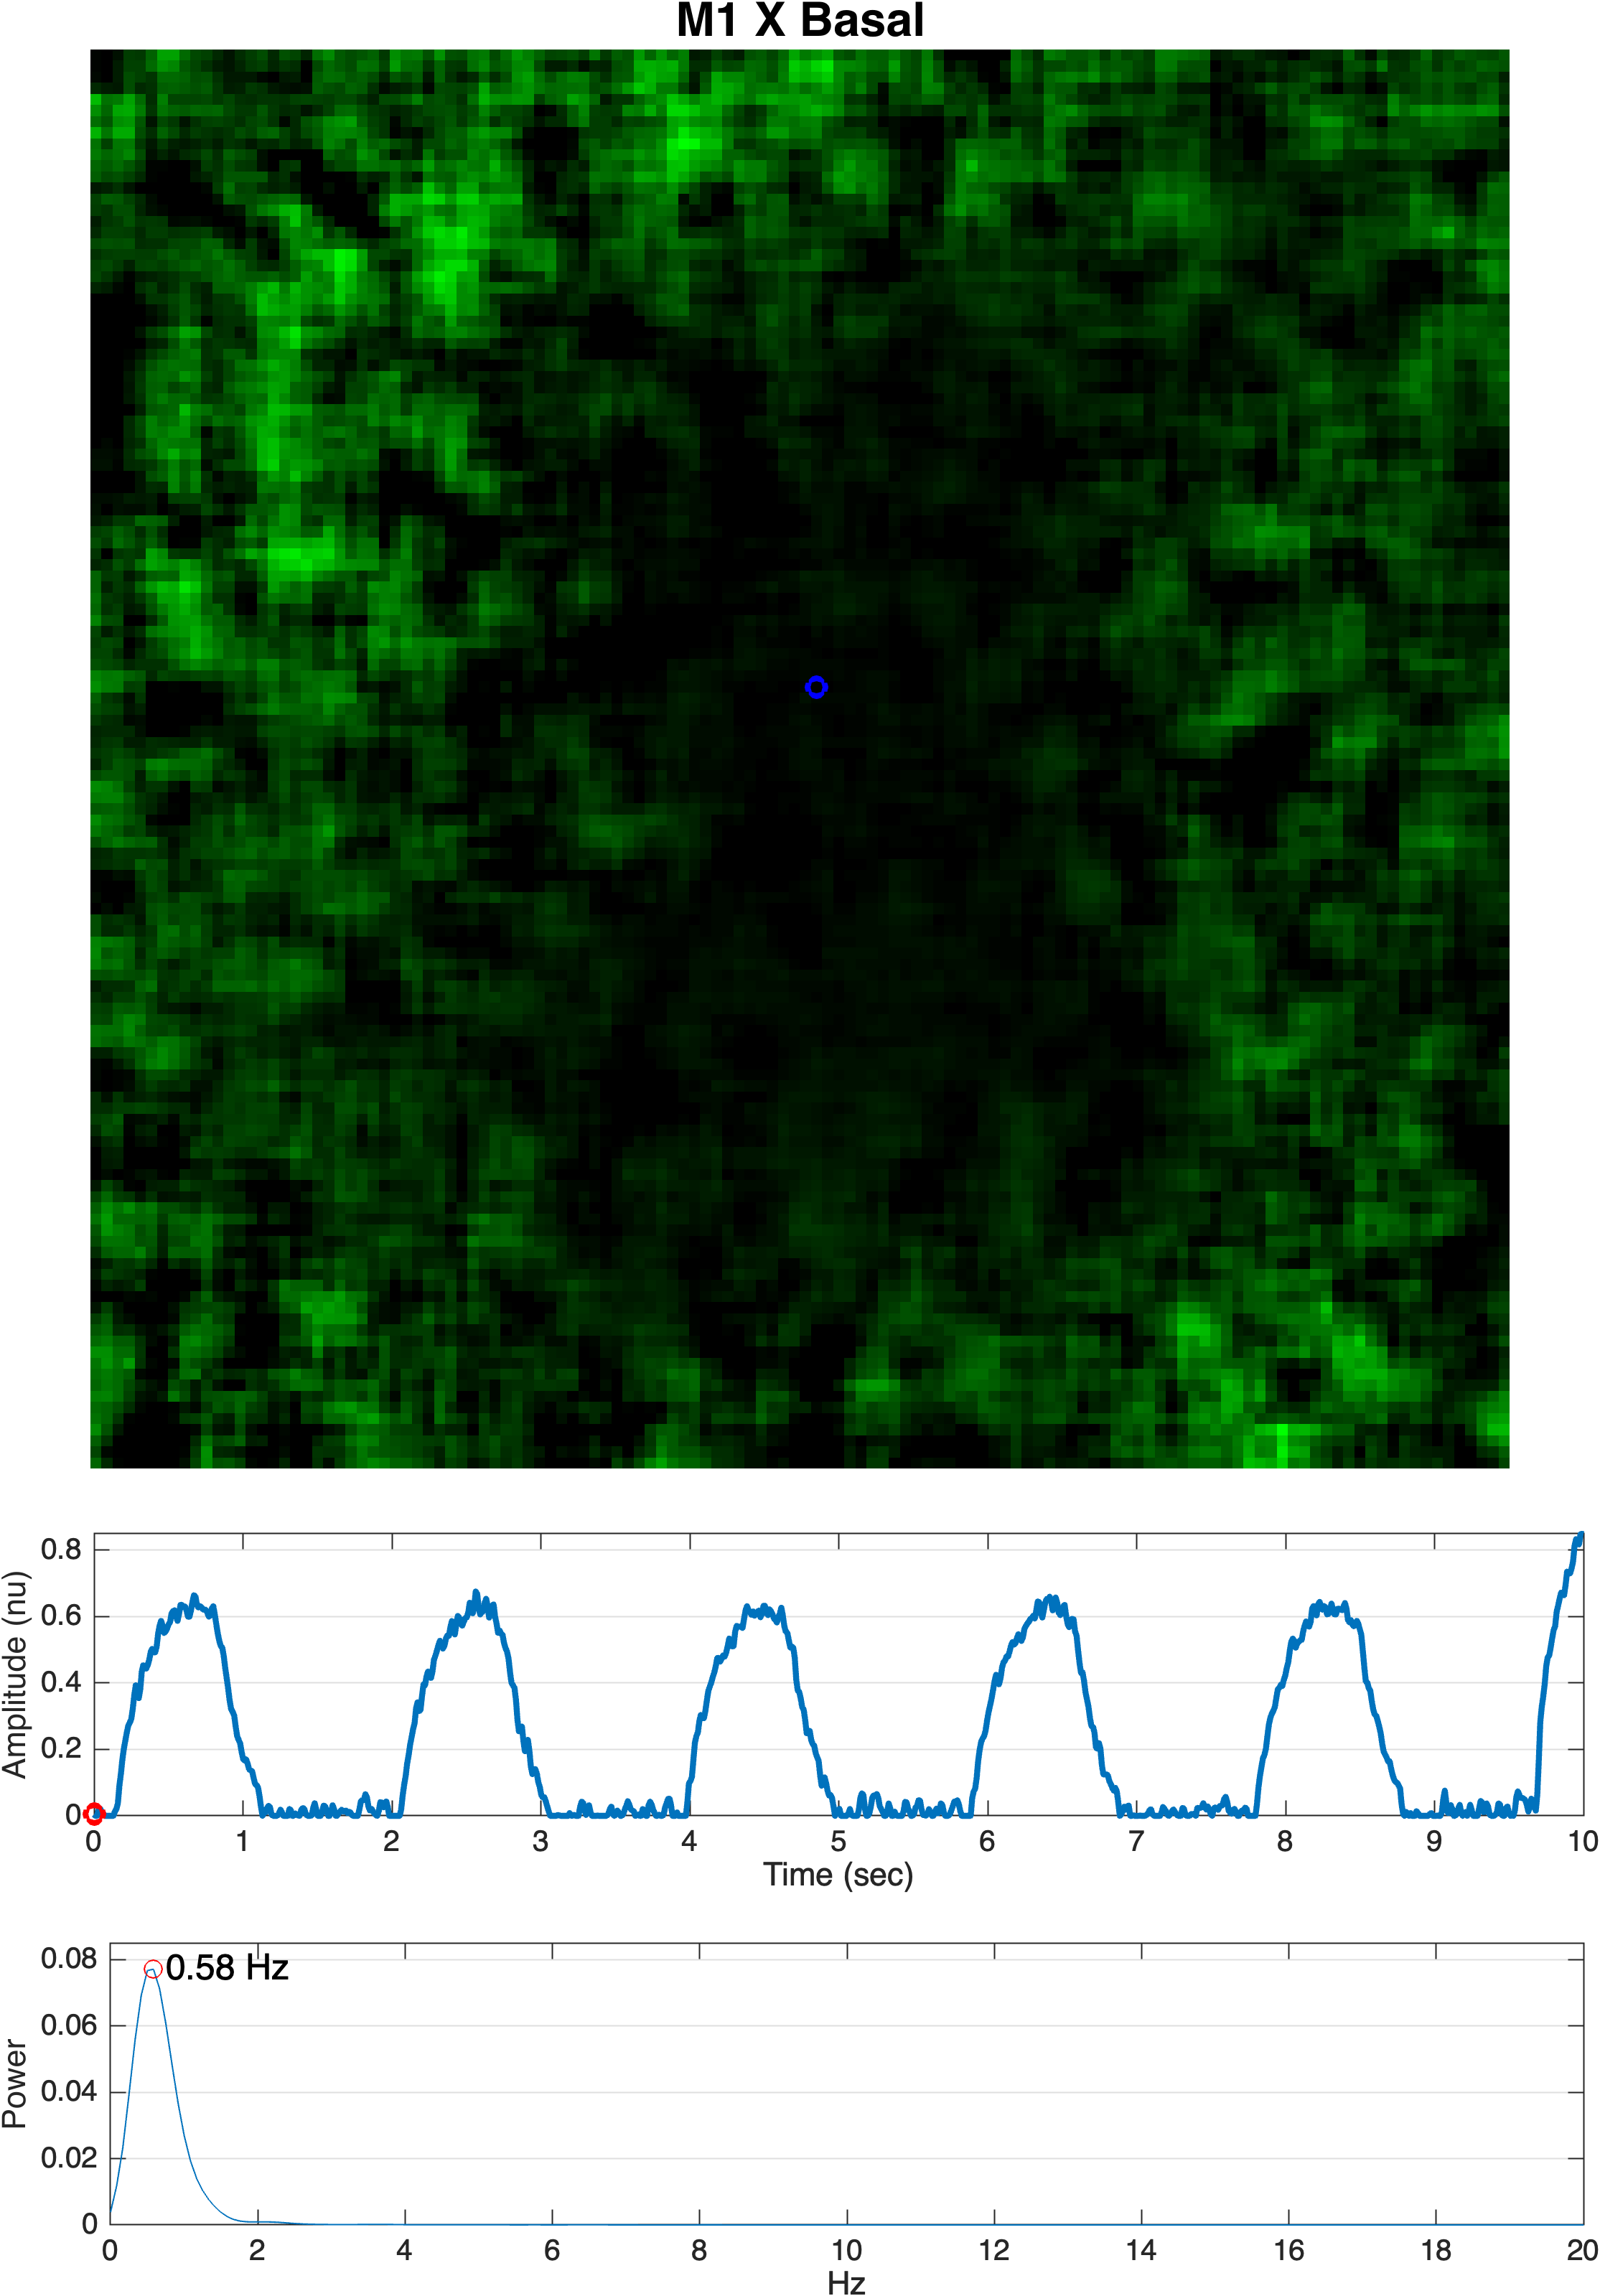** |
| **B** |
| **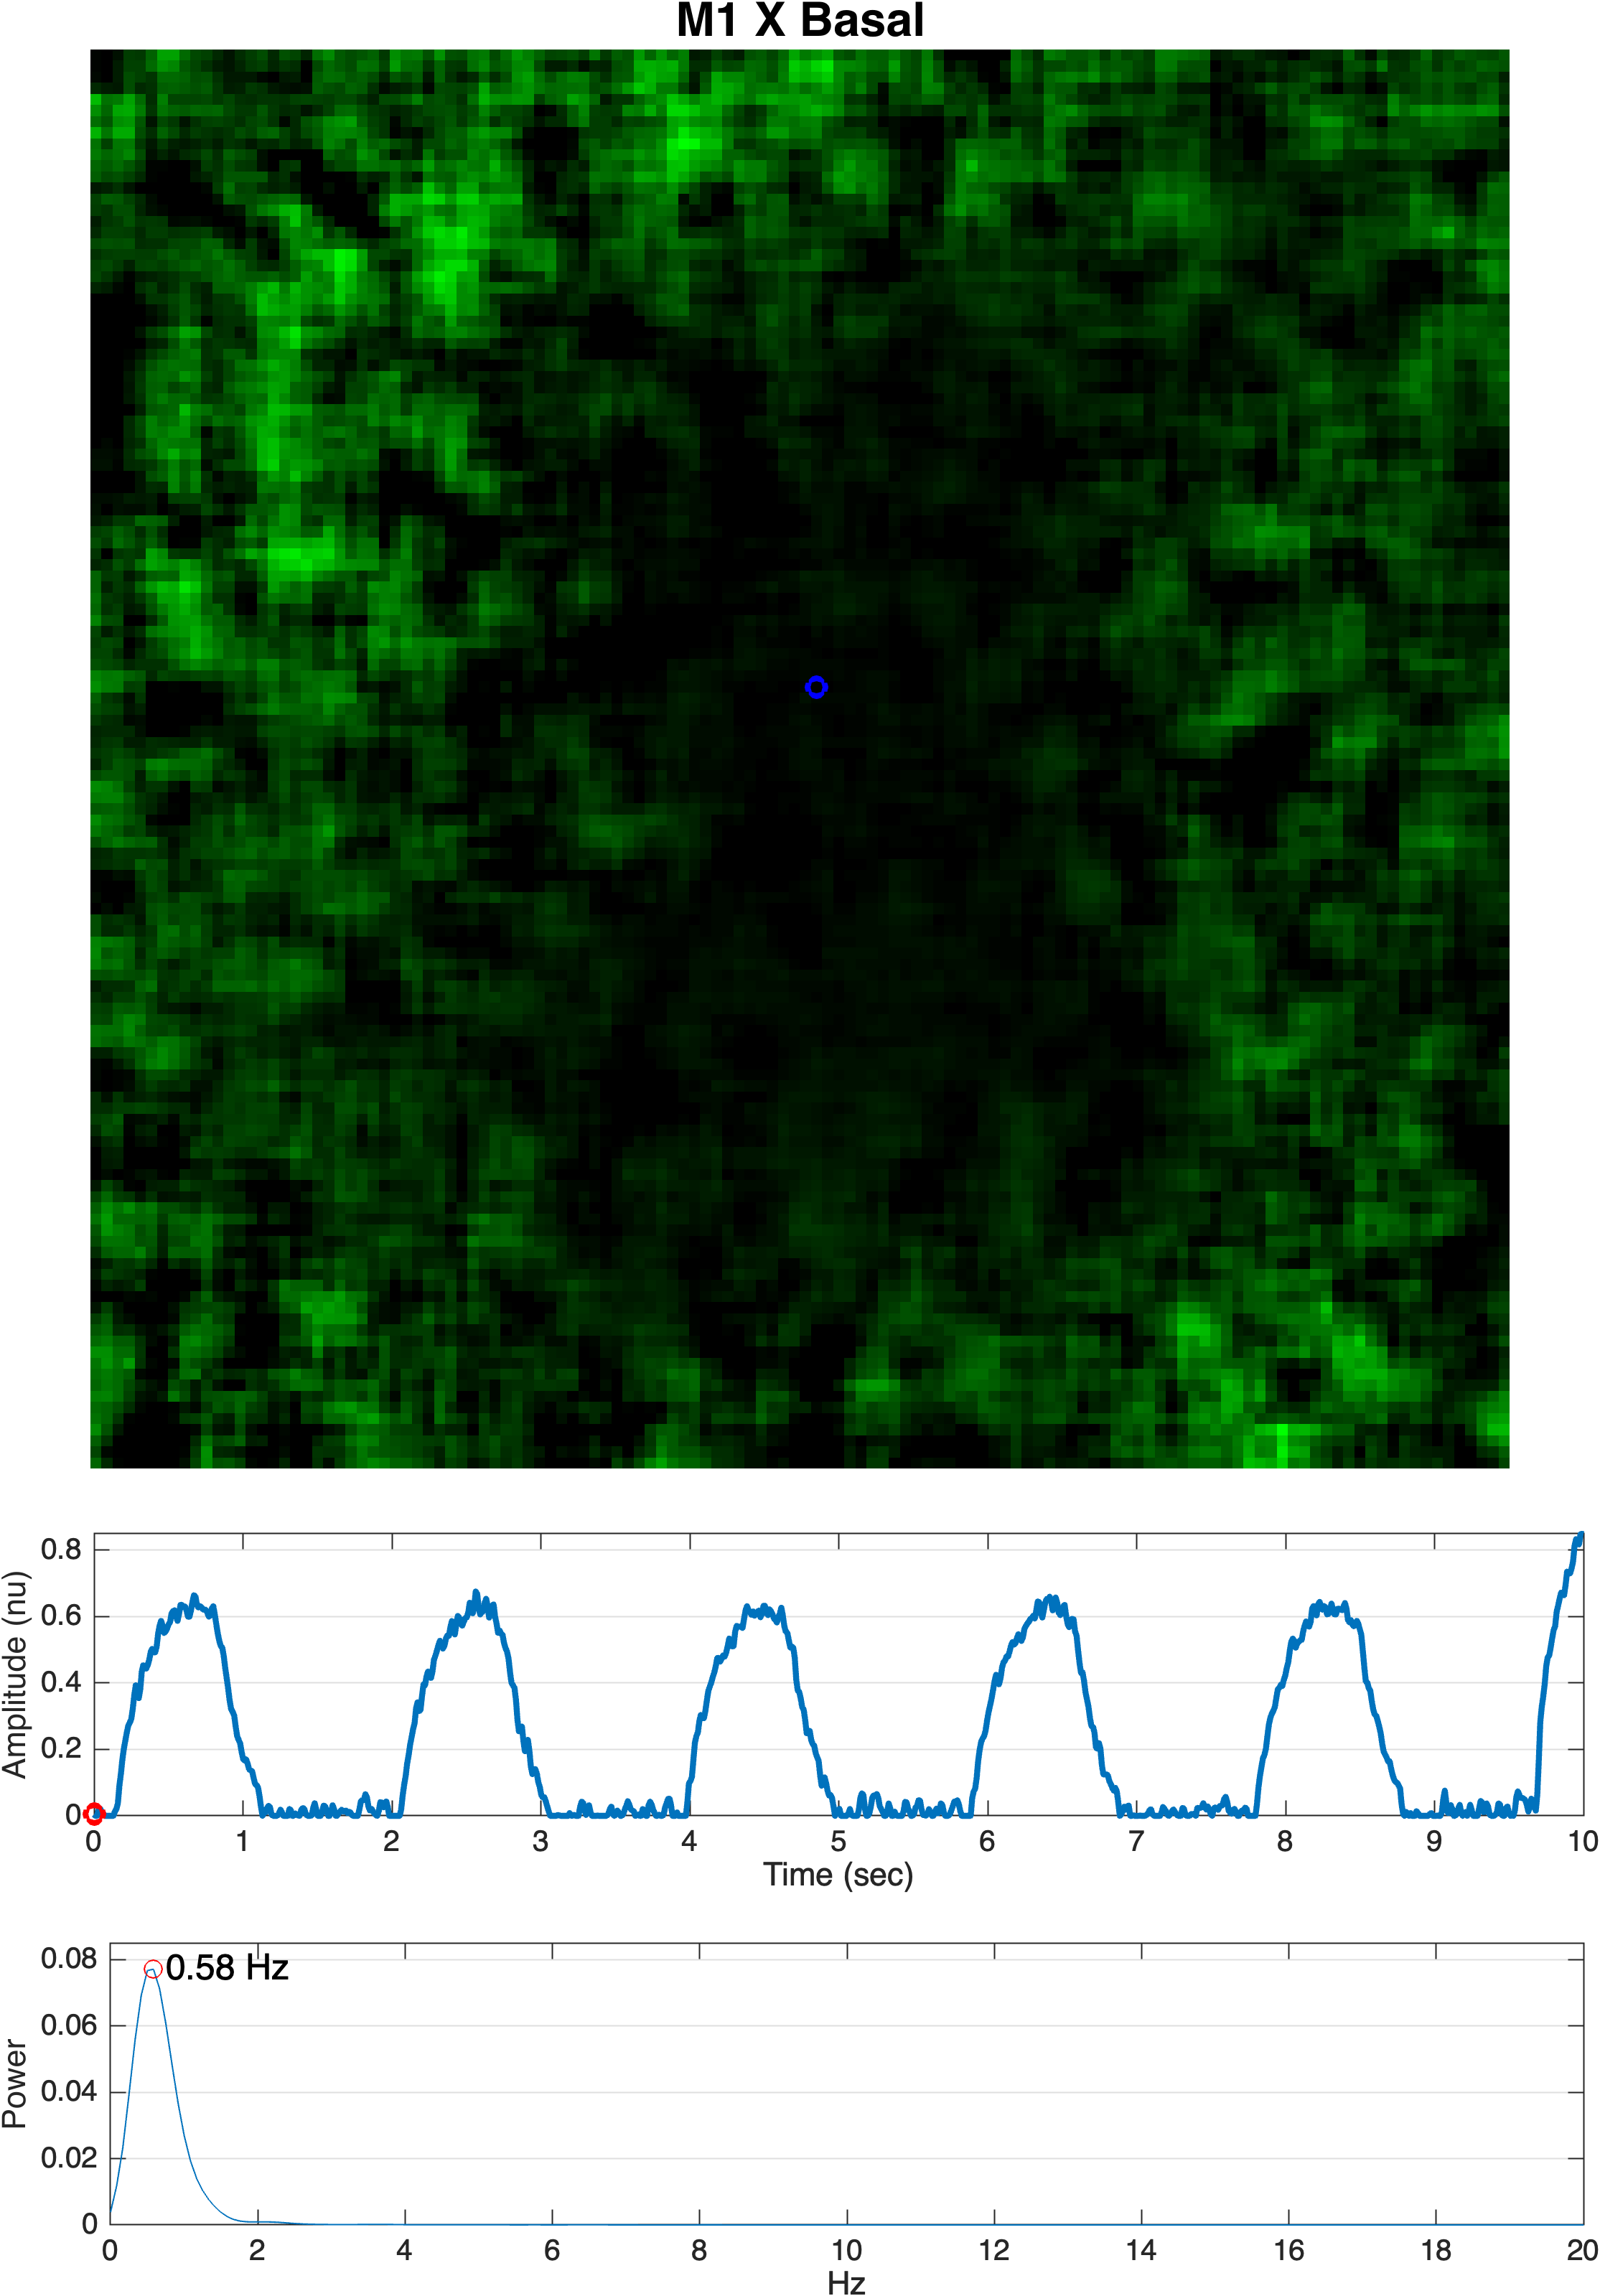** |
|  |
| **Figure S11.** Dominant Frequency calculation. (A) Filtered fluorescence signal. (B) Frequency spectrum density of a signal with DF of 0.58 Hz. |

| **A** | **B** |
| --- | --- |
| 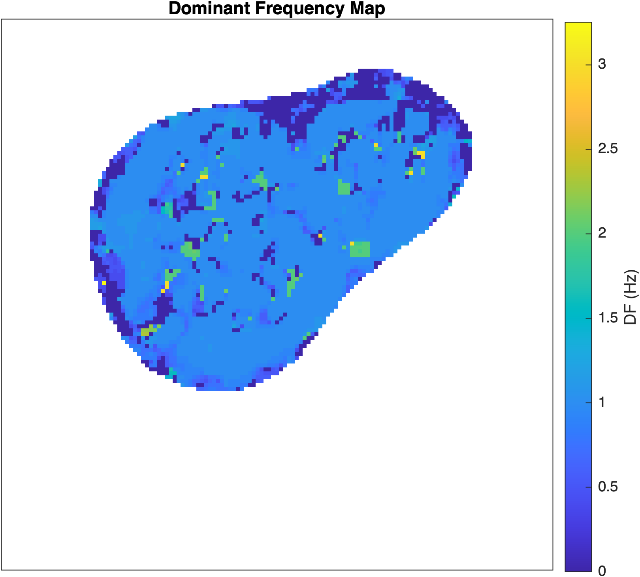 | 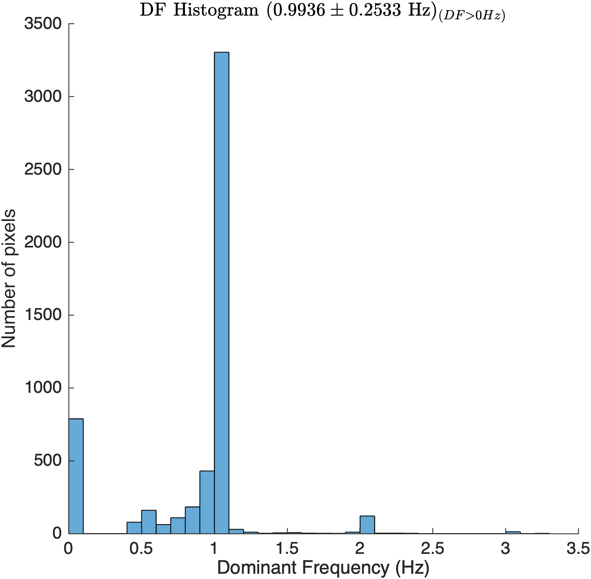 |

**Figure S12.** Global Dominant Frequency Representations. (A) DF map with color-coded values for different regions of the aggregates. (B) Histogram showing the DF distribution across all pixels, including the total DF average and standard deviation.

| **A** | **B** |
| --- | --- |
| *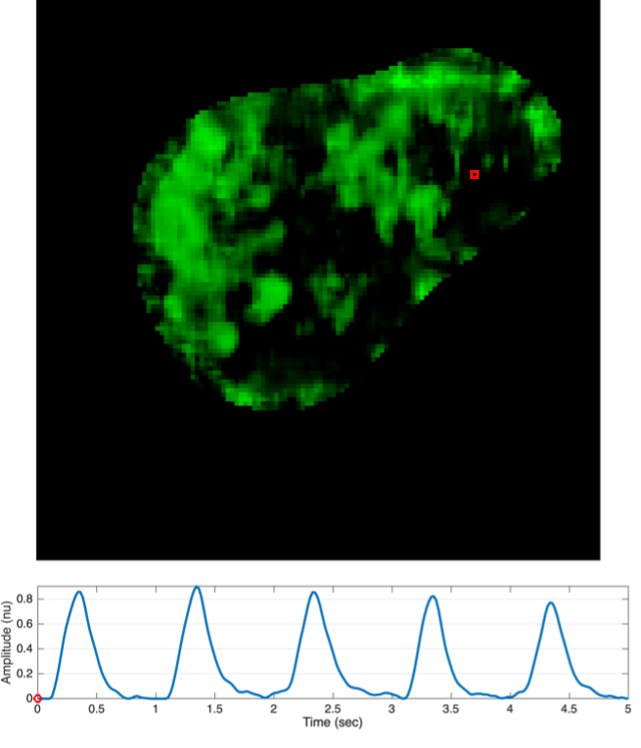* | *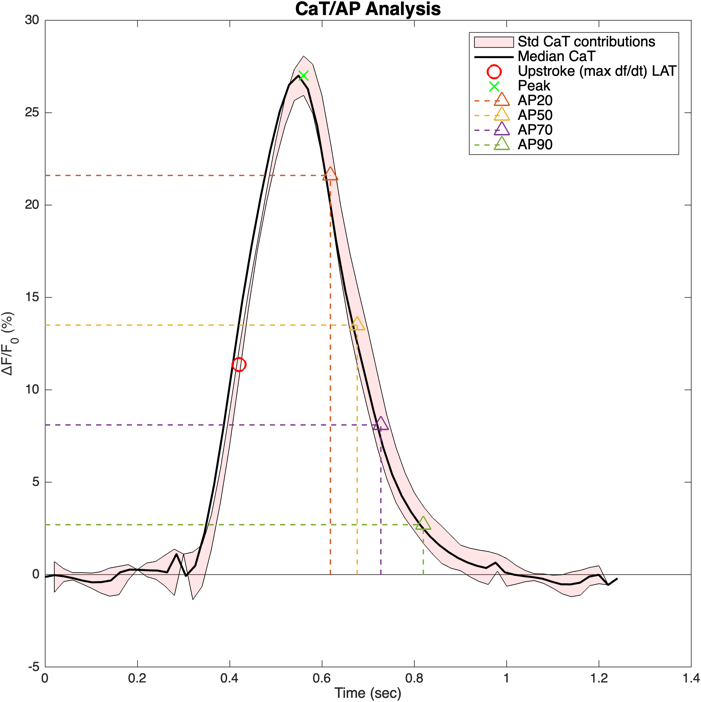* |

**Figure S13.** Calcium Transient Alignment. (A) Post-processed frame and filtered signal for the selected pixel in red. (B) Aligned calcium transients along with calculated median and average values displaying CaT key parameters.

| **A** | **B** |
| --- | --- |
| 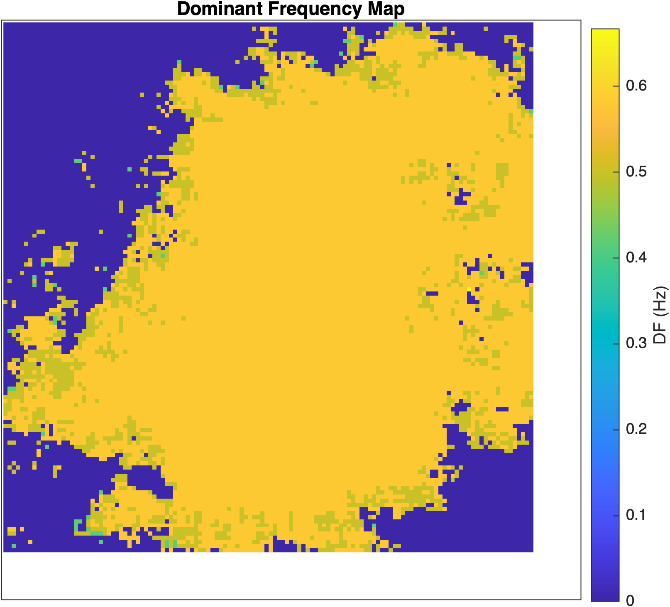 | 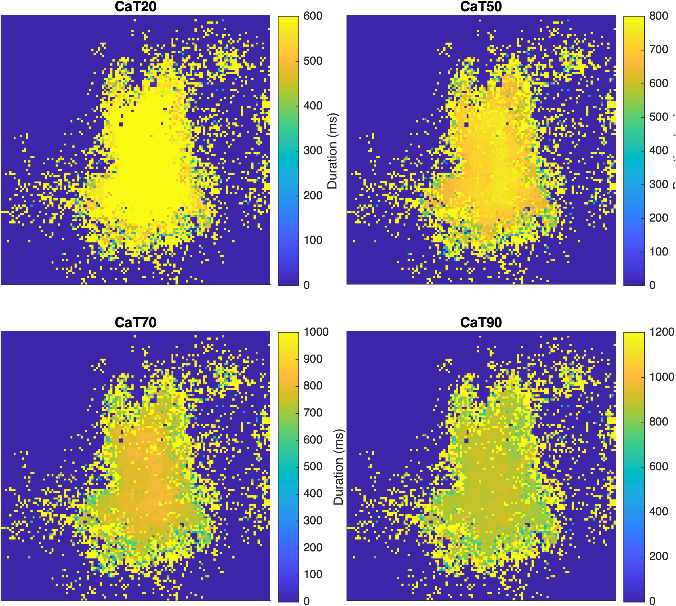 |
|  |  |
| **C** | **D** |
| 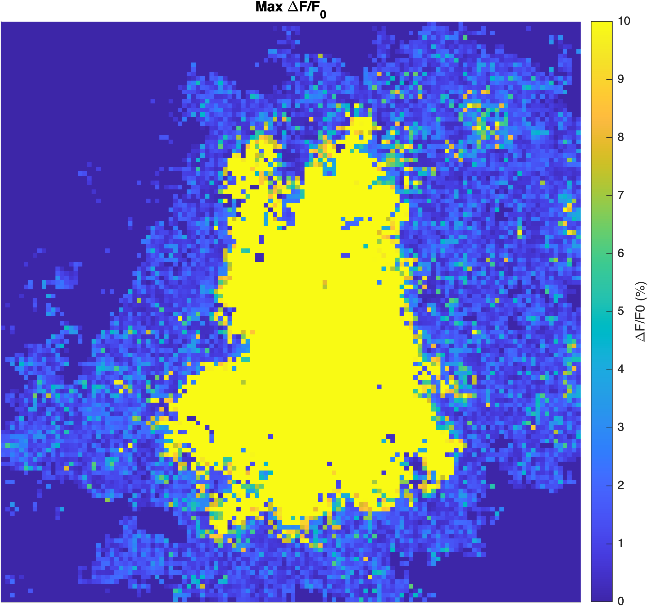 | 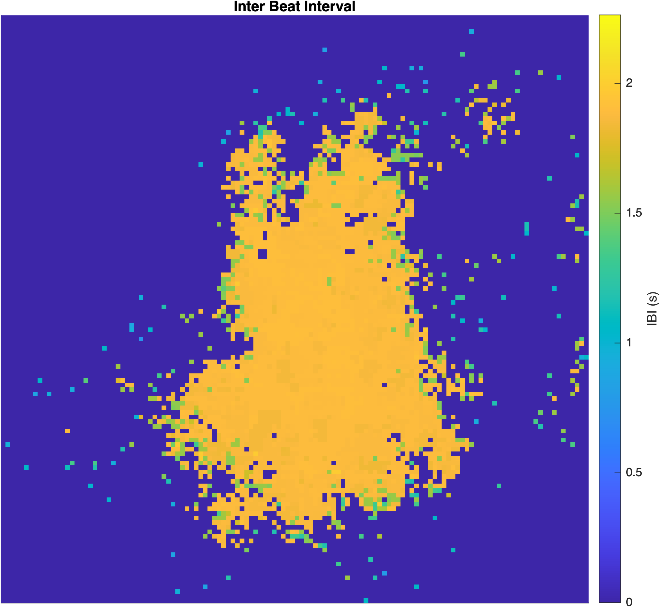 |
|  |  |
| **Figure S14.** Global Calcium Transient Maps. (A). Dominant frequency map. (B) Calcium transient duration (CaTD) maps for CaTD20, CaTD50, CaTD70 and CaTD90 respectively. (C) Max ΔF/F₀ per pixel map. (D) Inter Beat Interval (IBI) in seconds. CaTD and IBI pixels with no DF activity or Max ΔF/F₀<3 are nor displayed to improve the quality of the measurements. | |

**Supplementary Tables**

**Table S1.** Metrics of hiPSC-CM expansion process in 2D_static and as 3D aggregates in STB at different culture conditions. Estimated number of T-flasks (75cm^2^) and 2L STB vessels required for the production of 4 × 10^9^ cells) in each strategy are also presented.

|  | **2D_Static** | **STB** | **STB_10%O_2_** |
| --- | --- | --- | --- |
| Maximum total cell concentration (×10^6^ cell/mL) | 0.8 ± 0.1 | 1.1 ± 0.4 | 2.1 ± 0.1 |
| hiPSC-CM Expansion Factor | 3.9 ± 1.1 | 4.1 ± 1.2 | 9.2 ± 1.4 |
| **Production of 4 × 10^9^ hiPSC-CM (**number of T-flask (75cm^2^) or STB (2L) required) | 715 | 2 | 1 |

**Table S2.** 2D matured conduction velocity (CV) measurements under basal conditions and during external pacing at 1Hz, 2Hz, and 3Hz, before and after treatment with the antiarrhythmic drug flecainide. CV was significantly reduced after flecainide treatment across all conditions, with percentage reductions and associated p-values indicating statistical significance. Data are presented as mean ± standard deviation. Statistical significance was determined using paired t-tests, with p-values < 0.05 highlighted in bold.

|  | **CV (cm/s)** | **CV after Flecainide (cm/s)** | **CV Reduction (%)** | **P-value** |
| --- | --- | --- | --- | --- |
| Basal | 10.7±1.3 | 6.5±4.0 | 40.2±33.8 | **0.0295** |
| 1Hz Stimulation | 11.7±2.8 | 7.5±3.8 | 35.9±26.6 | **0.0392** |
| 2Hz Stimulation | 10.2±1.0 | 5.5±3.0 | 46.5±26.8 | **0.0137** |
| 3Hz Stimulation | 9.0±0.8 | 3.7±1.3 | 49.7±13.1 | **0.0036** |

| **Condition** | **Rhythm** | **DF (Hz)** | **CaTD20 (ms)** | **CaTD50 (ms)** | **CaTD70 (ms)** | **CaTD90 (ms)** | **RiseTime (s)** | **F0 (a.u.)** | **Max ΔF/F0 (%)** | **IBI (s)** | **CV (mm/s)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **2D_Mat** | Basal | 0.86 ± 0.20 | 542.38 ± 145.70 | 634.52 ± 147.63 | 720.79 ± 154.61 | 837.50 ± 169.25 | 0.25 ± 0.03 | 0.18 ± 0.02 | 6.47 ± 5.50 | 1.22 ± 0.31 | 106.94 ± 11.47 |
| **2D_Mat** | 1Hz | 1.00 ± 0.00 | 473.37 ± 40.71 | 558.95 ± 35.44 | 632.65 ± 26.90 | 729.95 ± 11.75 | 0.27 ± 0.03 | 0.20 ± 0.01 | 2.88 ± 0.38 | 1.00 ± 0.00 | 117.37 ± 24.80 |
| **2D_Mat** | 2Hz | 1.39 ± 0.48 | 383.95 ± 112.38 | 463.90 ± 117.92 | 527.16 ± 128.89 | 610.98 ± 143.42 | 0.21 ± 0.03 | 0.20 ± 0.02 | 2.86 ± 0.43 | 1.00 ± 0.00 | 101.91 ± 9.29 |
| **2D_Mat** | 3Hz | 1.25 ± 0.25 | 440.12 ± 96.54 | 511.91 ± 102.85 | 564.53 ± 109.48 | 628.96 ± 117.00 | 0.24 ± 0.00 | 0.20 ± 0.03 | 2.07 ± 0.16 | 0.83 ± 0.15 | 109.29 ± 25.63 |
| **2D_Mat** | Flecainide | 0.65 ± 0.18 | 827.38 ± 229.63 | 970.68 ± 245.53 | 1082.33 ± 255.12 | 1206.00 ± 263.32 | 0.32 ± 0.03 | 0.18 ± 0.04 | 4.04 ± 3.14 | 1.54 ± 0.33 | 65.43 ± 35.96 |
| **hiPSC-CM_d11** | Basal | 1.03 ± 0.03 | 305.15 ± 33.63 | 373.12 ± 33.46 | 434.25 ± 32.81 | 541.16 ± 25.61 | 0.31 ± 0.04 | 0.17 ± 0.02 | 6.02 ± 1.46 | 1.07 ± 0.01 | - |
| **hiPSC-CM_d11** | 1Hz | 0.86 ± 0.07 | 349.18 ± 8.53 | 417.90 ± 7.73 | 476.62 ± 4.39 | 599.68 ± 0.56 | 0.39 ± 0.01 | 0.16 ± 0.01 | 7.97 ± 2.58 | 1.34 ± 0.16 | - |
| **hiPSC-CM_d11** | 2Hz | 0.85 ± 0.17 | 405.99 ± 119.44 | 475.99 ± 128.03 | 539.24 ± 130.73 | 669.84 ± 127.52 | 0.34 ± 0.02 | 0.19 ± 0.00 | 4.74 ± 0.00 | 1.05 ± 0.00 | - |
| **hiPSC-CM_d11** | 4Hz | 0.94 ± 0.08 | 290.22 ± 14.79 | 360.68 ± 18.64 | 436.11 ± 19.23 | 593.49 ± 7.91 | 0.31 ± 0.02 | 0.20 ± 0.01 | 5.93 ± 0.84 | 1.17 ± 0.07 | - |
| **hiPSC-CM_d11** | Flecainide | - | - | - | - | - | - | - | - | - | - |
| **hiPSC-CM_Mat** | Basal | 0.73 ± 0.13 | 595.21 ± 87.20 | 733.73 ± 84.32 | 833.03 ± 85.80 | 999.92 ± 107.62 | 0.28±0.06 | 0.18 ± 0.06 | 4.30 ± 1.87 | 1.50 ± 0.16 | - |
| **hiPSC-CM_Mat** | 1Hz | 0.94 ± 0.14 | 493.48 ± 73.07 | 617.12 ± 78.40 | 687.60 ± 91.03 | 788.09 ± 126.20 | 0.27±0.04 | 0.19 ± 0.03 | 3.22 ± 0.47 | 1.17 ± 0.23 | - |
| **hiPSC-CM_Mat** | 2Hz | 0.85 ± 0.18 | 553.30 ± 132.46 | 687.53 ± 137.63 | 766.36 ± 154.95 | 882.60 ± 198.06 | 0.27±0.04 | 0.19 ± 0.03 | 3.76 ± 1.40 | 1.28 ± 0.28 | - |
| **hiPSC-CM_Mat** | 3Hz | 1.03 ± 0.20 | 490.03 ± 117.80 | 607.23 ± 126.91 | 671.53 ± 137.70 | 751.92 ± 159.67 | 0.25±0.05 | 0.20 ± 0.02 | 3.05 ± 0.42 | 1.08 ± 0.22 | - |
| **hiPSC-CM_Mat** | Flecainide | 0.59 ± 0.11 | 801.61 ± 171.47 | 1068.86 ± 180.16 | 1232.03 ± 208.24 | 1365.87 ± 214.26 | 0.32 ± 0.07 | 0.21 ± 0.05 | 3.88 ± 2.27 | 1.75 ± 0.16 | - |

**Table S3.** Summary of electrophysiological and calcium transient parameters for 2_Mat, hiPSC-CM_d11 and hiPSC-CM_Mat. Measurements include dominant frequency (DF), calcium transient durations (CaTD20, CaTD50, CaTD70, CaTD90), rise time, no background baseline fluorescence intensity (F0), normalized maximum fluorescence amplitude (Max ΔF/F0), inter-beat interval (IBI), and conduction velocity (CV). Data are presented as mean ± standard deviation, Flecainide-induced changes are shown for each condition.

**Table S4.** Statistical significance (p-values) for comparison of electrophysiological and calcium transient parameters across different culture conditions and rhythms. Conditions compared included 2D_Mat, hiPSC-CM_d11 and hiPSC-CM_Mat. Parameters evaluated include dominant frequency (DF), calcium transient durations (CaTD20, CaTD50, CaTD70, CaTD90, rise time, no background baseline fluorescence intensity (F0), normalized maximum fluorescence amplitude (Max ΔF/F0), inter-beat interval (IBI), and conduction velocity (CV). Significant differences (p<0.05) are highlighted in yellow. Statistical test include paired t-tests, and Pearson’s correlations, to evaluate differences between conditions and the impact of flecainide treatment.

| **Condition1** | **Condition2** | **Rhythm** | **Statistical Test** | **DF (Hz)** | **CaTD20 (ms)** | **CaTD50 (ms)** | **CaTD70 (ms)** | **CaTD90 (ms)** | **RiseTime (s)** | **F0 (a.u.)** | **Max ΔF/F0 (%)** | **IBI**  **(s)** | **CV (mm/s)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **2D_Mat** | **hiPSC-CM_d11** | Basal | T-Test | 0,2375 | 0,0438 | 0,0320 | 0,0265 | 0,0325 | 0,0714 | 0,8903 | 0,9062 | 0,4832 | - |
| **2D_Mat** | **hiPSC-CM_Mat** | Basal | T-Test | 0,1171 | 0,3441 | 0,0819 | 0,0588 | 0,0221 | 0,8285 | 0,9471 | 0,2169 | 0,0150 | - |
| **2D_Mat** | **hiPSC-CM_d11** | Flecainide | T-Test | - | - | - | - | - | - | - | - | - | - |
| **2D_Mat** | **hiPSC-CM_Mat** | Flecainide | T-Test | 0,4364 | 0,8105 | 0,3932 | 0,2451 | 0,2289 | 0,0129 | 0,1677 | 0,9107 | 0,1074 | - |
| **2D_Mat** | **hiPSC-CM_d11** | 1Hz | T-Test | 0,0121 | 0,0153 | 0,0053 | 0,0010 | 0,0000 | 0,0071 | 0,0348 | 0,0151 | 0,0087 | - |
| **2D_Mat** | **hiPSC-CM_Mat** | 1Hz | T-Test | 0,4128 | 0,5911 | 0,1515 | 0,2287 | 0,3467 | 0,5381 | 0,8077 | 0,1903 | 0,1189 | - |
| **2D_Mat** | **hiPSC-CM_d11** | 2Hz | T-Test | 0,2420 | 0,8534 | 0,9235 | 0,9286 | 0,6868 | 0,0077 | - | - | - | - |
| **2D_Mat** | **hiPSC-CM_Mat** | 2Hz | T-Test | 0,0022 | 0,0238 | 0,0057 | 0,0077 | 0,0141 | 0,0143 | 0,6783 | 0,3110 | 0,1184 | - |
| **2D_Mat** | **hiPSC-CM_d11** | 3Hz | T-Test | 0,3564 | 0,2646 | 0,2849 | 0,3674 | 0,7909 | 0,0542 | 0,9235 | 0,0453 | 0,1843 | - |
| **2D_Mat** | **hiPSC-CM_Mat** | 3Hz | T-Test | 0,2239 | 0,6131 | 0,3756 | 0,3590 | 0,3595 | 0,9807 | 0,8020 | 0,0110 | 0,1927 | - |
| **hiPSC-CM_d11** | **hiPSC-CM_Mat** | Basal | T-Test | 0,0016 | 0,0001 | 0,0000 | 0,0000 | 0,0000 | 0,4469 | 0,9097 | 0,1760 | 0,0003 | - |
| **hiPSC-CM_d11** | **hiPSC-CM_Mat** | Flecainide | T-Test | - | - | - | - | - | - | - | - | - | - |
| **hiPSC-CM_d11** | **hiPSC-CM_Mat** | 1Hz | T-Test | 0,4537 | 0,0221 | 0,0053 | 0,0093 | 0,0711 | 0,0006 | 0,1304 | 0,0001 | 0,3707 | - |
| **hiPSC-CM_d11** | **hiPSC-CM_Mat** | 2Hz | T-Test | 0,9651 | 0,1769 | 0,0693 | 0,0795 | 0,1816 | 0,0330 | - | - | - | - |
| **hiPSC-CM_d11** | **hiPSC-CM_Mat** | 3Hz | T-Test | 0,5876 | 0,0498 | 0,0284 | 0,0484 | 0,2234 | 0,0926 | 0,9440 | 0,0000 | 0,6044 | - |
| **2D_Mat** | **-** | Basal vs Flecainide | T-Test | 0,1410 | 0,0503 | 0,0321 | 0,0280 | 0,0320 | 0,0083 | 0,9698 | 0,4488 | 0,1591 | 0,0591 |
| **hiPSC-CM_d11** | **-** | Basal vs Flecainide | T-Test | - | - | - | - | - | - | - | - | - | - |
| **hiPSC-CM_Mat** | **-** | Basal vs Flecainide | T-Test | 0,0058 | 0,0005 | 0,0000 | 0,0000 | 0,0000 | 0,0000 | 0,1221 | 0,6047 | 0,0004 | - |
| **2D_Mat** | **-** | 1-3Hz | ANOVA | 0,0507 | 0,1460 | 0,1207 | 0,0917 | 0,0691 |  | 0,1388 | 0,2192 | 0,1674 | 0,4339 |
| **hiPSC-CM_d11** | **-** | 1-3Hz | ANOVA | - | - | - | - | - |  | - | - | - | - |
| **hiPSC-CM_Mat** | **-** | 1-3Hz | ANOVA | 0,0019 | 0,0457 | 0,0174 | 0,0055 | 0,0008 |  | 0,6810 | 0,0710 | 0,0002 | - |
| **2D_Mat** | **-** | 0-3Hz | Pearsons | 0,0005 | 0,0110 | 0,0078 | 0,0048 | 0,0023 | 0,0293 | 0,0960 | 0,0813 | 0,0225 | 0,7866 |
| **hiPSC-CM_d11** | **-** | 0-3Hz | Pearsons | 0,1583 | 0,2780 | 0,2491 | 0,1804 | 0,1042 | 0,1548 | 0,7446 | 0,5216 | 0,6654 | - |
| **hiPSC-CM_Mat** | **-** | 0-3Hz | Pearsons | 0,0009 | 0,0751 | 0,0429 | 0,0172 | 0,0029 | 0,6301 | 0,3014 | 0,0582 | 0,0003 | - |

**Table S5. Designation, identifier, origin and source of each hiPSC line.**

| **hiPSCs** | **Identifier** | **Origin** | **Source** |
| --- | --- | --- | --- |
| hiPSC.1 | CBiPS1sv-4F-40 (RRID: CVCL V189) | Cord blood | Spanish Stem Cell Bank |
| hiPSC.2 | IMR90-4 | Fetal lung | WiCell |
| hiPSC.3 | DF19-9-11T.H | Foreskin fibroblasts | WiCell |

**Table S6. Coating, culture medium and CHIR concentration used at day 0 of CM differentiation for each of the hiPSC lines.**

| **hiPSC line** | **Plate**  **Coating** | **hiPSC Culture**  **Medium** | **CHIR concentration (µM)** |
| --- | --- | --- | --- |
| hiPSC.1 | Matrigel^®^Growth Factor Reduced (Corning) | TeSR-E8^TM^ (STEMCELL Technologies) | 7 |
| hiPSC.2 | Matrigel^®^ hESC-  Qualified Matrix (Corning) | mTeSR^TM^1 (STEMCELL Technologies) | 10 |
| hiPSC.3 | Matrigel^®^ hESC-Qualified Matrix (Corning) | mTeSR^TM^1 (STEMCELL Technologies) | 6.5 |

**Table S7. Antibodies for flow cytometry.**

| **Antibody** | **Antibody Type** | **Reference** | **Dilution** | **Epitope** |
| --- | --- | --- | --- | --- |
| Anti-SSEA-4, FITC | Primary conjugated | 560126 (BD Biosciences) | 1:9 | Extracellular |
| Isotype control, IgM, FITC | Primary conjugated | 553474 (BD Biosciences) | 1:400 | Extracellular |
| Anti-SSEA-1, FITC | Primary conjugated | 560127 (BD Biosciences) | 1:9 | Extracellular |
| Isotype control, IgM | Primary unconjugated | sc-3881 (Santa Cruz Biotechnology) | 1:7 | Extracellular |
| Anti-TRA-1-60 | Primary unconjugated | sc-21705 (Santa Cruz Biotechnology) | 1:7 | Extracellular |
| Isotype control, IgG | Primary unconjugated | EPR25A (Abcam) | 1:1000 | Intracellular |
| Anti-cTnT | Primary unconjugated | EPR20266 (Abcam) | 1:500 | Intracellular |
| Isotype control, IgG1 | Primary unconjugated | sc-3877 (Santa Cruz Biotechnology) | 1:2 | Intracellular |
| Anti-α-actinin | Primary unconjugated | A-7811 (Sigma Aldrich) | 1:500 | Intracellular |
| Alexa Fluor^TM^ 488,  anti-mouse IgM | Secondary | A-21042 (Invitrogen) | 1:200 |  |
| Alexa Fluor^TM^ 488,  anti-rabbit IgG1 | Secondary | A-11008 (Invitrogen) | 1:200 |  |
| Alexa Fluor^TM^ 488,  anti-mouse, IgG1 | Secondary | A-11001 (Invitrogen) | 1:200 |  |
| Alexa Fluor^TM^ 594,  anti-mouse, IgG1 | Secondary | A-11005 (Life Technologies) | 1:200 |  |

**Table S8. Antibodies for immunofluorescence.**

| **Antibody** | **Antibody Type** | **Reference** | **Dilution** |
| --- | --- | --- | --- |
| Anti-cTnT | Primary unconjugated | MA5-12960 (Invitrogen) | 1:100 |
| Anti-α-actinin | Primary unconjugated | A-7811 (Sigma Aldrich) | 1:100 |
| Anti-Ki-67 | Primary unconjugated | ab16667 (Abcam) | 1:100 |
| Anti-Vimentin | Primary unconjugated | ab16700 (Abcam) | 1:100 |
| Anti-Cx43 | Primary unconjugated | C6219 (Sigma Aldrich) | 1:100 |
| Alexa Fluor^TM^ 488,  anti-rabbit IgG1 | Secondary | A-11008 (Invitrogen) | 1:200 |
| Alexa Fluor^TM^ 594,  anti-mouse, IgG1 | Secondary | A-11005 (Life Technologies) | 1:200 |

**Table S9. List of primers used in RT-qPCR.**

| **Gene** | **Reference** |
| --- | --- |
| ***RPLP0*** | Hs99999902_m1 |
| ***GAPDH*** | Hs99999905_m1 |
| ***NANOG*** | Hs02387400_g1 |
| ***POU5F1*** | Hs00999632_g1 |
| [***NKX2-5***](https://www.ncbi.nlm.nih.gov/gene/1482) | Hs00231763_m1 |
| [***GATA4***](https://www.ncbi.nlm.nih.gov/gene/2626) | Hs00171403_m1 |
| [***TNNT2***](https://www.ncbi.nlm.nih.gov/gene/7139) | Hs00165960_m1 |
| [***TNNI1***](https://www.ncbi.nlm.nih.gov/gene/7135) | Hs00913333_m1 |
| [***TNNI3***](https://www.ncbi.nlm.nih.gov/gene/7137) | Hs00165957_m1 |
| [***MYH6***](https://www.ncbi.nlm.nih.gov/gene/4624) | Hs01101425_m1 |
| [***MYH7***](https://www.ncbi.nlm.nih.gov/gene/4625) | Hs01110632_m1 |
| [***MYL2***](https://www.ncbi.nlm.nih.gov/gene/4633) | Hs00166405_m1 |
| [***MYL7***](https://www.ncbi.nlm.nih.gov/gene/58498) | Hs00221909_m1 |

**Movie S1.**

hiPSC-CM after cardiac differentiation.

**Movie S2.**

hiPSC-CM after 11 days of expansion in 2D_Static.

**Movie S3.**

hiPSC-CM after 11 days of expansion in STB.

**Movie S4.**

hiPSC-CM after 11 days of expansion in STB_Agg.

**Movie S5.**

hiPSC-CM after 11 days of expansion in STB_10%O2.

**Movie S6.**

hiPSC-CM after 11 days of expansion in STB_10%O2_2L.

**Movie S7.**

Calcium transient optical mapping signal for 2D_Mat.

**Movie S8.**

Calcium transient optical mapping signal for hiPSC-CM_Mat.

**Supporting References**

[1] J. I. Laughner, F. S. Ng, M. S. Sulkin, R. M. Arthur, I. R. Efimov, *American Journal of Physiology-Heart and Circulatory Physiology* **2012**, *303*, H753.

[2] C. O’Shea, A. P. Holmes, T. Y. Yu, J. Winter, S. P. Wells, B. A. Parker, D. Fobian, D. M. Johnson, J. N. Correia, P. Kirchhof, L. Fabritz, K. Rajpoot, D. Pavlovic, *J Vis Exp* **2019**, *148*.

[3] J. L. Dynes, A. V Yeromin, M. D. Cahalan, *Journal of General Physiology* **2020**, *152*, e201812239.

[4] G. R. Ríos-Muñoz, Á. Arenal, A. Artés-Rodríguez, *Front Physiol* **2018**, *9*.

How the deposited data were processed for this re-analysis (not part of the article)

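Bulk RNA sequencing of hiPSC-CM was available as 15 libraries from 5 conditions with 3 replicates each: hiPSC-CM before expansion (hiPSC-CM_d0), after 11 days of expansion in T-flasks (2D_Static), in STB and in STB_10%O2, and after maturation (hiPSC-CM_Mat). The replicate number is the run, which the paper calls the CM differentiation, and libraries with the same number were treated as a block. The authors depleted ribosomal RNA, aligned reads to GRCh38 with STAR (v2.7.0d) and counted uniquely mapped reads with Rsubread (v2.4.3) against Ensembl v103. The deposited values are whole-number raw counts for 60666 genes, without filtering or normalization, and 17924 genes had 0 counts in every library. Counted reads per library ranged from 9489375 to 25515177 with a median of 19129826. The T-flask libraries held from 12852004 to 20234240 counted reads (median 14489767). No pair of libraries was identical.

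Gene symbols, positions, lengths and GC content were taken from GENCODE v44 on the same build. Of the identifiers 60437 were found and 229 were not, and annotated genes held at least 99.9% of each library's counts. Lengths and GC content were available for 99.7% of the genes tested.

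The analysis used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes with few counts were removed with filterByExpr, and counts were scaled by TMM. STB_10%O2 was compared with STB, and 2D_Static with both, in one edgeR quasi-likelihood fit of all 15 libraries. hiPSC-CM_d0, STB_10%O2 (as hiPSC-CM_d11) and hiPSC-CM_Mat were compared in a fit of their 9 libraries. Log2 CPM used a prior count of 2. Pairwise comparisons used an adjusted p-value of 0.05, and the test of the 3 groups one of 0.001. Genes were named by a rule set before the data were examined. It covered the genes the paper names for RNA sequencing or measures by RT-qPCR, and in each pairwise comparison the 5 with the largest rise and the 5 with the largest fall among those called, with a mean log2 CPM of at least 1, a symbol and the same direction in all 3 runs. The rule also listed a small set of genes for cell line identity, and that set is not reported here. A fold against a group with at most 3 counts in every library is given as a lower bound computed at 3 counts, and covers counting error only.

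Gene sets were written from general knowledge before the data were examined, because the databases of the paper were not available. There were 14 sets for the comparison of STB_10%O2 and STB, tested with limma's camera at a preset correlation of 0.01, and the same number for the pattern groups, tested by Fisher's exact test. Lists for fibroblast, endothelial, smooth muscle, epithelial, neural and pluripotent cells were fixed at the same time, and 2 lists of hepatic genes were written after the data had been seen, 1 of them from genes that had not been looked at. The ssGSEA score used an exponent of 0.25 on log2 TPM. Paired differences were tested by exact sign flips. Ratios of maturation genes used counts plus 0.5, and principal components the 500 most variable genes.

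The steps were tested on simulated data with 200 changed genes. edgeR called 98.0% of them in the comparison of STB_10%O2 and STB, and 0.508% of its calls were not among them. DESeq2 called 98.5%, with 12.8% of its calls not among them. The median fitted log2 fold change of these genes was 2.06, so the shares do not tell how many smaller changes would be called, and 11 of the 12 genes of Figure 3B had smaller ones. The simulated data had no run effect, no spread of its own for each gene and no difference between conditions beyond the changed genes. The shares therefore do not give the power in the deposited data, where LDHA was not called at a log2 fold change of 2.24. In the test of 3 groups, edgeR called 93.5% and DESeq2 96.0%, both with 0% of calls outside the changed genes.

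Alternatives set before the data were examined were DESeq2's size factors, DESeq2's tests, no filter, at least 10 counts in every library, no run block, each run left out in turn, per-library corrections for gene length and GC content (a loess trend with a span of 0.5) beside the block, the 10 genes with the most counts left out, other libraries in the fit, STB as hiPSC-CM_d11, other thresholds, other scores and other set tests. DESeq2's test on only the libraries compared was added after seeing the data. The enrichR databases, degPatterns and GSVA were not used here.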

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

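The libraries of hiPSC-CM expanded in T-flasks, which the RNA sequencing results of the paper do not report, differed from both bioreactor conditions, and hepatic genes stood out. The counts over other splits of the libraries, and the tests of a lower share of cardiomyocytes and of gene length and library size for the number of genes called, were chosen after the result was seen.

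Between 2D_Static and STB, edgeR called 5449 genes (2680 higher and 2769 lower in 2D_Static), and between 2D_Static and STB_10%O2 it called 8789 (4541 higher and 4248 lower). Without run 3 the first count was 91, and with only the 6 libraries compared it was 1085. Of the 4 splits of the 6 libraries that exchange the labels within runs, only the real one gave as many genes in either comparison (1 of 4 each). The others gave 0 genes, with at most 1196 and 987 at an unadjusted p-value under 0.05, and 4 splits cannot give a share under 0.05. The 5 genes with the largest rise in 2D_Static over STB were TNNT1, CPA4, FGF5, HAPLN1 and SLC28A1, and those with the largest fall were OTC, CPB2, APOH, LIPC and ARG1. Against STB_10%O2 they were CPA4, COL8A1, FGF5, ACTG2 and SMOC2, and CPB2, OTC, APOH, AFM and LIPC. All T-flask libraries were at or under 3 counts for OTC, which was at least 36.5-fold lower than in STB. MYH7 was higher in 2D_Static than in STB, at 1408 against 140 CPM (log2 fold change 3.42, adjusted p = 0.00216 from edgeR, and from 0.00877 to 0.0532 with 1 run left out). A trend with gene length does not account for the count, since 4431 genes were still called between 2D_Static and STB after each library's trend was removed. Library size does not account for it either: with the counts of all 15 libraries drawn down at random to the total of the smallest, 4410 genes were called, of which 4114 were also called without this step. Leaving out the 10 genes with the most counts gave 5446 calls and removing the trend with GC content 5468. The culture system itself stays open, and the groups differ in nothing else that the labels give.

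Hepatic genes were noticed among the genes lower in 2D_Static, and a list of 37 others that had not been looked at was then tested. Of these 33 were tested, 28 were called lower in 2D_Static than in STB by edgeR, and the median log2 fold change was -5.45. With the 7 genes at or under 3 counts in every T-flask library set to their bound, the median was -4.54. It was -7.51 without run 2, and -0.86 with at least 10 counts in every library, a filter that leaves out the genes nearly absent from the T-flask libraries. Cells of a hepatic type may be a source: the median over the list was negative in all 3 runs of both comparisons, and the weakest was -3.19. The most abundant genes of the list in STB, picked by these values, were SERPINA1 with 664 ± 738 CPM, TF with 120 ± 135 CPM and AHSG with 107 ± 117 CPM (SD, n = 3), against 4.67, 1.78 and 1.13 CPM in 2D_Static. AFP, of the genes seen first, had 2310 ± 2357 CPM in STB and 16.8 ± 25.1 CPM in 2D_Static. Of the list, 22 genes exceeded 1 CPM in hiPSC-CM_d0, 19 in hiPSC-CM_Mat, 10 in 2D_Static and 30 in STB, and 3 belong to another list. From hiPSC-CM_d0 to hiPSC-CM_d11 its median was 3.66, and from hiPSC-CM_d11 to hiPSC-CM_Mat -3.02. A lower share of cardiomyocytes in the bioreactors would raise all other cell types alike only if the proportions among them stayed the same. Against that case, the endothelial list was higher in 2D_Static in 3 of 3 runs, with a median of 1.61. The epithelial list was lower there in 3 of 3 runs, with a median of -3.47. The endothelial rise did not pass (adjusted p = 0.22 from limma's camera), and edgeR called 0 of its 11 genes higher and 1 lower. A gain of a single cell type could also lower the share of cardiomyocytes, and these lists cannot exclude it. The endothelial median went from -0.68 with at least 10 counts in every library to 2.00 without run 3. With at least 10 counts the epithelial median was -0.27. Both lists were then lower in 2D_Static, so under that filter they do not argue against a lower share of cardiomyocytes at fixed proportions either. The medians of the smooth muscle, pluripotent, fibroblast and neural lists were -0.25, -0.44, 0.89 and 1.08. For the pluripotent list the median went from -1.39 without run 1 to 0.20 with at least 10 counts in every library. For the neural list it went from -0.50 without the run block to 1.76 without run 2. The smooth muscle, fibroblast and neural lists went both ways between runs, and the fibroblast median was -0.29 without run 1 and 2.19 without run 2. Removing the trend with gene length left the median at -5.56. Total counts differed by at most 1.65-fold between the bioreactor and T-flask libraries of one run. The median log2 fold change of the list between 2D_Static and STB was -4.54 even with the 7 genes at their bound. Whether the transcripts came from other cells or from the cardiomyocytes was not tested, since bulk libraries do not separate cells.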

How the results depend on the processing

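All alternatives were set before the data were examined unless stated. The numbers of genes between STB_10%O2 and STB were 0 higher and 0 lower (1118 genes at an unadjusted p-value under 0.05), and moved to 19 and 5 with DESeq2's test, 66 and 30 with no filter, and 40 and 7 with only the libraries compared. They were 127 and 52 with DESeq2's test on only the libraries compared, which was chosen after seeing the data. The share of higher genes was 79.2%, 68.8%, 85.1% and 70.9% in these. With each run left out both numbers stayed at 0, with 515, 2635 and 423 genes at an unadjusted p-value under 0.05, and with no replicate block they were 0 with 1083. With the other 9 libraries in the fit, standard errors were 1.27 times those of the fit of the 6 libraries compared (median over genes).

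Genes between 2D_Static and STB (5449) numbered 3590 with at least 10 counts in every library, 1085 with only the libraries compared, 3425 with DESeq2's test on those, and from 91 to 2444 with 1 run left out. Between 2D_Static and STB_10%O2 (8789), leaving out 1 run gave from 3365 to 7006. Without the block (pairing by run) the numbers were 4857 and 8358. Between hiPSC-CM_Mat and hiPSC-CM_d11 (9362) there were 6176 with STB as hiPSC-CM_d11, and from 5694 to 7362 with 1 run left out.

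The 3176 genes changed across the 3 groups, and 254, 969, 1528 and 425 in groups 1 to 4, became 7434 (687, 2750, 3143 and 854) with DESeq2's test, 8928 (880, 3286, 3706 and 1051) with no filter, 12442 (1243, 5063, 4867 and 1269) at an adjusted p-value of 0.05, and 1382 with STB as hiPSC-CM_d11 (625, 302 and 281 in groups 2 to 4). At least 10 counts in every library left 139 in group 1, all 15 libraries in the fit gave 412 in group 1 and 2330 in group 3, and clustering left 0 in group 1. Leaving out 1 run gave from 134 to 799 genes, and 13 to 78, 31 to 278, 64 to 299 and 26 to 152 in the groups. With fewer libraries fewer genes pass, and the cause of the other moves was not tested. Set tests past the threshold fell from 9 to 1 with an estimated correlation and 1 with fry, and went from 8 to 11 with 1 run left out. The 13 enriched families became 4 without run 1 and 10 at most with another left out.

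PC1 explained 45.3% over all genes and from 49.4% to 53.5% with 1 run left out. PC2 explained 32.4% over all genes, 35.2% on log2 CPM, 37.2% without the filter, 37.6% with STB as hiPSC-CM_d11 and from 38.0% to 38.9% with 1 run left out. The lowest correlation between replicates was 0.964 by Spearman, 0.960 on log2 CPM, 0.979 without the filter and from 0.970 to 0.975 with 1 run left out. The ssGSEA difference, the ratios and the number of Figure 6C genes higher in hiPSC-CM_Mat kept their side and direction under each alternative.

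Directions reversed for these genes, none of them called in the reversed fit, and the cause was not tested. Log2 fold changes across the fits without 1 run went from -0.017 (without run 1) to 0.305 for NKX2-5 (STB_10%O2 against STB) and from -0.345 to 0.114 (without run 3) for MYH6 (2D_Static against STB). For hiPSC-CM_Mat against hiPSC-CM_d11 they went from -0.002 (without run 1) to 0.400 for PLN, from -0.325 (without run 1) to 0.561 for MYL7, from -0.143 (without run 2) to 0.282 for GATA4, from -0.036 (without run 2) to 0.154 for ACTC1, from -0.284 to 0.037 (without run 2) for GJA1, from -1.529 to 0.227 (without run 2) for TCF21, from -0.010 (without run 3) to 0.127 for ATG7 and from -0.221 to 0.079 (without run 3) for ATP2A2. For hiPSC-CM_d11 against hiPSC-CM_d0 they went from -0.046 (without run 3, and -0.031 without run 1) to 0.201 for CACNA1C and from -0.414 (without run 2) to 2.300 for CD36, and for hiPSC-CM_Mat against hiPSC-CM_d0 from -0.271 (without run 1) to 1.051 for FN1. With the length correction, ATG7 was -0.139 and GJA1 0.049 (hiPSC-CM_Mat against hiPSC-CM_d11), and TTN 0.444 (hiPSC-CM_d11 against hiPSC-CM_d0). With the GC correction, NKX2-5 was -0.024 (STB_10%O2 against STB). ATG7 was -0.012, GATA4 -0.021 and ACTC1 -0.006 with it (hiPSC-CM_Mat against hiPSC-CM_d11). With STB as hiPSC-CM_d11, TCF21 was 0.099 (hiPSC-CM_Mat against hiPSC-CM_d11) and TNNT2 0.086 (hiPSC-CM_d11 against hiPSC-CM_d0). CACNA1C (hiPSC-CM_d11 against hiPSC-CM_d0) was -0.117 with at least 10 counts in every library. It was -0.019 with DESeq2's test on only the libraries compared, which was chosen after seeing the data. For STB_10%O2 against STB, the extracellular matrix and sarcomere sets reversed with fry (adjusted p = 0.953 each). Across the fits of this comparison without 1 run, adjusted p-values from limma's camera went from 0.0629 to 0.924 for the extracellular matrix set (0.273 in the reversed direction, without run 1), from 0.865 to 0.995 for the sarcomere set (reversed without run 1, 0.965, and without run 3, 0.995), and from 0.0404 to 0.965 for ATF4 targets (reversed without run 1, 0.965). With at least 10 counts in every library, genes such as H4C13 were not tested. The median of all genes shifted by -0.36 (hiPSC-CM_d11 against hiPSC-CM_d0) and -0.15 (hiPSC-CM_Mat against hiPSC-CM_d0) without the filter, and by -0.10 with the length correction (hiPSC-CM_Mat against hiPSC-CM_d11). Of 3223 other values, 2903 held, 174 were weaker, 108 stronger and 7 moved. hiPSC-CM_Mat libraries had as few as 9489375 counted reads, which limits genes with few counts there.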

Differences from the paper's values

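The number of genes changed across the 3 groups was 3176 by edgeR, against the paper's number of about 7400 in Fig. S6B, read by eye. The groups held 254, 969, 1528 and 425 genes against the paper's about 660, about 2800, about 3100 and about 850 in Fig. S6B, read by eye. Of the alternatives set before the data were examined, DESeq2's likelihood ratio test, which the paper's methods name, gave 7434 genes and groups of 687, 2750, 3143 and 854. No low-count filter gave 8928 genes and groups of 880, 3286, 3706 and 1051, all within 1.5 times the paper's. For single groups the same held at an adjusted p-value of 0.05 (1269 in group 4) and with all 15 libraries in the fit (2330 in group 3 and 608 in group 4), while the latter gave 4763 genes in all. The other alternatives set before the data were examined closed none of these gaps: DESeq2's size factors, at least 10 counts in every library, no replicate block, a run left out, the length and GC corrections, the 10 genes with the most counts left out, STB as hiPSC-CM_d11 and the clustering.

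Figure 3B shows 12 genes as higher in STB_10%O2 than in STB. The fold changes here lay within the spread between runs of those read by eye, such as 2.24 for LDHA against the paper's about 2.3 in Fig. 3B, read by eye. None of the 12 was called by edgeR over 15 libraries (adjusted p from 0.447 to 0.919). DESeq2's test over 15 libraries called 7 of them, and edgeR on only the libraries compared called 11. DESeq2's test on only the libraries compared called all 12, with adjusted p-values of at most 8.36e-06, and was chosen after seeing the values.

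The paper shows pathways for protein synthesis and proliferation as upregulated in STB_10%O2. Cytosolic ribosomal protein and G2/M genes were also higher here by limma's camera (adjusted p = 1.1e-18 and 2.63e-05). With an estimated inter-gene correlation neither passed (adjusted p = 0.407 and 0.583 from limma's camera). The rise was not seen in all runs. Medians on the log2 scale were 0.64 and 0.20 in run 1 and 0.80 and 0.54 in run 3, but -0.08 and -0.03 in run 2.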

Other observations

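Among the tests below, those of library size and the oxygen setpoint for the ribosomal protein genes, and those of fibroblast-like cells and of a lower share of cardiomyocytes for the matrix genes, were chosen after the result was seen, as were most counts over other splits.

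Other splits of the libraries within runs were fitted for each count of genes. All 4 splits of STB_10%O2 and STB gave as many genes called as the real one (4 of 4, with 0 in each), and 1 of 4 gave as many with an unadjusted p-value under 0.05 (1118, against 321, 793 and 192). For the sets past the threshold, 2 of 4 splits gave as many as the real one: the real split gave 9 sets, and the split that exchanges the labels of run 2 gave 10. Only the real split, 1 of 4, gave as many genes for hiPSC-CM_Mat against hiPSC-CM_d11, hiPSC-CM_d11 against hiPSC-CM_d0 and hiPSC-CM_Mat against hiPSC-CM_d0. With 4 splits no share can fall under 0.05. For the 3 groups together, 1 of 36 splits, the real one, gave as many genes, and the other splits gave 0 genes (at most 6888 at an unadjusted p-value under 0.05).

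That no gene was called over 15 libraries while 47 were with 6 may follow from a wider spread in the other 9 libraries. The standard errors with 15 libraries were 1.27 times those with 6 (median over genes). Fewer calls at similar fold changes, such as 2.24 and 2.28 for LDHA, already require larger standard errors, whatever their source. The ratio therefore does not test whether a wider spread is that source. The run block is another possible source, as it assumes the same run effect in all conditions. STB_10%O2 and STB shared run deviations that 2D_Static did not, and this was not tested as a cause.

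Ribosomal protein, mitochondrial and histone genes were higher in STB_10%O2 in runs 1 and 3. In run 2 the ribosomal protein and oxidative phosphorylation sets were not, and the median of the histone genes was 0.11 there against 0.87 and 1.09 in runs 1 and 3. A trend with gene length does not account for this, since the smaller of the medians of cytosolic ribosomal protein genes in runs 1 and 3 was 0.57 after it was removed, and 0.60 after a trend with GC content was. Library size does not either, since total counts in runs 1 and 3 differed by at most 1.014-fold. The oxygen setpoint stays open as a cause. The median in run 2 was -0.081, while hypoxia targets rose there by 0.53, but a single pair of libraries excludes nothing. The difference between runs was not tested.

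Cytosolic ribosomal protein genes in group 3 did not rest on gene length, as the odds ratio was 184 with the trend removed.

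Extracellular matrix genes were higher in hiPSC-CM_Mat than in hiPSC-CM_d11 (median 1.84, in 3 of 3 runs). The median was 1.598 without the trend with gene length. A lower share of cardiomyocytes would raise all other cell types alike only if the proportions among them stayed the same. The epithelial list was lower in 3 of 3 runs with a median of -2.85, which argues against that case only. A rise of some cell types with a fall of others could also lower the share of cardiomyocytes, and the test cannot exclude it. Fibroblast-like cells cannot be told apart from a change within the cardiomyocytes: 5 fibroblast genes outside the matrix list and the paper's figures (FAP, MFAP5, PDGFRA, PDGFRB and THY1) had medians of 4.22, 0.49 and 3.95 in runs 1, 2 and 3, and the lowest, 0.493, lay just under the 0.5 taken as near 0, a limit set with the test and not in advance.

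The lists of other cell types gave these medians for hiPSC-CM_Mat against hiPSC-CM_d11: fibroblast 3.36, endothelial 1.56, smooth muscle 1.15, neural 2.06, pluripotent -1.50, and hepatic genes seen first -4.84. The fibroblast and smooth muscle lists were higher in 3 of 3 runs, the neural list in 2 of 3 and the endothelial list in 1 of 3, with endothelial medians of 1.93, 0.00 and -0.04 in runs 1, 2 and 3. The endothelial median was -0.85 with at least 10 counts in every library and 2.49 without run 3, and the neural median was 4.12 without run 2.

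The paper reports RT-qPCR of cardiac genes and ratios. In the RNA sequencing libraries, hiPSC-CM_Mat against hiPSC-CM_d11, log2 fold changes were 3.25 for TNNI3, 1.55 for TNNT2, -1.20 for TNNI1 and 0.18 for MYL7. TNNT2 was called higher and TNNI1 and MYH6 lower by edgeR, whereas the paper reports similar expression of these genes by RT-qPCR. The paper's text does not name the groups it compared. The log2 ratio of TNNI3 to TNNI1 rose by 4.60, that of MYH7 to MYH6 by 8.24 and that of MYL2 to MYL7 by 2.90 (mean of 3 runs, each higher in 3 of 3; exact paired permutation test, p = 0.25, the smallest p possible). Against hiPSC-CM_d0 they changed by -0.66, 9.16 and 9.83. The ratio of TNNI3 to TNNI1 was lower than in hiPSC-CM_d0 in each run (-0.98, -0.042 and -0.942). The paper reports an increase of this ratio by RT-qPCR, with values relative to the inoculum. From hiPSC-CM_d0 to hiPSC-CM_d11 TNNI3 fell by 2.89 and TNNI1 rose by 2.23 (adjusted p = 0.000922 and 0.000159 from edgeR). NANOG and POU5F1 had too few counts to be tested. The RT-qPCR reference genes RPLP0 and GAPDH were lower in hiPSC-CM_Mat than in hiPSC-CM_d11, with log2 fold changes of -2.01 and -2.58 (adjusted p = 0.000537 and 0.00016 from edgeR), and higher in hiPSC-CM_d11 than in hiPSC-CM_d0, with 1.82 and 1.86. A trend with gene length does not account for the fall, which was -1.89 for the smaller of the changes with the trend removed. Maturation and expansion themselves stay open as untested.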
